# Temporal genetic association and temporal genetic causality methods for dissecting complex networks

**DOI:** 10.1038/s41467-018-06203-3

**Published:** 2018-09-28

**Authors:** Luan Lin, Quan Chen, Jeanne P. Hirsch, Seungyeul Yoo, Kayee Yeung, Roger E. Bumgarner, Zhidong Tu, Eric E. Schadt, Jun Zhu

## Abstract

A large amount of panomic data has been generated in populations for understanding causal relationships in complex biological systems. Both genetic and temporal models can be used to establish causal relationships among molecular, cellular, or phenotypical traits, but with limitations. To fully utilize high-dimension temporal and genetic data, we develop a multivariate polynomial temporal genetic association (MPTGA) approach for detecting temporal genetic loci (teQTLs) of quantitative traits monitored over time in a population and a temporal genetic causality test (TGCT) for inferring causal relationships between traits linked to the locus. We apply MPTGA and TGCT to simulated data sets and a yeast F2 population in response to rapamycin, and demonstrate increased power to detect teQTLs. We identify a teQTL hotspot locus interacting with rapamycin treatment, infer putative causal regulators of the teQTL hotspot, and experimentally validate *RRD1* as the causal regulator for this teQTL hotspot.

## Abstract (web summary)

Temporal omics data have the potential to dissect complex biological networks. Here the authors develop methods for detecting temporal genetic loci (teQTLs) of quantitative traits monitored over time and inferring causal relationships between traits linked to the locus.

## Introduction

Among the top objectives in modeling living systems is the construction of mathematical models capable of predicting future states of a system given a set of initial starting conditions. Whether predicting the risk of a disease at any point along one’s life course given genetic, environmental, and clinical data^1^, or predicting the molecular response to perturbations on a given protein or proteins^2^ and the consequences of that molecular response at the cellular and ultimately physiological levels, identifying the complex web of causal relationships among molecular features and between molecular and higher-order features is central to achieving an accurate understanding of complex biological systems^3–5^. Whereas descriptive models may achieve a high degree of accuracy in classifying individuals based on any number of features (e.g., distinguishing poor from good prognosis in breast cancer based upon tumor gene expression data^6^), predictive models seek to represent causal relationships between variables of interest and as a result reflect information flow through the system, thus enabling the identification of key modulators of a given biological process^7^, key points of therapeutic intervention^8^, or other interesting aspects of system behavior that can aid in our understanding of it^9–11^.

Building highly accurate predictive models depends on establishing causal relationships among the variables of interest. Elucidating physical interactions have been the primary means by which biologists establish causal relationships. For example, a transcription factor binding to a stretch of DNA^12^ and thus facilitating the transcription of a gene that in turn activates a given biological pathway^13^. Another type of causal relationships inferred through statistical causality tests has achieved widespread utility^5,14^. This type of causal relationships is considered as a weak form of causality and experimental follow-ups are generally needed to validate them. However, this weak causality enables us to orient the vast sea of correlations observed among hundreds of thousands of molecular phenotypes that can be simultaneously assayed, according to the direction of information flow.

Methods such as Bayesian network reconstruction algorithms have been devised to infer causal relationships among correlated traits^3,15,16^. However, such methods based on correlation data alone are well known to be generally unable to uniquely resolve the causal relationships among traits, given the different types of possible relationships between traits may not be statistically distinguishable from one another (e.g., see Fig. 1a). To break this statistical symmetry so that causal relationships can be more precisely resolved, a systematic source of genetic and/or environmental perturbations must be introduced. Genetics-based causal (GC) inference anchors on the genetic locus, information can only flow from the genetic locus, so that other Markov equivalent structures are not biologically possible (Fig. 1b). GC have demonstrated widespread utility in biology over the last decade^14,17–19^. Panomic quantitative trait loci relating DNA variants to panomic data and higher-order phenotypes such as disease state have been appropriately leveraged to infer causal relationships between molecular data and higher-order phenotypes^7,20^. The successes of GC inference notwithstanding, these approaches are not without their weaknesses. For example (Fig. 1c), if two traits are related via a negative feedback loop, the sign of their correlation and the direction of the causal relationship inferred from a GC approach would be determined by the average strength of the genetic perturbations on each trait in the population^9^ (the causal relationship would flow in the direction of the dominant genetic perturbation).

**Fig. 1:**
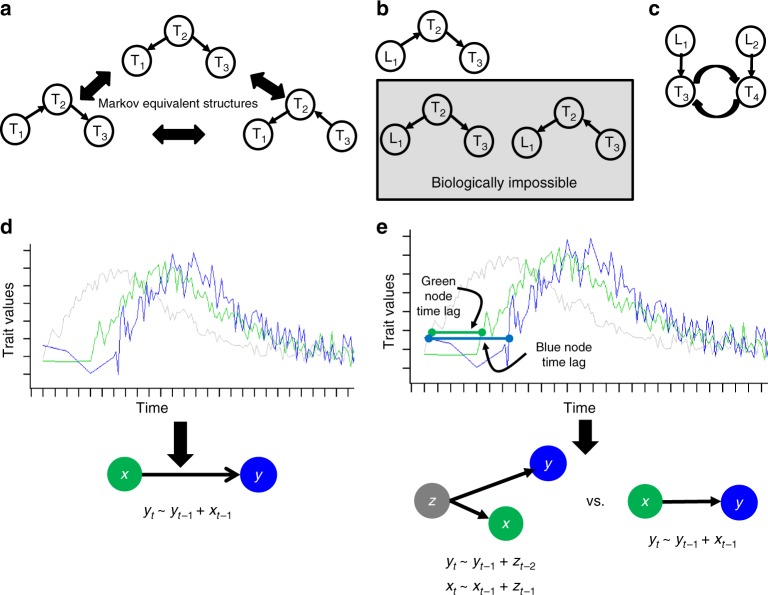
Overview of causal relationships in complex biological systems. **a** Bayesian network is a directed graph. However, causal relationships cannot be unambiguously inferred from a directed graph due to Markov equivalent structures. **b** Systematic genetic perturbation data enables causality inference and causal network construction by eliminating biologically impossible structures. **c** Two traits are related via a feedback loop. **d** Time-series data provide information for inferring causality. **e** Time-series data alone are not sufficient for distinguishing causality and varied time delay. Additional information is needed to infer true causal relationships

Similarly, a broad range of data, from imaging data to panomic and clinical data, have been scored longitudinally in populations. Time-series based causal (TSC) inference^21–24^ such as dynamic Bayesian networks or Granger causality has been developed to infer causal relationships from such data (Fig. 1d). However, TSC inference often cannot resolve even simple causal relationships. For example, if a trait (gray node in Fig. 1e) causes changes in two other traits (green and blue nodes in Fig. 1e), but a longer lag for the impact of the gray node on the blue node is observed compared with the green node, then the time-series signal for the green node may well predict the behavior of the signal from the blue node, leading to a false causal inference (Fig. 1e). Both genetic and temporal data are needed to solve these problems.

To date, inferring causality by jointly considering temporal and genetic dimensions in a formal modeling framework has not been systematically explored in high-dimension omics data. Integrating these two dimensions, which have a fundamental role in enabling causal inference, has the potential to enhance the power to resolve causal relationships and to provide a more accurate view of regulatory networks in biological systems. Previous method^25^ proposed to model growth-related temporal traits using a multivariate normal distribution and assumed that the mean vectors followed a logistic growth curve. In the context of temporal gene expression traits, the trajectories are usually much more complex and thus require more flexible fitting options.

Here we present a multivariate polynomial temporal genetic association (MPTGA) model that formally integrates genetic and temporal information to identify genetic association and a temporal genetic causality test (TGCT) to infer causal relationships among quantitative traits. To highlight the utility of this type of integrated tests, we apply it to transcriptomic data generated in a segregating population of yeast that were profiled at six different time points in response to treatment with the drug rapamycin. From these data, we demonstrate that the MPTGA test identifies significantly more genetic associations than the sum of the relationships identified via a genetic association test independently applied at different time points. In addition, we demonstrate that this approach has increased power to detect the causal regulators of expression quantitative trait loci (eQTL) hotspots that have been previously defined in this population, including the identification of regulators that had previously evaded direct detection. Finally, we identify and experimentally validate new causal regulators for temporal eQTL (teQTL) hotspots in this yeast population that explain the gene-by-drug interactions identified in our experiment.

## Results

### Overview of temporal genetic association and causality tests

As living systems are dynamic, constantly changing over time to adjust to different states and environmental conditions, the extent to which different genetic loci will impact a given trait may vary over time. There are multiple ways to model the behavior of a trait over time with respect to a given genetic locus. A simple approach is to perform eQTL analysis at each time point independently, then combine the results from analysis of all time points (referred as the union method) or perform meta-analysis based on Fisher’s method (referred as the Fisher’s method). We can also apply multivariate analysis of variance (MANOVA) to detect the difference of gene expression levels across different time points between different genotype groups. Alternatively, we can model time-series data by different autoregressive (AR) models, then assess whether the AR models are different with regard to different genotypes (referred to as the AR model). Alternatively, we can consider a quantitative trait following a polynomial function with regard of time and then employ a straightforward regression approach to model the trait with respect to a given genetic locus (referred as the regression method). If we further assume that for each genotype the trait over time follows a multivariate normal distribution similar to Ma et al.^25^ and the variances across subsequent time points are correlated, we develop MPTGA as a genetic association testing framework (see Methods). Instead of assuming the mean vectors of the multivariate normal distribution follow a logistic growth curve as in Ma et al.^25^, we model the mean vectors of the expression trajectories using a polynomial function, which is able to capture diverse types of temporal responses.

Temporal QTL can be treated as a systematic source of perturbation to infer causality among traits associated with the QTL. There are a limited number of causal relationships possible between two traits associated with a given genetic locus^14,17^ (Supplementary Fig. 1): simple causal/reactive models (M1 and M2), an independent model (M3), and partial causal/reactive models (M4 and M5). Based on these possible relationships, in the context of static QTL, a likelihood-based causality model selection (LCMS) procedure had been developed to infer causal relationships^14^. This approach has been widely validated as predicting causal relationships with reasonable accuracy^2,3,9,14,15,17^. In the context of multi-dimensional time-series data, we now seek to combine temporal and genetic information to infer causal relationships between two time series. Granger^26^ formalized the idea of a time series-based causality test in the context of linear regression, where the prediction of a time series could be significantly improved by incorporating information from previous time points in a second time series. Several mediation models for longitudinal data were developed based on Granger causality^27^, but no model takes genetic data into consideration. To develop a causality test based on genetics and time to assess how two traits are related, we adopted the idea of including the lagged values of the time series from one temporal-genetic associated trait to augment when comparing to the time series of the second temporal-genetic trait. More specifically, after identifying two traits *X* and *Y* with temporal-genetic association to the same locus, there are five possible causal/reactive relationships as shown in Supplementary Fig. 1. In a causal model (M1: *X* → *Y*), the genetic effect (or the association with the marker) of Trait *Y* is solely explained by Trait *X*, so that the time-series values of Trait *Y* can be predicted with values of Traits *X* and *Y* at previous time points. In an independent model (M3: *X*⊥*Y*), the genetic effect of Trait *Y* cannot be explained by Trait *X*. In a partial causal model (M4), the genetic effect of Trait *Y* can only partially be explained by Trait *X*, so that the time-series values of Trait *Y* can be predicted with values of Traits *X* and *Y* at previous time points, as well as the genotype information at the associated locus. When traits *X* and *Y* were switched in models M1 and M4, the causal and partial causal relationships can be represented in models M2 and M5, respectively. First, we assess TGCT’s power to distinguish causal/reactive relationships (M1 vs. M2) in general by comparing the joint likelihood *L*(*X*, *Y*) (Methods). Then, we focus on the cis–trans trait pairs as the following: Trait *X* has a *cis*-teQTL and Trait *Y* has a trans-teQTL at the same locus so that models to be assessed are limited to M1, M3, and M4. We applied a linear regression on the corresponding time-series data for Trait Y and selected the model that best explains the data according to a given model selection criterion (e.g., Akaike information criterion (AIC) or Bayesian Information Criterion (BIC)) as detailed in Methods.

### Evaluating temporal-genetic association methods

To compare the performance of multiple approaches for detecting temporal-genetic associations, we applied these methods to a set of simulated data (see Methods). Various time-series patterns were simulated (Supplementary Fig. 2), which were similar to the patterns observed in the yeast time-series data. As each time point in a time series is not independent, the residues at each time are correlated (auto-correlation). We generated time-series data assuming different strength of auto-correlation. Temporal genetic association results (Fig. 2) show that MPTGA performed the best in the context of strong auto-correlated data (MANOVA as the second best, the Fisher’s method performed the worst), whereas MPTGA was essentially equivalent to the regression method in the context of weak auto-correlated data (the union method performed the worst). When the auto-correlation coefficient was around 0.7, all methods performed similarly, except MANOVA. The distribution of auto-correlation coefficients estimated from the empirical yeast time-series data was centered around 0.85 (Supplementary Fig. 3), at which the MPTGA performed best. In general, the MPTGA is robust over a broad range of operating conditions (Fig. 2d). The AR method was not included in Fig. 2, as it performed worse than other methods across all conditions (Supplementary Fig. 4). We also compared the power of these methods with different sample sizes, the pattern was similar as shown in Fig. 2 with MPTGA performing the best when auto-correlation was high (Supplementary Fig. 4). To assess a model’s robustness when there are missing data (detailed in Methods), we randomly dropped data points in simulated time series at various rates and applied the above methods to the data sets with missing data. The performances of the MPTGA, Regression, and AR methods were not sensitive to missing data, whereas the performances of the Union, Fisher, and MANOVA methods decreased as the missing data rate increased (Supplementary Fig. 5).

**Fig. 2:**
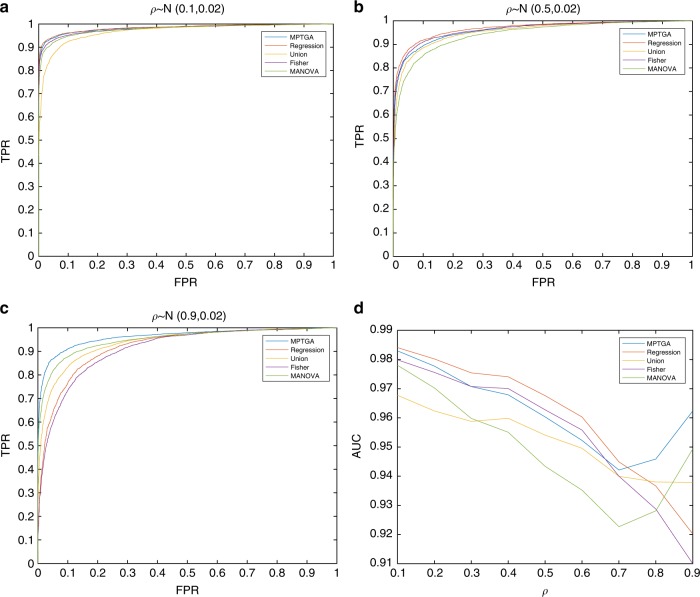
Performance comparison among different time-dependent genetic association methods. Performance was assessed under different strength of inter time point correlation (auto-correlation) based simulated data. **a** ROC curves of different methods when auto-correlation is low; **b** ROC curves of different methods when auto-correlation is intermediate; **c** ROC curves of different methods when auto-correlation is strong; **d** area under the curve (AUC) of different methods under different strength of auto-correlation

### Evaluating the TGCT test

To evaluate the performance of TGCT, we simulated pairs of time-series data according to causal, independent, or partial causal models (see Methods). We applied TGCT only to the pairs in which both time-series traits *X* and *Y* had temporal-genetic associations (MPTGA *p* < 10^−6^) to the tested locus. First, we simulated pairs of traits according to the causal model (M1), then assessed whether the causal (M1: *X* → *Y*) or reactive (M2: *Y* → *X*) model fit the data better (Methods). TGCT identified the correct model in most cases with the accuracy of 99.54%, 99.82%, 99.95%, and 99.97% for the sample size of 20, 50, 100, 150, respectively (Supplementary Fig. 6, the log likelihood ratio (LR) of M1 vs. M2 is shown in Supplementary Fig. 7). When genetic information is known, we can focus on relationships between cis-regulated genes and trans-regulated genes instead of testing all possible pairs. In the rest of the tests, we assumed Trait *X* had a cis-teQTL so that we can simplify our tests without considering models M2 and M5. When comparing models M1, M3, and M4, we needed to model only Trait *Y* without explicitly modeling Trait *X* (Methods). For pairs simulated under the causal model (M1), TGCT identified the causal model as the best model in all cases across a wide range of strength of AR and causal effects (Supplementary Fig. 8). The BIC differences between the causal model and other models are shown in Supplementary Fig. 9. For pairs simulated under the independent model (M3), TGCT identified the independent model as the best model in most cases with accuracy of 95.8%, 97.7%, 97.7%, and 98.9% for the sample size of 20, 50, 100, and 150, respectively, across a wide range of parameters (Supplementary Fig. 10). Simulations under the partial causal model (M4) were complicated as there were three parameters for representing the strength of genetic and causal effects (Supplementary Fig. 11). TGCT identified the partial causal model as the best model in all cases except when the genetic or causal effect was close to zero. For example, when *β*_2_ is close to 0, the partial model (M4) is converted to the independent model (M3). In such cases, TGCT identified the independent model as the best model. When both *β*_10_ and *β*_11_ are close to 0, the partial model (M4) is converted to causal model (M1) and TGCT identified the causal model as the best model in such cases.

### Dissecting regulatory networks response to rapamycin

We applied multiple methods to expression data generated in a population of 95 genotyped haploid yeast segregants that were treated with the macrolide drug rapamycin^28^ and compared teQTLs identified at a 5% false discovery rate (FDR) (teQTLs are listed in Supplementary Tables 1–5). The yeast segregants were profiled at six different time points starting with a baseline expression profile just before treatment and then five subsequent time points post treatment. The aim in applying the teQTL and causality analysis in this population was to dissect the causal regulators most strongly modulating the treatment response across individuals in the population. Given traditional eQTL detection methods considering gene expression levels in a static state (without considering the time-series data), for a baseline to use in the comparisons, we mapped eQTLs based on gene expression data at the first time point.

Compared with the teQTL approaches, the static eQTL approach detected fewer QTLs (Table 1) at a fixed FDR. Among the four teQTL methods MPTGA, union, regression, and the Fisher’s *p*-value methods resulted in the highest to lowest numbers of teQTLs, respectively. When comparing teQTL confidence intervals for constraining the true location of variant(s) underlying the teQTL, the QTL 95% confidence intervals (Methods) for all teQTL methods were tighter compared with the static methods (Table 1). These results suggest that the methods that take into account the time-series data refine the QTL location, thus reducing the number of potential candidate causal regulators to consider in the linkage region. The regression method resulted in fewer but sharper eQTLs than the MPTGA method. MPTGA is the best model with balance of the number of eQTLs identified and average confidence intervals.

**Table 1:** Number of eQTL identified and average 1-LOD drop CI by different approaches (static, MPTGA, union, regression, and Fisher’s method)

	Static (T0)	MPTGA	Union	Regression	Fisher
#eQTLs identified	3288	3819	3669	3453	3011
Avg. 95% CI (kb)	37.5	28.7	30.8	17.9	35

*CI* confidence interval, *MPTGA* multivariate polynomial temporal genetic association

Similar to the eQTLs in this yeast cross that have been previously reported^3,15,29,30^, the teQTLs were clustered into teQTL hotspots (Fig. 3). Across all methods a total of 18 hotspots were identified (Table 2, expression traits linked to each eQTL hotspot are listed in Supplementary Tables 6–10). Of the 14 eQTL hotspots identified by the static eQTL method, 10 overlapped with eQTL hotspots previously identified in this same yeast F2 cross^3,29,30^. Among the ten eQTL hotspots, seven of them identified by the static were identified by all four times series based methods. In addition, three and three additional teQTL hotspots were identified by the MPTGA and regression methods, respectively (Table 2). Despite rapamycin treatment inducing a large impact on cell cycle and metabolism in yeast^31^, none of the 14 static eQTL hotspots were enriched for genes in the rapamycin transcriptional response signature^31^. Of the 11 teQTL hotspots identified by MPTGA, eight were significantly enriched for this signature. A key mechanism for cell growth is the regulation of ribosome biogenesis. Ribosomal protein gene expression is regulated by mTOR, the target of rapamycin^32^. Six of the eight teQTL hotspots identified by MPTGA enriched for the rapamycin response signature were also enriched for the GO term structural constituent of ribosome (Table 3), demonstrating the ability of MPTGA to capture both static and dynamic genetic associations.

**Fig. 3:**
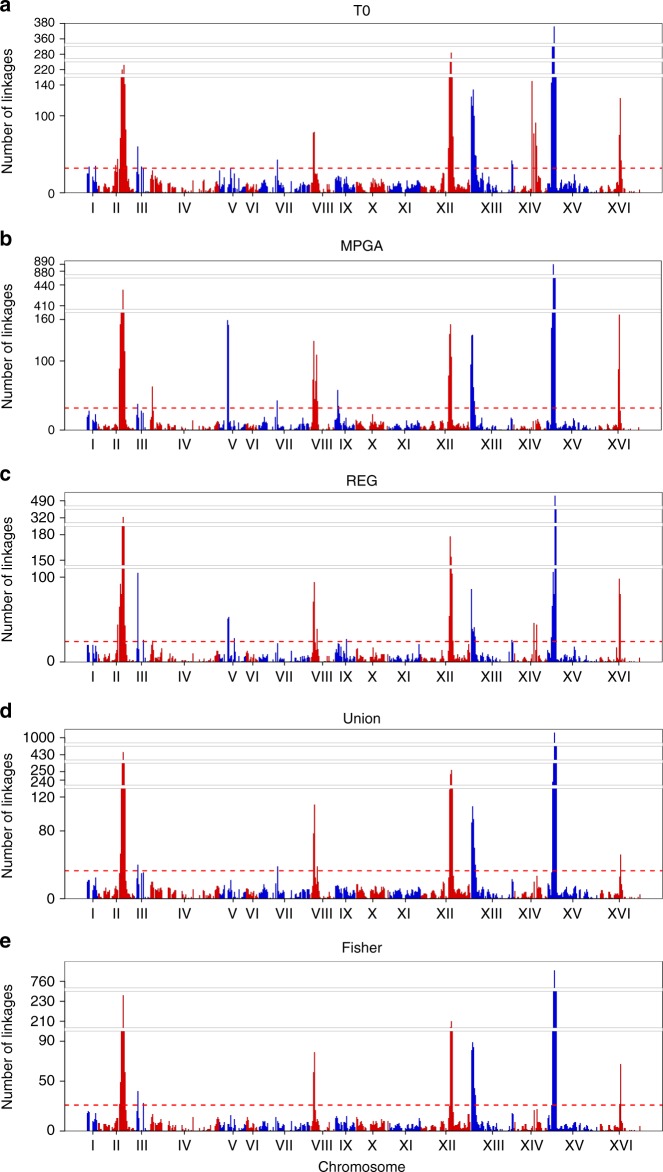
Number of eQTLs linked to each genome location based on different approaches. The genome was divided into 602 bins of 20 kb each and shown in chromosomal order. The red lines were the cutoff for eQTL hotspot identification. **a** The static method; **b** the MPTGA method; **c** the regression method; **d** the union method; **e** the Fisher’s *p*-value method

**Table 2:** Hotspots identified by different approaches and enrichment analysis of rapamycin response signature

Hotspot	Chr	Pos	Size of eQTL hotspot					Enrichment for the rapamycin signature									
			T0	MPTGA	UNION	Regre.	Fisher	T0		MPTGA		UNION		Regression		Fisher	
								perc (%)	*p*-value	perc (%)	*p*-value	perc (%)	*p*-value	perc (%)	*p*-value	perc (%)	*p*-value
1	1	50,000	34^a^	NA	NA	NA	NA	2.9	1	NA	NA	NA	NA	NA	NA	NA	NA
2	1	190,000	35	NA	NA	NA	NA	0	1	NA	NA	NA	NA	NA	NA	NA	NA
3	2	430,000	44^a^	NA	NA	44	NA	0	1	NA	NA	NA	NA	5.9	0.61	NA	NA
4	2	550,000	367^a^	662	584	607	372	5.4	0.24	7.7	9.59e−5^b^	4.8	0.42	5.9	0.06	5.9	0.13
5	3	90,000	60^a^	38	40	105	40	10	0.0551	18.4	1.45e−3^b^	12.5	0.034	8.6	0.05	12.5	0.034
6	3	170,000	34	NA	NA	26	28	8.8	0.2022	NA	NA	NA	NA	11.5	0.11	10.7	0.13
7	4	90,000	NA	63^c^	NA	25^c^	NA	NA	NA	20.6	3.85e−6^b^	NA	NA	4.0	1	NA	NA
8	5	190,000	NA	162^c^	NA	57^c^	NA	NA	NA	17.9	1.28e−10^b^	NA	NA	8.8	0.12	NA	NA
9	7	410,000	43	43	38	NA	NA	2.3	1	0	1	0.0	1	NA	NA	NA	NA
10	8	110,000	97^a^	256	121	111	87	6.2	0.28	4.3	0.63	4.1	0.66	2.7	0.89	3.4	0.77
11	9	70,000	NA	65^c^	NA	NA	NA	NA	NA	23.1	1.44e−7^b^	NA	NA	NA	NA	NA	NA
12	9	250,000	NA	NA	NA	27^c^	NA	NA	NA	NA	NA	NA	NA	3.7	1	NA	NA
13	12	670,000	363^a^	171	295	267	248	2.8	0.97	4.1	0.67	2.7	0.97	2.2	0.99	2.8	0.94
14	13	70,000	239^a^	237	201	163	172	7.1	0.046	9.7	4.64e−4^b^	6.0	0.21	5.5	0.33	7.0	0.095
15	13	910,000	42	NA	NA	26	NA	4.8	0.58	NA	NA	NA	NA	7.7	0.34	NA	NA
16	14	410,000	145^a^	NA	NA	46	NA	2.1	0.97	NA	NA	NA	NA	6.5	0.35	NA	NA
17	15	150,000	486^a^	1000	1183	742	987	6.8	0.0131	7.7	7.71e−7^b^	6.1	0.0042^b^	6.7	0.0026^b^	6.3	0.0041^b^
18	16	510,000	138^a^	168	52	147	67	3.6	0.76	11.9	7.08e−5^b^	7.7	0.21	4.8	0.51	4.4	0.6

An NA in the table means the locus was not an eQTL hotspot in the corresponding method. When comparing with the rapamycin response signature, the percentage of genes in a hotspot overlapping with the rapamycin signature and the Fisher’s exact test *p*-value are reported. The expected percentage by chance is 4.6%. The hotspots significantly enriched for the rapamycin signature were marked (*p* < 0.05 after multiple testing correction)

^a^Hotspots overlapped with those previously defined static eQTL hotspots

^b^The hotspots significantly enriched for the rapamycin signature (*p* < 0.05 after multiple testing correction)

^c^The hotspots identified only via time-dependent approaches

*eQTL* expression quantitative trait loci, *MPTGA* multivariate polynomial temporal genetic association

**Table 3:** GO term enrichment analysis for eQTL hotspots identified by MPTGA

Hotspot		GO-Term	*p*-value
Chr	Pos		
2	550,000^a^	Structural constituent of ribosome	3.97E−57
3	90,000^a^	Branched chain family amino acid	2.08E−10
4	90,000^a^	Structural constituent of ribosome	2.03E−37
5	190,000^a^	Structural constituent of ribosome	1.27E−126
7	410,000	Protein folding	6.85E−14
8	110,000	Mating projection tip	7.27E−6
9	70,000^a^	Structural constituent of ribosome	1.77E−50
12	670,000	Ergosterol biosynthesis	6.37E−25
13	70,000^a^	Phosphate transport	2.52E−5
15	150,000^a^	Structural constituent of ribosome	7.25E−43
16	510,000^a^	Structural constituent of ribosome	4.00E−28

^a^The hotspots were enriched for the rapamycin signature as in Table 2

*eQTL* expression quantitative trait loci, *MPTGA* multivariate polynomial temporal genetic association

In contrast, only one (chrXV:150,000) of the teQTL hotspots identified by the union method were enriched for the rapamycin response signature, suggesting that although this approach increases the power to detect static eQTL, the union method is not as sensitive for detecting a dynamic response. The regression method is closely related to the MPTGA method, but only one (chrXV:150,000) of its identified hotspots was enriched for genes in the rapamycin response signature, suggesting this approach in a temporal context may be prone to sporadic associations.

### Inferring causal regulators of teQTL hotspots

Similar as we have previously shown for static eQTL hotspots^3,15,29^, we applied TGCT to resolve the causal regulators underlying teQTL hotspots. For each teQTL hotspot, candidate causal genes were defined as genes with cis-teQTLs linked to the teQTL hotspot. We applied TGCT to infer the causal regulators of the teQTL hotspots identified by MPTGA (Table 4, all predicted causal relationships are listed in Supplementary Table 11). The distribution of BIC difference between causal model M1 and the second best fit models is shown in Supplementary Fig. 12. The top putative causal regulators for each teQTL hotspot were ranked based on the number of causal relationships that the regulator had. We compared the causal regulators identified in this dataset to those we previously predicted and validated^3,29,30^.

**Table 4:** Causal regulators for teQTL hotspots inferred by the TCGT test

Hotspot		Yvert et al.	BN full	TGCT
Chr	Pos			
**2**	550,000^a^	***AMN1***, *MAK5*	*TBS1*, *TOS1*,*ARA1*, *CSH1*, *SUP45*, *CNS1*, ***AMN1***	*ICS2*, *RPB5*, *UBS1*, *TYR1*, *YSW1*, *SLI15*, ***AMN1***, *TBS1*, *TOS1*
**3**	90,000^a^	***LEU2***	***LEU2***, *ILV6*, *NFS1*, *CIT2*, *MATALPHA1*	***LEU2***, *FRM2*, *YCL021W-A*
**4**	90,000^a^	NA	NA	*ASF2*, *YDL203C*, *PRR2*
**5**	190,000^a^	NA	NA	*ISC1*, *SPC25*, *GPA2*
**7**	410,000	NA	NA	*MST27*, *TIF4632*
**8**	110,000	***GPA1***	***GPA1***	*ERG11*, *LAG1*, *YHL008C*, *SHU1*, ***GPA1***
**9**	70,000^a^	NA	NA	*RRD1*, *ECM37*, *YIL151C*, *CCT2*
**12**	670,000	***HAP1***	***HAP1***	*DCS1*, ***HAP1***, *PIG1*, *LCB5*, *PDR8*
**13**	70,000^a^	None	None	*MDM1*, *RPM2*,*TAF13*, *COQ5*
**15**	150,000^a^	None	***PHM7***	*MSH2*, *PKH2*, *HAL9*, *RFC4*, *YOL098C*, *COQ3*, ***PHM7***
**16**	510,000^a^	NA	NA	*MET12*, *RMI1*, *PHO85*

The putative causal regulators were compared with previous predictions in Yvert et al.^29^ and Zhu et al.^3^

Genes in bold font are overlapping with previous findings

^a^The hotspots were enriched for the rapamycin signature as in Table 2

*NA* not applicable, *teQTL* temporal expression quantitative trait loci, *TGCT* temporal genetic causality test

Of the 11 teQTL hotspots identified by MPTGA, 7 overlapped previously identified static eQTL hotspots in this population (Table 2) for which we had predicted and validated static causal regulators^3,29^. All previously validated causal regulators were identified as putative key causal regulators by TGCT (bolded genes in Table 4). In addition to the eQTL hotspots identified by the static method, MPTGA identified 3 dynamic teQTL hotspots. The teQTL hotspot at chrV:190,000 was the largest in terms of the number of expression traits linking to the locus, with 162 gene expression traits linked to this locus versus only 7 expression traits identified by the static eQTL approach. The genes linked to this teQTL hotspot were significantly enriched for the rapamycin response signature (3.9-fold enrichment; Fisher’s exact test(FET) *p* = 1.28 × 10^−10^). The top putative causal regulator predicted by TGCT for this hotspot was *ISC1*, inositol phosphingolipid phospholipase C, a gene involved in ceramide production^33^. *ISC1* was supported as causal for 136 of the 162 genes linked to this teQTL hotspot. Rapamycin induces insulin resistance via mTORC2^34^, which regulates de novo ceramide synthesis^35^. Ceramide and its metabolites also play a pathogenic role in insulin resistance^36^. Taken together, these data support *ISC1* as a causal regulator for rapamycin response differences among the yeast segregants. The identification of this teQTL hotspot and of *ISC1* as a causal regulator could not have happened by analyzing any single time point after the rapamycin treatment. The genetic-by-drug perturbation interaction at this locus was only detectable in light of the time-series data considered in full.

In addition to the *ISC1* teQTL hotspot, the teQTL hotspot at locus chrIX:70,000 was only identified by the MPTGA method. A general temporal pattern of genes linked to the hotspot is shown in Fig. 4. The gene expression level differences between segregants carrying different genotype at the locus were small but consistently getting larger (Fig. 4a, Supplementary Fig. 14). Testing each time point individually, the differences were not significant, which may explain why the static, union, and Fisher’s method could not identify the teQTL hotspot. MPTGA, the regression, and the union methods (Fig. 4b–d) suggested a putative teQTL at the locus, but *p*-values for the regression and the union methods were not significant at an FDR < 0.05. Without constraining on residues, the regression method is prone to sporadic association^37^ (detailed in Discussion) so that *p*-value cutoff for 5% FDR is much lower than the one for the MPTGA, which explained why the regression method missed the teQTL hotspot.

**Fig. 4:**
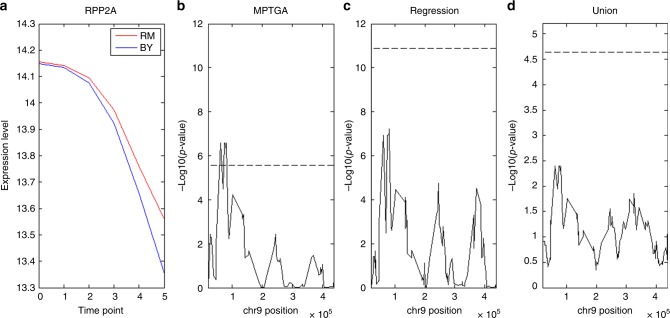
The teQTL hotspot chrIX:70,000 was only identified by the MPTGA method. **a** A typical pattern of expression traits linked to the teQTL hotspot. **b** Plot of – log 10(*p*-value) of *RPP2A* association at chrIX based on the MPTGA method. **c** Plot of – log 10(*p*-value) of *RPP2A* association at chrIX based on the regression method. **d** Plot of – log 10(*p*-value) of *RPP2A* association at chrIX based on the union method. Dashed lines in (**b**, **c**), and **d** are the *p*-value cutoff corresponding to FDR = 0.05

The chrIX:70,000 teQTL hotspot was also significantly enriched for rapamycin signature genes (5.0-fold enrichment, FET *p* = 1.4 × 10^−7^), which suggests this teQTL hotspot was driven by gene-by-rapamycin interactions. The top putative causal regulator predicted by TGCT for this hotspot was *RRD1* (Table 4, the distribution of BIC difference between causal model M1 and the second best fit models is shown in Supplementary Fig. 13). *RRD1* is an activator of *PP2A*, a gene involved in G1 phase progression. *PP2A* is required for rapamycin response^38^, directly supporting our prediction that *RRD1* mediates rapamycin response variation among the yeast segregants. To validate *RRD1* as a causal regulator of the teQTL hotspot at chrIX:70,000 driven by gene-by-rapamycin interactions, we compared genome-wide gene expression profiles of the *RRD1* knockout strain to the wild-type strain, both with and without rapamycin in the culture media (Methods). 

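RNA was sequenced from cultures of the *RRD1* knockout strain and of the wild-type strain BY4730, each grown with and without rapamycin, which gives 4 groups of 3 libraries. Rapamycin was added to log-phase cultures at 100 nM for 50 min, and the paper states that the repeats were made on different days. Within each strain the libraries carry the numbers 1, 3 and 5 without rapamycin and 2, 4 and 6 with rapamycin. The authors aligned single reads with TopHat and quantified every gene with Cufflinks as fragments normalized for transcript length and mapped reads (FPKM). The paper's text names neither the software versions nor the genome build and annotation, and it states no scaling between libraries. The features with a mean FPKM of at least 1 over the 12 libraries were tested, which were 6497. DEGs were called from log2(FPKM + 1) with limma, using 4 group means, 8 residual degrees of freedom and a trended empirical Bayes estimate of the variance, at a Benjamini-Hochberg adjusted *p*-value under 0.01. CuffDiff, which the paper used at the same threshold, needs aligned reads and was not run here. The FPKM of genes with few reads rose in steps of 1 read. These steps imply 8496000 to 11680000 mapped reads per library if fragments had a mean length of 200 nt and an SD of 80. The size of the step was searched only within a fixed range.
*RRD1*, listed as YIL153W, lies on chromosome IX of the R64 reference from 55198 to 56379 on the plus strand and has 1 exon of 1182 nt. Its FPKM in the wild type was 47.7, 47.5 and 72.3 in the libraries without rapamycin and 81.9, 67.2 and 85.3 in the libraries with rapamycin. In the knockout it was 0, 0.103 and 0.203 without rapamycin and was listed at 0 in all 3 libraries with rapamycin. The adjusted *p*-value from limma was 3.0e-08 without rapamycin and 9.5e-09 with rapamycin, and no fold change is given because the knockout groups lie at the limit of detection. Over 23 alternative analyses the adjusted *p*-value ranged from 1.3e-09 to 0.00029 without rapamycin and from 3.5e-10 to 1.7e-05 with rapamycin.

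**Figure D1:**
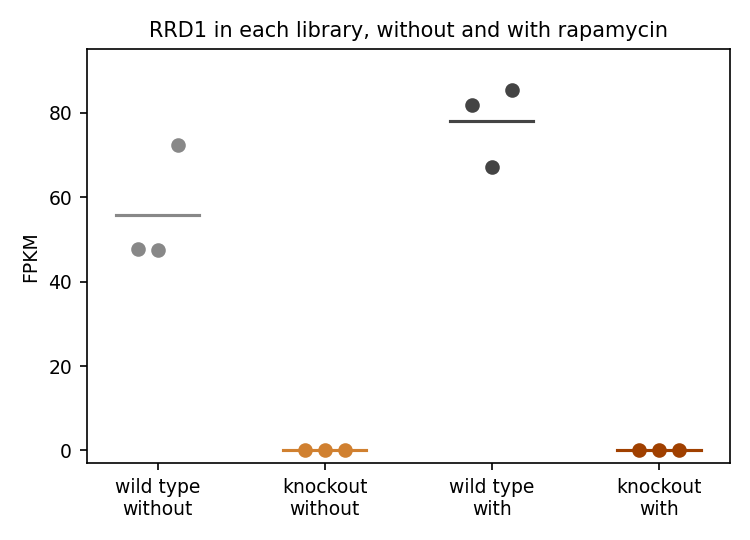
FPKM of *RRD1* (vertical axis) in the wild type and the *RRD1* knockout without and with rapamycin, where each point is 1 library and each line is the mean of 3 libraries. The wild-type libraries lie between 47.5 and 85.3, and no knockout library exceeds 0.203.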

At an FDR < 1%, 64 differentially expressed genes (DEGs) were identified between the *RRD1* knockout and wild-type strains, without exposure to rapamycin. These 64 DGEs were significantly overlapped with the rapamycin signature (5.1-fold enrichment, FET *p* = 1.1 × 10^−7^). 

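In the FPKM data, 38 of the 6497 genes tested were DEGs between the knockout and the wild type without rapamycin, 2 of them higher and 36 lower in the knockout. At an unadjusted *p*-value under 0.05, 1303 genes differed. The median size of the log2 fold change among the DEGs was 1.27, and 25 of them changed at least 2-fold. All 38 had 3 knockout libraries on one side of all 3 wild-type libraries, as did 25.4% of the genes tested, where chance gives 10%. Leaving out 1 library gave between 1 and 46 DEGs. The number fell to 1, *RRD1* itself, both when only the 6 libraries without rapamycin were fitted and when knockout library 3 was left out.
Apart from *RRD1*, the largest fall was in *HSP12*, with 362.5 ± 103.9 FPKM (SD, n = 3) in the wild type and 28.9 ± 10.2 FPKM (SD, n = 3) in the knockout. This is a log2 fold change of -3.62 (standard error 0.40, adjusted *p* = 0.0023 from limma). YLR346C fell by 2.38 on the log2 scale (standard error 0.28, adjusted *p* = 0.0030), *GPH1* by 2.34 (standard error 0.30, adjusted *p* = 0.0035) and *TSL1* by 2.04 (standard error 0.27, adjusted *p* = 0.0046). The 2 genes that rose were YPR078C, from 3.77 ± 0.736 to 10.1 ± 0.996 FPKM (SD, n = 3), and YDR246W-A, from 28.8 ± 4.02 to 62.8 ± 9.41 FPKM (SD, n = 3). Their log2 fold changes were 1.23 (standard error 0.12, adjusted *p* = 0.0013) and 1.10 (standard error 0.17, adjusted *p* = 0.0086). YDR246W-A has an exon length of 201 nt and kept its call in 6 of 22 alternative analyses. Over 23 such analyses *HSP12*, YLR346C, *GPH1*, *TSL1* and YPR078C kept theirs in 19, 18, 15, 15 and 20.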

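The overlap with genes linked to a teQTL hotspot was tested for the hotspots whose list in the supplement holds as many entries as the paper's Table 2 gives, which were 9 of the 11 MPTGA hotspots. The lists of chrII:550,000 and chrXII:670,000 held 659 and 170 entries against the paper's 662 and 171 and were not used here. Each gene was counted once, the background was the 6424 tested genes with a standard ORF name, and one-sided Fisher's exact tests were adjusted over the 18 combinations of hotspot and signature. Without rapamycin, 3 of the 9 hotspots had an adjusted *p*-value under 0.05. The number of such hotspots ranged from 0, without wild-type library 3 or 5, to 4, without knockout library 1 or 2.
Of the 147 genes tested at chrV:190,000, *DCS2*, *GAD1*, *GPH1*, *SOL4* and *TFS1* were among the DEGs (5.75-fold enrichment, Fisher's exact test *p* = 0.0016, adjusted *p* = 0.0041). This enrichment was 0 without any one of wild-type libraries 1 and 5 and knockout libraries 3 and 5, and with only the libraries of the contrast in the fit. It was not past the threshold without wild-type library 3 or 6 or knockout library 6, and its adjusted *p*-value was 0.60 with no filter on low values. Of the 165 genes at chrXVI:510,000, *HOR7*, *HSP12*, *ICY1* and *INH1* were DEGs (4.10-fold, Fisher's exact *p* = 0.0157, adjusted *p* = 0.031). The enrichment there was 0 without knockout library 3 and with only the libraries of the contrast, and not past the threshold without wild-type library 1, 3 or 5 or knockout library 6. At chrXIII:70,000 the DEGs were *COX5B*, *GCV1*, *INH1* and *TFS1* among 237 genes (2.85-fold, Fisher's exact *p* = 0.0500, adjusted *p* = 0.090). That hotspot passed the threshold without knockout library 1 (3.39-fold, adjusted *p* = 0.0271) or 2 (2.95-fold, adjusted *p* = 0.047), and its enrichment was 0 without wild-type library 5 or knockout library 3. YBR139W was the DEG among the 253 genes at chrVIII:110,000 (0.668-fold, Fisher's exact *p* = 0.784), where leaving out wild-type library 3 gave 1.49-fold. None of the 37, 59 and 43 genes at chrIII:90,000, chrIV:90,000 and chrVII:410,000 was a DEG, while 10, 3 and 5 of them had an unadjusted *p*-value under 0.05. The genes of these overlaps are named after their values were seen.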

When compared with genes linked to the 11 teQTL hotspots identified by MPTGA, the *RRD1* knockout signature significantly overlapped with 5 teQTL hotspots (Fig. 5a), which were also enriched for the rapamycin signature (Table 2). The teQTL hotspot ChrIX:70,000 was enriched for the *RRD1* knockout signature (4.1-fold enrichment, FET *p* = 0.036) and the teQTL hotspot ChrXV:150,000 was most significantly enriched for the *RRD1* knockout signature (2.5-fold enrichment, FET *p* = 8.3 × 10^−7^). 

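Of the 64 genes tested at chrIX:70,000, 1 was a DEG without rapamycin, and this gene was *RRD1* itself (2.64-fold enrichment, one-sided Fisher's exact test *p* = 0.317, adjusted *p* = 0.476). With *RRD1* taken out of the list, 0 of the remaining 63 genes were DEGs, and 5 had an unadjusted *p*-value under 0.05. Without knockout library 3 *RRD1* was the only DEG left, and the enrichment of the hotspot rose to 100.4 (adjusted *p* = 0.0256). The largest effect among the other genes was in *HSP26*, with a log2 fold change of -2.52 and an adjusted *p* of 0.012 from limma.
At chrXV:150,000, 17 of the 981 genes tested were DEGs (2.93-fold, Fisher's exact *p* = 1.4e-05, adjusted *p* = 4.2e-05), which is the smallest *p*-value of the hotspots tested without rapamycin. This enrichment was 0 without knockout library 3 and with only the libraries of the contrast, and its adjusted *p*-value was 0.088 without wild-type library 3 and 0.92 without wild-type library 5.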

When compared with the eQTL hotspots based on static T0 data, the *RRD1* knockout signature significantly overlapped with the eQTL hotspot at ChrXV:150,000 (4.2-fold enrichment, FET *p* = 8.1 × 10^−10^). 

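The response to stress was examined with a list of 24 general stress genes and not with the GO term. All 24 genes were lower in the knockout than in the wild type without rapamycin, with a median log2 fold change of -1.13 (camera with an inter-gene correlation of 0.01, adjusted *p* = 1.2e-15 over 30 set tests). Their median log2(FPKM + 1) was 5.84, 5.95 and 6.47 in the 3 wild-type libraries and 4.99, 4.72 and 4.59 in the 3 knockout libraries, so the difference exceeded the spread between replicates. Of these genes, *GPH1*, *GSY2*, *HSP12*, *TFS1* and *TSL1* were DEGs, and 17 of the 24 passed when adjusted over the list alone. The median ranged from -1.32 to -0.91 across the fits that each left out 1 library.
The camera test takes the correlation between genes as preset. Of the 30 set tests, 28 had an adjusted *p*-value under 0.05 with camera, fry kept 25 of them, and with a correlation estimated from the libraries none did, the lowest adjusted *p*-value being 0.1305, while 9 had an unadjusted *p*-value under 0.05. For the stress genes without rapamycin the adjusted *p*-value was 0.00051 with fry.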

The *RRD1* knockout signature was enriched for the GO biological process response to stress (12.9-fold enrichment, FET *p* = 3.1 × 10^−9^), which is consistent with the functional annotation of this static eQTL hotspot^3,29^. These results were consistent with *RRD1* expression levels being regulated both in cis and in trans by DNA variations at ChrXV:150,000 (Fig. 5b). When comparing the *RRD1* knockout and wild-type strains in the presence of rapamycin, 582 DGEs were identified at an FDR < 1%. 

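With rapamycin, 914 of the genes tested were DEGs, 538 of them higher and 376 lower in the knockout, and 2413 genes had an unadjusted *p*-value under 0.05. Among these DEGs the median size of the log2 fold change was 0.96, and 429 changed at least 2-fold. The 3 libraries of one strain lay apart from those of the other for all 914, against 41.0% of the genes tested. Of the DEGs found without rapamycin, 24 were also DEGs with rapamycin, all in the same direction. Fitting only the 6 libraries with rapamycin gave the lowest number of DEGs, 212, and leaving out knockout library 4 gave 408.
After *RRD1*, the largest falls were in *HSP12*, *YRO2*, *DAL5* and *SPG4*. *HSP12* was at 2451 ± 492 FPKM (SD, n = 3) in the wild type and 311 ± 181 FPKM (SD, n = 3) in the knockout, a log2 fold change of -3.12 (standard error 0.40, adjusted *p* = 0.00040 from limma). *DAL5*, a gene under nitrogen catabolite repression, was at 821 ± 63.2 and 118 ± 35.9 FPKM (SD, n = 3), a log2 fold change of -2.83 (standard error 0.19, adjusted *p* = 1.9e-05). *YRO2* and *SPG4* fell by 2.84 and 2.82 on the log2 scale (adjusted *p* = 0.00038 and 0.00019). The largest rises with a wild-type value above 0 were in *RPA190*, *PWP2*, *URA7* and *RPS9A*. *RPA190*, the largest subunit of RNA polymerase I, was at 7.03 ± 1.89 FPKM (SD, n = 3) in the wild type and 39.9 ± 3.66 FPKM (SD, n = 3) in the knockout, a log2 fold change of 2.37 (standard error 0.17, adjusted *p* = 1.9e-05). *PWP2*, *URA7* and *RPS9A* rose by 2.36, 2.29 and 2.23 (adjusted *p* = 7.1e-05, 0.00096 and 0.00068). *URA7* and *RPS9A* each kept their call in 22 of 23 alternative analyses, and the reads of *RPS9A* could have been split with its paralog *RPS9B*. YLL006W-A, with an exon length of 177 nt, was listed at 0 in every wild-type library and was a DEG (adjusted *p* = 0.0057), and it kept this call in 12 of 21 alternative analyses.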

The *RRD1* rapamycin signature overlapped seven teQTL hotspots (Fig. 5a), which were all enriched for the rapamycin signature. Among these teQTL hotspots, the teQTL hotspot ChrIX:70,000, where *RRD1* is physically located, was with the highest fold enrichment (7.1-fold enrichment, FET *p* = 3.7 × 10^−33^). 

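With rapamycin, 6 of the 9 hotspots tested had an adjusted *p*-value under 0.05 from the one-sided Fisher's exact test, and between 4 and 7 did so over the alternative analyses. At chrXVI:510,000, 63 of 165 genes were among the 912 DEGs with an ORF name (2.69-fold enrichment, adjusted *p* = 4.0e-14). At chrXIII:70,000, 50 of 237 were (1.49-fold, adjusted *p* = 0.0046), a call that was lost when DEGs also had to change at least 2-fold (1.33-fold, adjusted *p* = 0.195). At chrVIII:110,000, 43 of 253 genes were DEGs (1.20-fold, adjusted *p* = 0.188). That hotspot passed the threshold without knockout library 2 (1.77-fold, adjusted *p* = 2.0e-05) and with DEGs called at an adjusted *p*-value under 0.05 (1.41-fold, adjusted *p* = 0.00029). *BAP2*, *FSF1*, *GDH1*, *PTR2* and YBR085C-A were the DEGs among 37 genes at chrIII:90,000 (0.952-fold, adjusted *p* = 0.858), and the enrichment there changed side with the alternative, from 0.406 to 1.64. *HSP82* and *PRM8* were the DEGs among the 43 genes at chrVII:410,000 (0.328-fold, adjusted *p* = 1). The genes of these 2 overlaps are named after their values were seen.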

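At chrIX:70,000, 51 of the 64 genes were DEGs with rapamycin, a 5.61-fold enrichment (Fisher's exact test, one-sided, adjusted *p* = 2.1e-31). Since *RRD1* is one of them, the test was repeated without it, and 50 of 63 genes remained in the overlap (5.60-fold, exact *p* = 2.0e-31). The adjusted *p*-value rose to 0.0551 when only the libraries with rapamycin were fitted (2.84-fold). The fold enrichment was the highest of the 9 hotspots, but its difference from that of chrV:190,000 was not tested. The hotspot at chrV:190,000 ranked above it in some alternatives, by gaps that were not tested. With median-ratio scaling the values were 5.175 at chrV:190,000 against 5.173-fold, and with the number of the library as a block 3.29 against 3.286. Without wild-type library 4 they were 5.331 against 5.291, and without knockout library 6 they were 4.388 against 4.222. Without features under 300 nt, an alternative chosen after seeing the data, they were 4.94 against 4.8. With only the libraries of the contrast in the fit, chrXVI:510,000 had the highest (3.31-fold).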

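The 64 genes linked to chrIX:70,000 had a median log2 fold change of 1.15 between knockout and wild type with rapamycin, 54 being higher and 10 lower in the knockout (camera, adjusted *p* = 2.0e-15). Adjusted over the list alone, 56 genes differed. The median of the list was higher in each of the 3 knockout libraries than in any of the 3 wild-type libraries. Without rapamycin the median was 0.06 (camera, adjusted *p* = 0.0019), a value that fry did not call (adjusted *p* = 0.86), and the medians of the knockout and wild-type libraries overlapped. The list was chosen by the paper from the segregants and not from these libraries.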

More specifically, directions of changes for all genes in the overlap between genes linked to the teQTL hotspot ChrIX:70,000 and DGEs in *RRD1* knockout signature are consistent between the time course and *RRD1* knockout experiments. The segregants carrying RM allele at the *RRD1* locus had low *RRD1* expression level in comparison with the segregants carrying BY allele (Supplementary Fig. 15). Among 65 genes linked to the teQTL hotspot chrIX:70,000, 56 genes were expressed higher in the segregants carrying RM allele and 42 of them overlapped with upregulated in *RRD1*-KO strain (FET *p* = 2.4 × 10^−39^), whereas 9 genes were expressed lower in the segregants carrying RM allele and 6 of them overlapped with downregulated genes in *RRD1*-KO strain (FET *p* = 2.0 × 10^−7^). In addition to the hotspot ChrIX:70,000, the top three teQTL hotspots with the highest fold enrichment include ChrV:190,000 and ChrIV:90,000 (fold enrichment = 6.2 and 4.7, FET *p* = 1.2 × 10^−24^ and 2.9 × 10^−14^, respectively), which are the three unique teQTL hotspots compared with static eQTL hotspots (Table 2). 

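In the FPKM data with rapamycin, 45 of the 64 genes tested at chrIX:70,000 were DEGs higher in the knockout (8.43-fold enrichment among the 536 higher DEGs with an ORF name, one-sided Fisher's exact test *p* = 9.9e-35). Another 6 were DEGs lower in the knockout (1.60-fold, exact *p* = 0.17). The supplement used here does not give the direction of each gene by allele, so the test was made against all 64 genes and not within the 2 allele groups. Without knockout library 4 the numbers were 22 higher and 3 lower, and with only the libraries of the contrast in the fit they were 3 and 3.
Of the genes higher in the knockout, 41 have the symbol of a ribosomal protein. The others were *YEF3*, *ASC1*, *SSB1* and *CCT2* with log2 fold changes of 1.76, 1.75, 1.63 and 0.54, and a symbol can miss a protein of the ribosome. The lower genes were *RRD1*, *NIT1* (log2 fold change -1.64), YIL165C (-1.62), *OM45* (-1.14), YIL152W (-0.92) and *ATG32* (-0.64). All of these apart from *RRD1*, *YEF3*, *CCT2*, *ATG32* and YIL152W were singled out after their values were seen. *ATG32*, which the paper lists as *ECM37*, had an adjusted *p* of 0.0056 from limma and kept its call in 17 of 23 alternative analyses. *CCT2* had an adjusted *p* of 0.0018 and kept its call in 19 of 23. *RPP2A* rose by 0.93 on the log2 scale with an adjusted *p* of 0.017, and was a DEG with quantile normalization (adjusted *p* = 0.00099), with voom on implied reads, an alternative chosen after seeing the data (adjusted *p* = 0.0039), and without wild-type library 2 (adjusted *p* = 0.0068).
YIL152W starts at position 56545 on the same strand as *RRD1* and is its neighbor on one side (standard error 0.18, adjusted *p* = 0.0032 with rapamycin, adjusted *p* = 0.52 without), with its call kept in 19 of 23 alternatives. On the other side YIL154C, on the minus strand from 53981 to 55021, had a log2 fold change of 0.08 (standard error 0.21, adjusted *p* = 0.83), whose sign changed across the fits that left out 1 library (-0.07 to 0.20). YIL151C, the next gene after YIL152W, had a log2 fold change of -0.05, and its sign changed in the same way (-0.16 to 0.04).

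**Figure D2:**
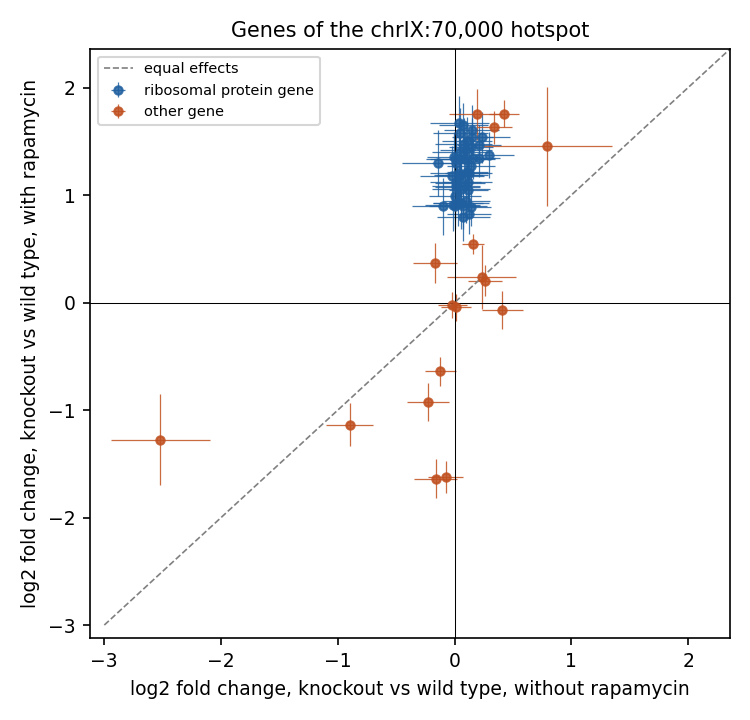
Log2 fold change between knockout and wild type without rapamycin (horizontal axis) and with rapamycin (vertical axis) for the 63 genes linked to chrIX:70,000 other than *RRD1*, with standard errors from limma as bars and the line of equal effects dashed. Blue points are ribosomal protein genes by symbol and orange points other genes. With rapamycin 60 of the 63 effects are larger in size, the exceptions being *ESF1*, *HSP26* and *IRC7*.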

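At chrV:190,000, 109 of 147 genes were DEGs with rapamycin (5.22-fold enrichment, one-sided Fisher's exact test, adjusted *p* = 2.8e-61), and the adjusted *p*-value stayed at or under 0.0146 in every alternative analysis. At chrIV:90,000, 32 of 59 were (3.82-fold, adjusted *p* = 1.7e-12). The enrichment there ranged from 2.66 to 5.79-fold across the fits that left out 1 library. The overlap with chrIV:90,000 was no longer called with only the libraries of the contrast in the fit (1.03-fold, adjusted *p* = 1) or with the number of the library as a block (1.60-fold, adjusted *p* = 0.207). The hotspots share genes, since 44 of the genes at chrV:190,000 and 22 of those at chrIV:90,000 are also linked to chrIX:70,000. Of the regulators that the paper names for these 2 hotspots, *PRR2* was a DEG with rapamycin (log2 fold change -0.97, standard error 0.15, adjusted *p* = 0.00092 from limma), a call it kept in 21 of 23 alternatives. *ISC1* (log2 fold change -0.02), *SPC25* (-0.13), *GPA2* (-0.14), *ASF2* (-0.16) and *ACK1* (0.01), which the paper lists as YDL203C, were not DEGs. The signs of *ISC1*, *SPC25* and *ACK1* changed across the fits that left out 1 library.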

The teQTL hotspot at chrXV:150,000 was with the most significant enrichment *p*-value (2.6-fold enrichment, FET *p* = 1.3 × 10^−64^), consistent with *RRD1* expression variation being linked in cis to ChrIX:70,000 and in trans to ChrXV:150,000 (Fig. 5b). 

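At chrXV:150,000, 318 of 981 genes were DEGs with rapamycin, a 2.28-fold enrichment (one-sided Fisher's exact test *p* = 1.3e-58, adjusted *p* = 1.2e-57). Over the alternative analyses the enrichment ranged from 1.89 to 2.98. The *p*-value at chrV:190,000 was smaller (1.6e-62), and chrXV:150,000 had the smallest with median-ratio scaling, with no filter on low values, with the number of the library as a block, with only the libraries of the contrast in the fit and with DEGs at an adjusted *p*-value under 0.05. It also had the smallest without any one of wild-type libraries 3, 4, 5 and 6 or of knockout libraries 1, 3, 4, 5 and 6. *PHM7*, which the paper names for this hotspot, had a log2 fold change of -0.68 with an adjusted *p* of 0.081 from limma.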

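The supplement lists 55 targets of *RRD1* from TGCT, which are 54 different genes, and all 54 are also linked to chrIX:70,000. With rapamycin, 45 of them were DEGs between knockout and wild type, 42 higher and 3 lower in the knockout (5.87-fold enrichment, one-sided Fisher's exact test *p* = 4.0e-30). The lower ones were *ATG32*, *NIT1* and YIL165C, named after their values were seen. The median log2 fold change of the targets was 1.21, and 44 of them have the symbol of a ribosomal protein. The enrichment ranged from 2.81 to 10.6 over 25 alternative analyses.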

Genes putatively regulated by *RRD1* inferred by TGCT were also regulated by other genetic perturbations (Fig. 5c). 

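Ribosomal protein genes were taken by their symbols and not from the GO term, which gave 135 tested genes. With rapamycin 134 of them were higher and 1, *RPL15B*, was lower in the knockout, with a median log2 fold change of 1.09 (camera, adjusted *p* = 1.1e-39; fry, adjusted *p* = 0.0012). Of these genes 97 were DEGs, and 120 passed when adjusted over the list alone. Without rapamycin the median was 0.05 (camera, adjusted *p* = 1.2e-05), which fry did not call (adjusted *p* = 0.84). Their median log2(FPKM + 1) with rapamycin was 8.89, 8.56 and 8.32 in the wild-type libraries and 9.29, 9.77 and 9.80 in the knockout libraries. Most ribosomal protein genes have a paralog of nearly the same sequence, and the authors' counting could have split reads between the copies. A list of 74 ribosome biogenesis genes rose by a median of 1.42 on the log2 scale (camera, adjusted *p* = 8.5e-38), with 62 DEGs and all 74 called when adjusted over the list alone.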

The *RRD1* rapamycin signature was significantly enriched for the GO term structural constituent of ribosome (4.0-fold enrichment, FET *p* = 1.6 × 10^−33^), which is consistent with the GO functional annotations of the set of genes simultaneously linked to these teQTL hotspots (Table 3). These results combined indicate that *RRD1* interacts with rapamycin to give rise to the teQTL hotspot at chrIX:70,000, and that this gene-by-rapamycin interaction was only detected by our TGCT test.

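The interaction itself, which is the knockout effect with rapamycin minus the knockout effect without it, was tested in the same limma fit, which takes the libraries as independent. It was past an adjusted *p*-value of 0.01 for 17 genes, 5 with a positive and 12 with a negative value, and 1092 genes had an unadjusted *p*-value under 0.05. Quantile normalization gave the highest number among the fits at the same threshold, 103 genes, no filter on low values gave 1, and leaving out 1 library gave between 1 and 19 genes, the lowest without wild-type library 1, 2, 3 or 6 or knockout library 3, 4 or 5. Libraries with consecutive numbers within a strain deviated together, and a fit that takes them as pairs, chosen after seeing the data, gave 83 genes, 59 with a positive and 24 with a negative value. Of the 17 genes, 16 were also DEGs with rapamycin.
The positive values were in *URA1* (1.96, standard error 0.22, adjusted *p* = 0.0042), *RPA190* (1.77, standard error 0.24, adjusted *p* = 0.0085), *RPA135* (1.72, standard error 0.21, adjusted *p* = 0.0067), *KRE33* (1.63, standard error 0.24, adjusted *p* = 0.0098) and *YEF3* (1.33, standard error 0.18, adjusted *p* = 0.0085). *URA1* fell with rapamycin from 737 ± 89.3 to 37.7 ± 7.36 FPKM (SD, n = 3) in the wild type and from 521 ± 23.3 to 105 ± 16 FPKM (SD, n = 3) in the knockout. The largest negative values were in *DAL5* (-2.46, standard error 0.26, adjusted *p* = 0.0042), *TSA2* (-2.31, standard error 0.31, adjusted *p* = 0.0085), *DAL2* (-1.92, standard error 0.24, adjusted *p* = 0.0073), *MLS1* (-1.69, standard error 0.20, adjusted *p* = 0.0043) and YHR022C (-1.62, standard error 0.18, adjusted *p* = 0.0042). YHR022C overlaps a gene on the other strand, so counting without strand could have mixed both genes, and the strand setting is not named in the paper's text. *DAL2* rose from 21.3 ± 2.12 to 371 ± 58.6 FPKM (SD, n = 3) in the wild type and from 15.2 ± 3.17 to 69.96 ± 13 FPKM (SD, n = 3) in the knockout, and was not called in the fit on pairs (adjusted *p* = 0.0109). Of these 10 genes *URA1* kept its call most often, in 15 of 24 alternatives, and *KRE33* least often, in 8 of 24. *YEF3* and YIL165C are the genes at chrIX:70,000 with a call for the interaction.
As a list, the 64 genes at chrIX:70,000 had a median interaction of 1.08 on the log2 scale (camera, adjusted *p* = 4.0e-15; fry, adjusted *p* = 0.0078), and 33 of them passed when adjusted over the list alone. The median interaction was 1.05 for ribosomal protein genes and 1.06 for ribosome biogenesis genes. From its results combined, the paper states that *RRD1* interacts with rapamycin to give rise to this hotspot.

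**Figure D3:**
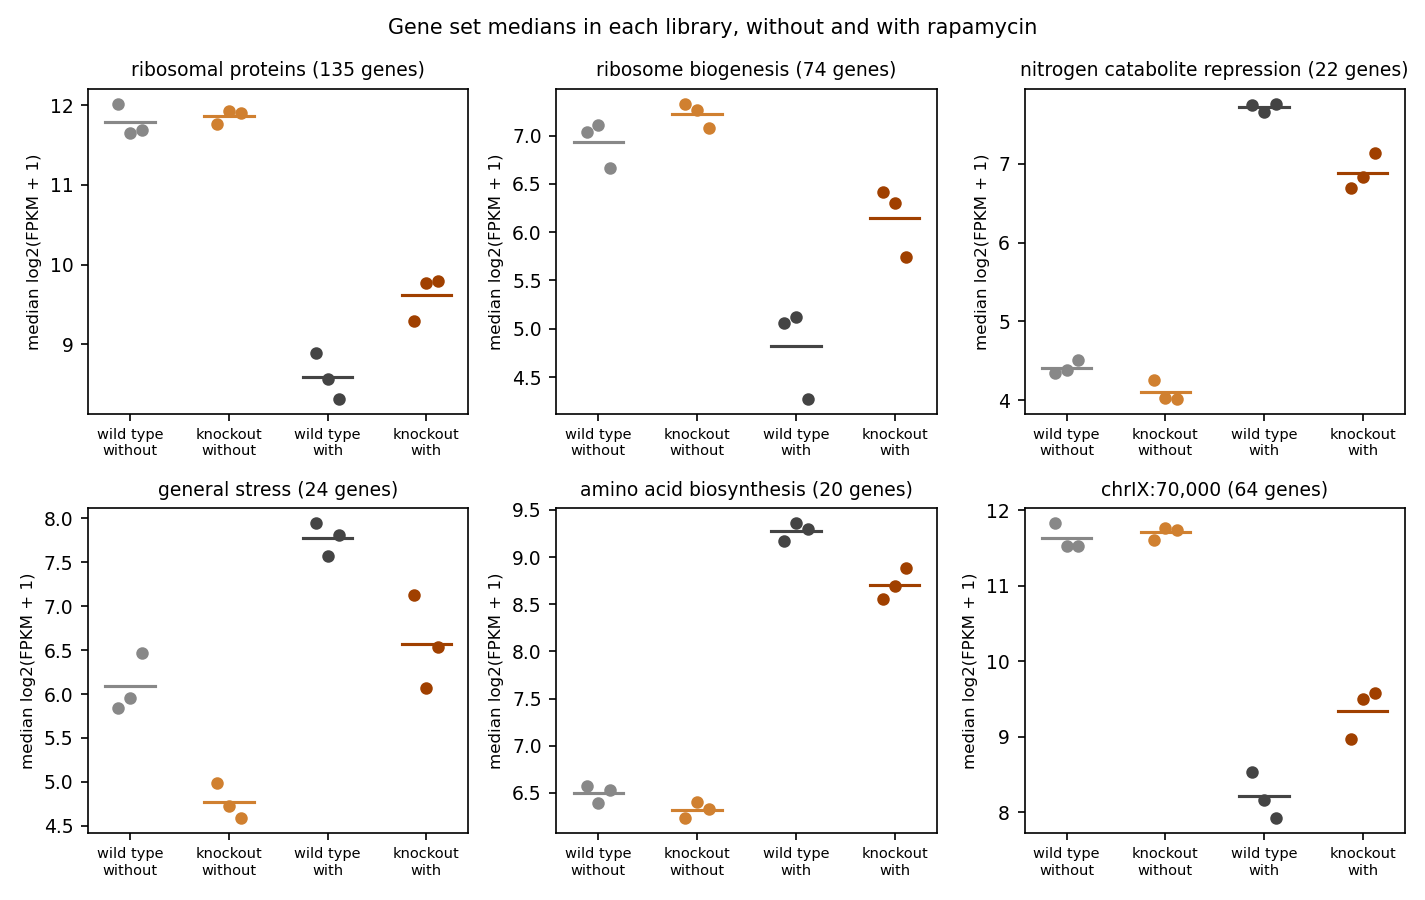
Median log2(FPKM + 1) of each gene set (vertical axis) in the wild type and the *RRD1* knockout without and with rapamycin, where each point is 1 library and each line is the mean of 3 libraries. For ribosomal protein genes the libraries with rapamycin lie at 8.32 to 8.89 in the wild type and at 9.29 to 9.80 in the knockout.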

**Fig. 5:**
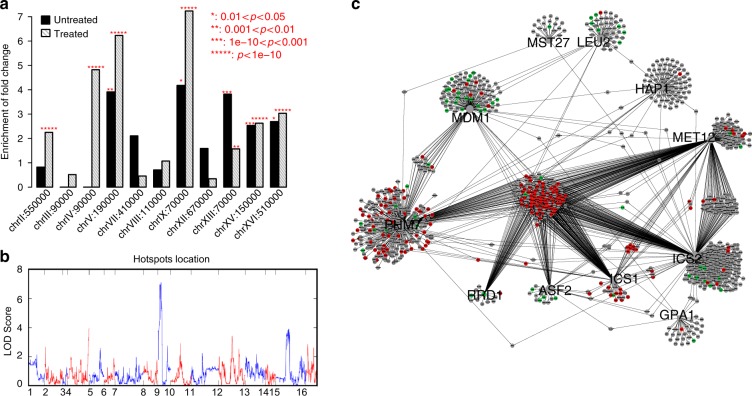
*RRD1* is a putative key causal regulator for the teQTL hotspot chrIX:70,000. **a** *RRD1* ko signatures without and with rapamycin treatment were only compared with teQTL hotspots identified by MPTGA. *RRD1* ko signature with rapamycin treatment (*RRD1* X rapamycin interaction signature) is enriched in multiple teQTL hotspots including ones at chrIX:70,000 and chrXV:170,000. **b** The teQTL plot for *RRD1* based on MPTGA. *RRD1* physically locates at chrIX:70,000 and has a strong cis-eQTL at the locus and a trans-eQTL at chrXV:150,000. **c** The causal network based on TGCT indicates that genes linked to the teQTL hotspot chrIX:70,000 are also regulated by multiple genetic perturbations so that *RRD1* ko signature with rapamycin treatment overlaps with multiple teQTL hotspots. Nodes of larger size are putative key causal genes for teQTL hotspots. Red and green nodes represent upregulated and downregulated genes in *RRD1* ko, in comparison to wild-type strain when treated with rapamycin, respectively

## Discussion

In this study, we developed MPTGA to optimally integrate genetic and temporal information to identify genetic associations for gene expression traits. With respect to other methods we tested, MPTGA was the most robust and sensitive in our simulation study. When applied to a yeast F2 time-series data set profiled in response to a rapamycin perturbation, MPTGA detected more biologically relevant teQTL hotspots, along with tighter eQTL confidence intervals compared with the static method (Table 1), which may lead to fewer candidate causal regulators to consider for each eQTL hotspot. We also developed the causal inference test, TGCT, which simultaneously considers temporal and genetic data to infer causal relationships systematically. Temporal-genetic data together has more power to distinguish which gene is the true causal regulator among correlated genes colocalizing at a locus than the static method. Application of TGCT in the F2 yeast cross in the context of treatment with rapamycin resulted in the identification the key causal regulators *ISC1* and *RRD1*, which modulated response to this perturbation, revealing the molecular mechanisms related to rapamycin response. Our prediction of *RRD1* as a causal regulator of gene-by-rapamycin interactions was experimentally confirmed.

For each teQTL hotspot, we tested all cis–trans gene pairs at the locus for potential causal relationships. For a gene with a trans-eQTL at a hotspot, the TGCT may report multiple candidate causal genes. On the other hand, for two genes (*X*1 and *X*2) with cis-eQTLs at a hotspot, both may be causal to an overlapped set of genes (*Y*s) with trans-eQTLs linked the locus, e.g., *X*1 → *Y* and *X*2 → *Y*. In these cases, TGCT cannot distinguish which cis-eQTL gene is the true causal gene. Thus, multiple putative causal genes were reported for hotspots with a large number eQTLs (Table 4). To distinguish which causal relationship, *X*1 → *Y* or *X*2 → *Y*, is true, more data are needed, such as more F2 strains to breakdown linkage disequilibrium (LD) structures or more time points to break correlation relationships among colocalized genes so that the TGCT has more power to distinguish which gene is true causal regulator among correlated genes colocalizing at a locus than static methods. Follow-up experiments are recommended to validate putative causal regulators.

Rapamycin has been shown to extend lifespan in mice^39^, but then chronic usage has also been shown to lead to insulin resistance^34^. Identifying what molecular and physiological states stand to benefit from rapamycin treatment is critical before such a drug can be considered as an anti-aging treatment. A systematic screen identifies 238 genes whose deletion extends replicative lifespan in yeast^40^. The 238 aging related gene set marginally overlapped with the rapamycin signature^31^ (1.7-fold enrichment, FET *p* = 0.03). However, the three unique teQTL hotspots identified by the MPTGA were significantly enriched for the aging related genes (fold enrichment = 3.0, 4.3, and 4.4, FET *p* = 0.004, 1.3 × 10^−11^, and 1.2 × 10^−5^, for ChrIV:90,000, ChrV:190,000, and ChrIX:70,000, respectively), whereas none of the static eQTL hotspots nor eQTL hotspots identified by the union nor the Fisher’s method was enriched for the aging genes at *p* < 0.01 (Table 5). As we show in Fig. 3 and Table 2, gene-by-rapamycin interactions were only detected when a time series was considered as a whole, not when individual time points were considered separately, directly demonstrating the importance of a temporal genetic association study. Most gene-by-perturbation interaction screens, such as synthetic lethal small interfering RNA screen^41^, monitor effects at only one time point. Our results suggest that monitoring such effects at multiple time points and analyzing them together as a time series can dramatically increase the power of detecting gene-by-perturbation interactions, as well as causal relationships among traits.

**Table 5:** Enrichment analysis of genes that can extend yeast replicative lifespan in hotspots

Hotspot		T0		MPTGA		UNION		REGRESSION		FISHER	
CHR	Pos	Fold enrichment	*p*-value	Fold enrichment	*p*-value	Fold enrichment	*p*-value	Fold Enrichment	*p*-value	Fold Enrichment	*p*-value
**1**	50,000	0^a^	1	NA	NA	NA	NA	NA	NA	NA	NA
**1**	190,000	1.37	0.43	NA	NA	NA	NA	NA	NA	NA	NA
**2**	430,000	0^a^	1	NA	NA	NA	NA	1.63	0.28	NA	NA
**2**	550,000	0.72^a^	0.91	1.77	3.27E−5^b^	0.98	0.57	1.14	0.24	0.97	0.6
**3**	90,000	0.4^a^	1	0	1	0.6	1	0.68	0.82	0	1
**3**	170,000	0	1	NA	NA	NA	NA	0	1	0	1
**4**	90,000	NA	NA	3.04^c^	0.004^b^	NA	NA	0^c^	1	NA	NA
**5**	190,000	NA	NA	4.29^c^	1.29E−11^b^	NA	NA	5.04^c^	2.81E−6^b^	NA	NA
**5**	330,000	NA	NA	NA	NA	NA	NA	0.86	1	NA	NA
**7**	410,000	2.79	0.03	1.67	0.27	1.89	0.21	NA	NA	NA	NA
**8**	110,000	0^a^	1	0.47	0.98	0.2	1	0.22	1	0.28	1
**9**	70,000	NA	NA	4.42^c^	1.20E−5^b^	NA	NA	NA	NA	NA	NA
**9**	250,000	NA	NA	NA	NA	NA	NA	0.89^c^	1	NA	NA
**12**	670,000	0.99^a^	0.55	0.98	0.58	1.14	0.35	1.17	0.32	1.35	0.15
**13**	70,000	0.5^a^	0.97	0.61	0.94	0.83	0.74	0.88	0.68	0.84	0.73
**13**	910,000	2.28	0.1	NA	NA	NA	NA	3.69	0.02	NA	NA
**14**	490,000	1.13^a^	0.42	NA	NA	NA	NA	1.56	0.3	NA	NA
**15**	150,000	0.89^a^	0.74	1.25	0.05	0.87	0.87	0.87	0.81	0.83	0.91
**16**	510,000	1.39^a^	0.22	2	0.01	0.92	0.65	0.98	0.58	0.72	0.78

Similar to Table 2

^a^Hotspots are overlapped with those previously defined static eQTL hotspots

^b^The hotspots were enriched for the rapamycin signature

^c^The hotspots were identified only via time-dependent approaches

*MPTGA* multivariate polynomial temporal genetic association, *NA* not applicable

MPTGA and the regression methods are closely related (Methods). Even though the *p*-values of the two methods are not directly comparable (as the underlying functions for modeling are different), the association *p*-values based on the two methods were closely tracked with each other (an example in Fig. 4b, c; Supplementary Fig. 16) in general. However, there were multiple differences in the yeast teQTL results. Given variance observed in a given variable of interest, the regression model attempts to fit as much of the variance as possible so that it is more prone to sporadic associations or overfitting^37^. In contrast, MPTGA is a regularized regression method, which is constrained by regularization terms and so can only fit a portion of the variance. To access the tendency of sporadic association or overfitting in each method, we compared *p*-values of neighboring single-nucleotide polymorphisms (SNPs) (Methods). The *p*-values for peak SNPs and neighboring SNPs were highly correlated, with correlation coefficients of 0.89 and 0.69 for MPTGA and the regression method, respectively (Supplementary Fig. 17, detailed in Supplementary Discussion), suggesting that MPTGA is less prone to overfitting than the regression method.

We also checked statistical validity and potential inflation of *p*-values of MPTGA (detailed in Methods). First, we simulated a set of gene expression traits and genotypes. As they were simulated independently, no gene association was expected. The QQ plot for the simulated data (Supplementary Fig. 18a) suggests that *p*-values of MPTGA are slightly inflated. We then generated permuted data from the yeast F2 data set by permuting strain labels so that the genetic structure is intact. As there are LD structures in the genetic structure, the QQ plot for the permuted data (Supplementary Fig. 18b) is slightly different from the QQ plot for the simulated data. The QQ plot for the yeast F2 data (Supplementary Fig. 18c) is significantly different from the plots for simulated and permutated data. The QQ plot comparing the results of the real data and permuted data (Supplementary Fig. 18d) indicates that the result of the real data was significantly different from the result of the permutated data. These results together suggest that *p*-value itself is not accurate and it is better to use FDR values to control errors.

MPTGA and TGCT share similarity with common genetic association methods and temporal causality methods. Other methods have been developed to integrate genetic, gene expression and temporal information to construct global regulatory networks^28,42^. Instead of focusing on inferring individual regulations, MPTGA is mainly for genetic association and TGCT is powerful for identifying gene-by-perturbation interactions. Brodt et al.^43^ proposed the DyVER method^44^, which analyzes genetic effect at each individual time point first, then discretize genetic effects at different time points into two states. Our simulation results indicate that the MPTGA method is more sensitive than methods considering individual time points separately when variances were not independent (Fig. 2). More importantly, when there are missing data, there is no performance degradation for methods modeling all time points together, but there is clear performance degradation for methods considering individual time points separately (Supplementary Fig. 5). Comparing the results of Brodt et al.^43^ and our results, all modules identified in Brodt et al.’s Fig. 5A were also identified by all methods (Table 2), except the ChrIII MATalpha hotspot. Both the static and Fisher methods identified the ChrIII MATalpha hotspot, but the number of traits linked to the locus was less than the cutoff for the MPTGA (Fig. 3 shows that there is a small peak at the locus). On the other hand, multiple teQTL hotspots identified by the MPTGA method are not reported in Brodt et al. For example, the ChrIX70,000 hotspot includes gene expression with genetic effects gradually changing over time (Fig. 4a). Considering the last time point alone, the Wilcoxon rank-sum test *p*-value was < 0.01 (Fig. 4d), but not significantly at the genome level. The DyVER method^44^ (as well as the method proposed by Francesconi and Lehner^45^), which aims to group genetic effects at each individual time point into two discrete states is unlikely to work well in the cases with moderate genetic effect changes over time. This also highlights the advantage of the MPTGA method that simultaneously takes all time points into consideration.

In the current study, MPTGA and TGCT are simplified based on a haploid system. They can be generalized for diploid systems (detailed in Methods). When applying the MPTGA and TGCT to diploid systems in which there are three possible genotypes, *00/01/11* (or *0/1/2*), at each SNP, we can apply these methods directly to detect dominant/recessive effects. To detect full genetic effects, we can estimate parameters for each genotype, then compare them with the estimated parameters without considering genotype (null model). In addition, in the current TGCT test, we explicitly modeled the causal variable in an AR form. If long time-series data are available, a more flexible model can be used to unify the models used in MPTGA and TGCT, such as polynomial functions in both tests (detailed in Methods).

The integration of both genetic and temporal information in our study represents only the beginning step needed to dissect the dynamic regulation. There are also many other directions for improvement in temporal-genetic data analysis. First, other types of available high-throughput data have not been integrated in the analysis yet. To integrate multiple types of data, Zhu et al.^3^ reconstructed causal networks and predicted the causal regulators for the eQTL hotspots of gene expression activity in a segregating yeast population. Second, the accuracy of MPTG depends on the amount of data available and data associated measurement errors. The integration of other types of high-throughput data might reduce the influence of these errors. Furthermore, the proposed TGCT method could only address the relationship between a pair of gene expression traits and a locus. More complicated models might be further considered to assess and represent more comprehensive regulation relationships as a larger network, e.g., multiple QTLs affect the expression of multiple transcripts and these RNAs in turn act on another complex trait. Finally, our procedure focuses on identifying causal and reactive relationships which is a very simplistic view of the gene networks. However, the true biology is much more complicated. The genes interacting in a large network may be subject to negative and positive feedback control. Despite these issues, the ability to integrate both the genetic and temporal information in the eQTL analysis offers a promising approach to understand the dynamic regulation.

In practice, the power of MPTGA and TGCT is limited by the number of time points observed, the number of individuals included in a study, and confounding factors. Comparing with the yeast experiments where all experimental conditions are carefully controlled to be similar, there are multiple confounding factors that may contribute to variations to a human time course study, such as age, amount of sleep or physical exercise, food or drug taken, and diseases. Furthermore, genetic architecture of human is more complex than that of yeast. Blood is the most accessible human tissue for temporal-genetic studies. We previously studied genetic regulation of human blood transcriptome at static state^11^ and in time series^24,46^. A large amount of trans-eSNPs for human blood transcriptome were identified using 1002 subjects^11^. Only cis-eSNPs but no trans-eSNP was identified with 40 subjects^46^, suggesting it was underpowered for detecting trans-eSNPs. An eQTL study in Japanese population^47^ indicates that trans-eSNPs can be detected with 76 subjects. To identify more trans-eSNPs, more subjects are needed in genetic studies. We previously showed that it is possible to infer temporal causal relationships in transcription regulation of human blood transcriptome using 7 time points^24^. To effectively apply the temporal-genetic association and causality tests to a human study, we estimate that at least 8 time points and 200 individuals are needed. It is worth noting that the time intervals in a time series are not needed to be the same. For example, given a polynomial function, we sampled five time points at random intervals and simulated 100 traits (Supplementary Fig. 19a). Then, we fit the simulated traits to a cubic polynomial function, which almost perfectly matches with the pattern underlying the simulated traits (Supplementary Fig. 19b). Thus, when designing a temporal experiment, it is better to sample more time points around the time when derivatives of temporal patterns change.

## Methods

### Yeast data

A set of time-series messenger RNA gene-expression data is available, which measured the gene expression levels of 95 genotyped haploid yeast F2 segregants after a perturbation with the macrolide drug rapamycin^28^. These segregants were constructed and genotyped by Brem et al.^48^ and were derived from two genetically diverse parental yeast strains BY4716 (BY) and RM11-1a (RM). Each yeast segregant in this set of time-series data was sampled at 10 min intervals for up to 50 min after rapamycin addition, and RNA was extracted and profiled with Affymetrix Yeast 2.0 microarrays. This dataset was used for constructing predictive networks by taking advantage of both genetic variations and time dependencies^28,42^. A total 5703 gene expression traits and 2956 SNPs were used in the current study.

### Methods for time series-based eQTL analysis

To model the behavior of a quantitative trait over time with respect to a given genetic locus, we can model the behavior of the trait using different continuous functions for each possible genotype at a given locus. For example, in the case of a haploid organism, consider a gene expression trait, **Y**, assayed in individual *i* at time *t* at a particular marker location with two genotypes. In this case we can generally represent the expression levels of the trait as *y*_*i*_(*t*) = *δ*_*i*0_*g*_0_(*t*) + *δ*_*i*1_*g*_1_(*t*) + *ε*_*i*_(*t*), where *δ*_*i*0_ and *δ*_*i*1_ are the indicator variables for the two possible genotypes at the marker for individual *i*, and *g*_0_(*t*) and *g*_1_(*t*) are functions representing the dynamic process for individuals with different genotypes (the two possible genotypes here have been encoded as *0* and *1*).

Although the functions could take on any form that can be appropriately parameterized (e.g., exponential, polynomial, and so on), we consider *K* degree polynomial forms here given they are flexible and commonly used in fitting complex curves: $$g\left( t \right) = \mathop {\sum}\nolimits_{k = 0}^K {\beta _kt^k}$$, with coefficient *β*_*k*_ for the exponent *k*. Given this form of trait behavior over time, the trait with respect to a given genetic locus can be expressed as: *y*_*i*_(*t*) = $$\delta _{i0}\mathop {\sum}\nolimits_{k = 0}^K {\beta _{k0}t^k}$$ + $$\delta _{i1}\mathop {\sum}\nolimits_{k = 0}^K {\beta _{k1}t^k + \varepsilon _i(t)}$$.

For each genetic association approach described below, FDR was estimated by permutation tests in which the strain labels are randomly permuted so that the correlation of the expression traits was maintained, while any genetic associations were destroyed^49^.

When applying to the yeast data set, we divided whole yeast genome into 602 bins of 20 kb in size. The thresholds for declaring eQTL hotspots are based on binomial test *p*-value cutoff 0.05/602. We assumed that the number of eQTL in a bin follows the binomial distribution with parameters *n* = total number of linkage identified across the whole genome and *p* = 1/602, which assumes equal probability of linkage among the 602 bins. Thus, under the hypothesis of binomial distribution, the threshold *N*_0_ was selected such that the probability of observing at least *N*_0_ eQTL linkage is less than 0.05/602.

### Static method

Traditional eQTL analysis is restricted to gene expression levels at a static state, among which a straightforward method is to split segregants into two groups according to their genotypes at a marker and perform the *t*-test or Wilcoxon rank-sum test to check whether there is sufficient evidence that the gene expression levels are significantly different between the two groups.

### Union method

A straightforward approach to leverage gene expression data of whole time series is to perform eQTL analysis at each time point independently, then combine the results from analysis of all six time point at a locus as the following: $$p_j ={\mathrm{argmin}}_t\ p_{t,j}$$, where *p*_*t*,*j*_ is the Wilcoxon rank-sum test *p*-value for the gene expression trait *j* at the time point *t*. It means that if a gene expression trait was significantly linked to a locus at any of the six time points, the trait was linked to the locus in the union method. The significant *p*-value cutoff is determined by permutation tests with FDR < 0.05.

### Meta-analysis: Fisher’s *p*-value

A meta-analysis approach over a time-series data assumes that data at different points are repeated measurements of the same underlying data. Similar to the union method, we perform eQTL analysis at each time point independently, then combine the results from analysis of all six time point at a locus as the following: *p*_*j*_ = $$\mathop {\prod}\nolimits_t {p_{t,j}}$$, where *p*_*t*,*j*_ is the Wilcoxon rank-sum test *p*-value for the gene expression trait *j* at the time point *t*. The significant *p*-value cutoff is determined by permutation tests with FDR < 0.05.

### Multivariate analysis of variance

MANOVA takes into account the covariance between multiple dependent variables and thus is specifically appropriate in testing for association between a SNP and multiple correlated gene expression traits across different time points. In particular, we test the hypothesis:

$$H_0:\mu _{0t} = \mu _{1t},{\mathrm{for}}\,{\mathrm{all}}\,t$$

vs.

$$H_1:\mu _{0t} \ \ne\ \mu _{1t},{\mathrm{for}}\,{\mathrm{at}}\,{\mathrm{least}}\,{\mathrm{one}}\,t$$

Where *μ*_*gt*_ represents the mean gene expression level in the genotype *g* group at the testing locus at time point *t*. If MANOVA identifies significant difference of gene expression levels across different time points between groups of samples with different genotypes, we declare an eQTL for the trait at the testing locus.

### Regression method

Many gene expression changes in time-series were not monotonic and sometimes have more than one fluctuation (Supplementary Fig. 20). Neither linear function nor quadratic polynomial was sufficient to capture underlying these dynamic patterns. On the other hand, there were only 6 time points in our time-series data. A cubic polynomial was sufficient to capture all dynamic patterns in this study (Supplementary Fig. 21). We also tried to use higher degree polynomials to fit the dynamic gene expression changes. The average mean squared errors were similar to the one with the cubic polynomials used (Supplementary Fig. 22). Therefore, we selected the cubic polynomial curve fitting throughout this paper: *g*_*j*_(*t*) = *β*_0*j*_ + *β*_1*j*_*t* + *β*_2*j*_*t*^2^ + *β*_3*j*_*t*^3^. A general regression model with cubic polynomial fitting for a trait *y*_*i*_ is *y*_*i*_(*t*) = *β*_0_ + *β*_1_*t* + *β*_2_*t*^2^ + *β*_3_*t*^3^ + *ε*_*i*_, in which the predictor variables are (*t*, *t*^2^, *t*^3^). Thus, each set of time-series data contributed six observations in the regression model and the total number of observations was 6*N*, where *N* is the total number of segregants in the yeast F2 data set. To examine the difference between segregants with different genotypes, we compared the reduced model *H*_0_ (single fitting *y*_*i*_(*t*) = *β*_0_ + *β*_1_*t* + *β*_2_*t*^2^ + *β*_3_*t*^3^ + *ε*_*i*_) with a full model *H*_1_ (separate fitting for each genotype) as

$$\begin{array}{*{20}{l}} {y_i\left( t \right)} \hfill & = \hfill & {\delta _{i0}\left( {\beta _{00} + \beta _{10}t + \beta _{20}t^2 + \beta _{30}t^3} \right)} \hfill \\ {} \hfill & {} \hfill & { + \delta _{i1}\left( {\beta _{01} + \beta _{11}t + \beta _{21}t^2 + \beta _{31}t^3} \right) + \varepsilon _i} \hfill \end{array},$$

where *δ*_*i*0_ and *δ*_*i*1_ are the indicator variables for genotype *0* and genotype *1*. We performed an F-test to compare the reduced model against the full model to detect eQTL association.

### Multivariate polynomial temporal genetic association

MPTGA was similar to the regression model described above. Regression model assumed variances at each time points were independent while MPTGA assumes variances are related. Similar to Ma et al.^25^, we assumed that for each genotype, the time-series gene expression trait followed a multivariate normal density, in which the mean vector is modeled by a polynomial function **g**_*j*_ = $$\left[ {g_j\left( t \right)} \right]_{1 \times m}$$ = $$\left[ {\mathop {\sum }\limits_{k = 0}^K {\kern 1pt} \beta _{kj}t^k} \right]_{1 \times m}$$, where *m* is the number of time points in time-series data. Variance at each time point follows a first order AR model AR(1)^50,51^ as: Σ = $$\sigma _e^2\left[ {\begin{array}{*{20}{c}} 1 & \rho & \cdots & {\rho ^{m - 1}} \\ \rho & 1 & \cdots & {\rho ^{m - 2}} \\ \cdots & \cdots & \cdots & \cdots \\ {\rho ^{m - 1}} & {\rho ^{m - 2}} & \cdots & 1 \end{array}} \right]$$. The density for time-series data could be written as *f*_*j*_(**y**) = $${\textstyle{1 \over {\left( {2{\mathrm{\pi }}} \right)^{m/2}\left| {\mathrm{\Sigma }} \right|^{1/2}}}}{\mathrm{exp}}\left[ {\left( {{\bf{y}} - {\bf{g}}_j} \right){\mathrm{\Sigma }}^{ - 1}\left( {{\bf{y}} - {\bf{g}}_j} \right)^T{\mathrm{/}}2} \right]$$.

In our studies, the mean vector was then modeled by the cubic curve **g**_*j*_ = [*g*_*j*_(*t*)]_1×*m*_ = [*β*_0*j*_ + *β*_1*j*_*t* + *β*_2*j*_*t*^2^ + *β*_3*j*_*t*^3^]_1×*m*_. The joint likelihood for *N* = 95 segregants was then *L*(Θ) = $$\mathop {\prod}\limits_{i = 1}^N {\left[ {\delta _{i0}f_0({\bf{y}}_i) + \delta _{i1}f_1({\bf{y}}_i)} \right]}$$, where Θ = (*β*_0*j*_, *β*_1*j*_, *β*_2*j*_, *β*_3*j*_, *ρ*, $$\sigma _e^2$$) is the set of unknown parameters in the statistical model. Maximum likelihood estimates (MLEs) were calculated by taking derivative of log *L*(Θ)with respect to each unknown parameter. To solve these equations, we first expressed *β*’s, $$\sigma _e^2$$ and log *L*(Θ) as functions of *ρ* as below, then looked for the critical point of log *L*(Θ) which reached its maximum.

Notation: $${\bf{T}}_0 = \mathop {\sum}\limits_{i = 1}^N {\delta _{i0}{\bf{y}}_i}$$, $${\bf{T}}_1 = \mathop {\sum}\limits_{i = 1}^N {\delta _{i1}{\bf{y}}_i}$$, **I**_0_ = [1⋯1]_1×*m*_, **I**_1_ = [1⋯*m*], $${\bf{I}}_2$$ = $${\bf{I}}_{1 \cdot }^2$$ = $$\left[ {1 \cdots m^2} \right]$$, $${\bf{I}}_3$$ = $${\bf{I}}_{1 \cdot }^3$$ = $$\left[ {1 \cdots m^3} \right]$$, $$Q\left( {\rho ,{\bf{U}},V} \right)$$ = $$\frac{1}{{1 - \rho ^2}}\left( {U_1V_1 + U_mV_m} \right)$$ − $$\frac{\rho }{{1 - \rho ^2}}\left[ {\mathop {\sum }\limits_{i = 1}^{m - 1} \left( {U_iV_{i + 1} + U_{i + 1}V_i} \right)} \right]$$ + $$\frac{{1 + \rho ^2}}{{1 - \rho ^2}}\mathop {\sum }\limits_{i = 2}^{m - 1} {\kern 1pt} U_iV_i$$, where **U** = [*U*_1_,⋯, *U*_*m*_] and **V** = [*V*_1_, ⋯, *V*_*m*_].

By taking derivative of log *L*(Θ) with respect to *β*_.0_’s, the following linear system was obtained:

$$\left[ \begin{array}{l}\alpha _{11}\beta _{00} + \alpha _{12}\beta _{10} + \alpha _{13}\beta _{20} + \alpha _{14}\beta _{30} = b_1\\ \alpha _{21}\beta _{00} + \alpha _{22}\beta _{10} + \alpha _{23}\beta _{20} + \alpha _{24}\beta _{30} = b_2\\ \alpha _{31}\beta _{00} + \alpha _{32}\beta _{10} + \alpha _{33}\beta _{20} + \alpha _{34}\beta _{30} = b_3\\ \alpha _{41}\beta _{00} + \alpha _{42}\beta _{10} + \alpha _{43}\beta _{20} + \alpha _{44}\beta _{30} = b_4\end{array} \right],$$

where *α*_*ij*_ = *n*_0_*Q*(*ρ*, *I*_*i*−1_, *I*_*j*−1_) and *b*_*i*_ = *Q*(*ρ*, **T**_0_, *I*_*i*−1_). Here, $$n_0 = \mathop {\sum}\limits_{i = 1}^N {\delta _{i0}}$$ and $$n_1 = \mathop {\sum}\limits_{i = 1}^N {\delta _{i1}}$$. Then, the coefficients for the linear system could be obtained by

$$\left[ \begin{array}{l}\beta _{00}\\ \beta _{10}\\ \beta _{20}\\ \beta _{30}\end{array} \right] = \left[ {\begin{array}{*{20}{c}} {\alpha _{11}} & {\alpha _{12}} & {\alpha _{13}} & {\alpha _{14}} \\ {\alpha _{21}} & {\alpha _{22}} & {\alpha _{23}} & {\alpha _{24}} \\ {\alpha _{31}} & {\alpha _{32}} & {\alpha _{33}} & {\alpha _{34}} \\ {\alpha _{41}} & {\alpha _{42}} & {\alpha _{43}} & {\alpha _{44}} \end{array}} \right]^{ - 1} \ast \left[ \begin{array}{l}b_1\\ b_2\\ b_3\\ b_4\end{array} \right].$$

*β*_.1_’s could be obtained similarly. Taking derivative with respect to *σ*_*e*_, we had $$\sigma _e^2$$ = $${\textstyle{{\mathop {\sum }\nolimits_{i = 1}^N {\kern 1pt} Q\left( {\rho ,{\bf{y}}_i,{\bf{y}}_i} \right) + \mathop {\sum }\nolimits_{i = 0,1} \left[ {Q\left( {\rho ,{\bf{T}}_i,{\bf{T}}_i} \right) - \mathop {\sum }\nolimits_{j = 0}^3 {\kern 1pt} 2\beta _{ji}Q\left( {\rho ,{\bf{T}}_i,{\bf{I}}_j} \right) + \mathop {\sum }\nolimits_{j = 0}^3 \mathop {\sum }\nolimits_{k = 0}^3 {\kern 1pt} n_i\beta _{ji}\beta _{ki}Q\left( {\rho ,{\bf{I}}_j,{\bf{I}}_k} \right)} \right]} \over {mN}}}$$. Since we already had *β*’s in terms of *ρ*, here $$\sigma _e^2$$ was expressed as a function of *ρ*, too. The log likelihood could be written as $${{\mathrm{log}}{\kern 1pt} L\left( {\mathrm{\Theta }} \right)}$$ = $$- {\textstyle{{mN} \over 2}}{\mathrm{log}}{\kern 1pt} 2{\mathrm{\pi }}$$ − $${{\textstyle{N \over 2}}\left[ {\left( {m - 1} \right){\mathrm{log}}\left( {1 - \rho ^2} \right) + m{\kern 1pt} {\mathrm{log}}{\kern 1pt} \sigma _e^2} \right]}$$ − $${\textstyle{{mN} \over 2}}$$, thus the MLE $$\hat \rho$$ could be obtained by looking for the critical point that maximizes log *L*(Θ). Then the MLE for (*β*_0*j*_, *β*_1*j*_, *β*_2*j*_, *β*_3*j*_, $$\sigma _e^2$$) could also be obtained.

After determining parameters with MLE procedure, LR test was performed to test the hypothesis of the existence of eQTL by comparing a reduced model H_0_ (single gene-expression trait curve) against the full model H_1_ (different gene expression trait curve for different genotypes):

$$\begin{array}{c}H_0:\beta _{00} = \beta _{01},\beta _{10} = \beta _{11},\beta _{20} = \beta _{21},\beta _{30} = \beta _{31}\\ H_1:{\mathrm{at}}\,{\mathrm{least}}\,{\mathrm{one}}\,{\mathrm{of}}\,{\mathrm{the}}\,{\mathrm{equalities}}\,{\mathrm{does}}\,{\mathrm{not}}\,{\mathrm{hold}}{\mathrm{.}}\end{array}$$

It is noteworthy that MPTGA is equivalent to the regression method when the AR coefficient *ρ* is forced to be zero, assuming independent relationship among observations in the time series as the regression method. Therefore, it is expected that the regression method would have similar performance as the MPTGA method when the time-series data is of low self-dependency.

### The AR model

Time-series data are commonly modeled by a time-lagged AR model (first ordered AR model as an example):

$$Y_{i,t} = \beta _0 + \beta _1Y_{i,t - 1} + \varepsilon _{i,t.}$$

To access whether Trait Y is associated with a genetic locus, we compared a null model

$$H_0:Y_{i,t} = \beta _0 + \beta _1Y_{i,t - 1} + \varepsilon _{i,t},t = 2, \cdots ,6$$

vs. a full model (fitting each genotype separately) as

$$H_1:Y_{i,t} = \delta _{i0}(\beta _{00} + \beta _{10}Y_{i,t - 1}) + \delta _{i1}(\beta _{01} + \beta _{11}Y_{i,t - 1}) + \varepsilon _{i,t},t = 2, \cdots ,6,$$

where *δ*_*i*0_ and *δ*_*i*1_ are the indicator variables for genotype 0 and genotype 1. It is noteworthy that this formulation corresponds to the independent model M3 in the TGCT test section below and we will refer to this method as the AR method in temporal-genetic association tests. We performed a linear regression to estimate the parameters under each model and used an F-test to compare the null model against the full model to detect eQTL associations.

### Estimating confident intervals of eQTLs

We employed the *χ*^2^ quantile method in the LOD score test described in Mangin et al.^52^, in which the corresponding statistic *T*(*d*_0_) follows a chi square distribution with *N* degree of freedom under the null hypothesis that *d*_0_ is the QTL position. The (1 − *α*) confidence interval is then defined as $$[ {d_{\inf },d_{\sup }} ]$$, where $$d_{\inf }$$ ($$d_{\sup }$$) is the smallest (the greatest) value of *d*_0_ such that *T*(*d*_0_) is smaller than $$\chi _{N,\alpha }^2$$, where $$\chi _{N,\alpha }^2$$ is the *α *quantile of a $$\chi _{}^2$$ with *N* degree of freedom. Here, $$T(d_0)$$ = $$\sup _d[R(d)] - R(d_0)$$ and *R*(*d*) is the − 2*log-LR statistic*R*(*d*) = $$- 2{\kern 1pt} {\mathrm{log}}{\textstyle{{{\mathrm{likelihood}}\,{\mathrm{of}}\,{\mathrm{data}}\,{\mathrm{with}}\,{\mathrm{no}}\,{\mathrm{eQTL}}} \over {{\mathrm{likelihood}}\,{\mathrm{of}}\,{\mathrm{data}}\,{\mathrm{with}}\,{\mathrm{an}}\,{\mathrm{eQTL}}\,{\mathrm{at}}\,d}}}$$.

### Temporal-genetic causality test

Temporal QTL can be treated as a systematic source of perturbation to infer causality among traits associated with the QTL. We and others have previously demonstrated that for two traits associated with a given genetic locus there are a limited number of causal relationships possible between the traits^14,17^ (Supplementary Fig. 1): (1) Trait *X* is causal for Trait *Y* (M1); (2) Trait *Y* is causal for Trait *X* (M2); (3) Trait *X* is independent of Trait *Y* (M3); (4) Trait *X* is partially causal for Trait *Y* (M4); (5) Trait *Y* is partially causal for Trait *X* (M5). Models M1 and M2 are the simplest causal relationships between two traits in which a given locus acts on one of the traits through the other. Model M3 is the fully independent model in which the genetic locus acts independently on each trait. Models M4 and M5 represent partial causal relationships in which one trait is causal for the other, but the genetic locus acts independently on each trait.

Static eQTLs and teQTLs were not evenly distributed along the whole genome. There were loci referred to as eQTL hotspots where many gene expression traits were linked. It is important to dissect causal regulators underlying these eQTL hotspot loci, which can regulate a large number of gene expression traits. To identify causal regulators for a given hotspot, Zhu et al.^3^ first identified genes with cis-eQTL in the corresponding eQTL hotspot region and inferred their downstream-regulated genes as the set of genes that could be reached in the integrative molecular Bayesian Network. If the downstream set of a cis regulated gene at an eQTL hotspot locus is significantly enriched for eQTLs linked to the locus, the cis regulated gene is inferred as a key regulator of the eQTL hotspot. Instead of integrating diverse data into a global causal network^3,28,42,53^, we aim to test pairwise causality by leveraging time-dependent genetic data.

The LCMS proposed by Schadt et al.^14^ used normal distributions to model the static time expression trait data. Here with multi-dimensional time-series data, we seek to combine both the dynamic information and genetic information to infer the causal relationship between two time series more precisely. Granger^26^ formalized the idea of time series-based causality test in the context of linear regression. The idea of Granger causality is to test whether the prediction of the time series could be significantly improved by incorporating information from previous time points in a second time series, and thus to test whether the second time series has a causal effect on the first time series. Mathematically, Granger causality test compares the reduced model with the full model, which adds the lagged information of another time series as a predictor in regression, and tests whether the improvement in fitting the data is significant. We adopted the idea to include the lagged values of one time series to augment the autoregression when comparing the causal relation and independent relation. Due to a small number of time points available, we used first-order autoregression model AR(1). Specifically, the five models in Supplementary Fig. 1 were represented as:

$$\begin{array}{l}{\hskip-20pt}{\mathrm{M1}}:X_{i,t} = \delta _{i0}(\alpha _{00} + \alpha _{10}X_{i,t - 1}) + \delta _{i1}(\alpha _{01} + \alpha _{11}X_{i,t - 1}) + \varepsilon _{i,t}\\ Y_{i,t} = \beta _0 + \beta _1Y_{i,t - 1} + \beta _2X_{i,t - 1} + \mu _{i,t}\\ {\hskip-20pt}{\mathrm{M}}2:Y_{i,t} = \delta _{i0}(\beta _{00} + \beta _{10}Y_{i,t - 1}) + \delta _{i1}(\beta _{01} + \beta _{11}Y_{i,t - 1}) + \mu _{i,t}\\ X_{i,t} = \alpha _0 + \alpha _1X_{i,t - 1} + \alpha _2Y_{i,t - 1} + \varepsilon _{i,t}\\ {\hskip-20pt}{\mathrm{M3}}:X_{i,t} = \delta _{i0}(\alpha _{00} + \alpha _{10}X_{i,t - 1}) + \delta _{i1}(\alpha _{01} + \alpha _{11}X_{i,t - 1}) + \varepsilon _{i,t}\\ Y_{i,t} = \delta _{i0}(\beta _{00} + \beta _{10}Y_{i,t - 1}) + \delta _{i1}(\beta _{01} + \beta _{11}Y_{i,t - 1}) + \mu _{i,t}\\ {\hskip-20pt}{\mathrm{M4}}:X_{i,t} = \delta _{i0}(\alpha _{00} + \alpha _{10}X_{i,t - 1}) + \delta _{i1}(\alpha _{01} + \alpha _{11}X_{i,t - 1}) + \varepsilon _{i,t}\\ Y_{i,t} = \delta _{i0}(\beta _{00}^{} + \beta _{10}^{}Y_{i,t - 1}) + \delta _{i1}(\beta _{01}^{} + \beta _{11}^{}Y_{i,t - 1}) + \beta _2X_{i,t - 1} + \mu _{i,t}\\ {\mathrm{M5}}:Y_{i,t} = \delta _{i0}(\beta _{00} + \beta _{10}Y_{i,t - 1}) + \delta _{i1}(\beta _{01} + \beta _{11}Y_{i,t - 1}) + \mu _{i,t}\\ X_{i,t} = \delta _{i0}(\alpha _{00}^{} + \alpha _{10}^{}X_{i,t - 1}) + \delta _{i1}(\alpha _{01}^{} + \alpha _{11}^{}X_{i,t - 1}) + \alpha _2Y_{i,t - 1} + \varepsilon _{i,t}\end{array}$$

We used different autoregression parameters for different genotypes to account for the genetic effect and added the lagged value of one time series to represent the causal effect of one time series on the other. The parameters in each model were estimated using ordinary linear regression. The log likelihood of *X* and *Y* are calculated as

$${\mathrm{ln}}\left( {\hat L({\bf{X}})} \right) = - \frac{N}{2}{\mathrm{ln}}\left( {2\pi } \right) - \frac{N}{2}{\mathrm{ln}}\left( {\mathop {\sum }\limits_{i,t > 1} \left( {X_{i,t} - \hat X_{i,t}} \right)^2} \right) + \frac{N}{2}{\mathrm{ln}}\left( N \right) - \frac{N}{2}$$

and

$${\mathrm{ln}}\left( {\hat L} ({\bf{Y}}) \right) = - \frac{N}{2}{\mathrm{ln}}\left( {2\pi } \right) - \frac{N}{2}{\mathrm{ln}}\left( {\mathop {\sum }\limits_{i,t > 1} \left( {Y_{i,t} - \hat Y_{i,t}} \right)^2} \right) + \frac{N}{2}{\mathrm{ln}}\left( N \right) - \frac{N}{2}$$

When assessing the causal (M1: *X* → *Y*) and reactive (M2: *Y* → *X*) models, we calculated log joint likelihood $${\mathrm{ln}}{\kern 1pt} \hat L$$ (**X**, **Y**) = $${\mathrm{ln}}{\kern 1pt} \hat L\left( {\bf{X}} \right) + {\mathrm{ln}}{\kern 1pt} \hat L$$ (**Y**) under these two models. As the total numbers of parameters in M1 and M2 are the same, comparing $${\mathrm{ln}}{\kern 1pt} \hat L$$ (**X**, **Y**) under these two models and comparing BICs are equivalent.

One of our major goals of the TGCT test is to identify the cis-regulators of teQTL hotspots. If we assume Trait *X* with a cis-eQTL linked to a teQTL hotspot, then we can restrict the model selection among causal (M1: *X* → *Y*), independent (M3: *X*⊥*Y*), and partial causal (M4) models without considering the reactive (M2: *Y* → *X*) and partial reactive (M5) models. In such cases, the three models share the same regression model for Trait *X*. Thus, we perform model selection based only on the regression on Trait *Y*. The corresponding log likelihood was estimated as follows:

$${\mathrm{ln}}\left( {\hat L} \right) = - \frac{N}{2}{\mathrm{ln}}\left( {2\pi } \right) - \frac{N}{2}{\mathrm{ln}}\left( {\mathop {\sum }\limits_{i,t > 1} \left( {Y_{i,t} - \hat Y_{i,t}} \right)^2} \right) + \frac{N}{2}{\mathrm{ln}}\left( N \right) - \frac{N}{2}$$

And BIC is defined as BIC = $${\mathrm{ln}}\left( N \right)k - 2{\kern 1pt} {\mathrm{ln}}(\hat L)$$, where *k* is the number of parameters estimated in the corresponding model. BIC penalizes complex models. The model with the smallest BIC was identified as the model best supported by the data.

For each teQTL hotspot, we first identified genes with cis-teQTLs linked to the hotspot as candidate causal genes, then pair these cis-eQTL genes with all genes with trans-eQTLs linked to the hotspot for the causality test. The cis-eQTL genes with the number of causal relations significantly more than expected by chance (the cutoff value for defining a teQTL hotspot) were selected as the putative key regulators of the eQTL hotspot.

### MPTGA and TGCT in diploid systems

The above MPTGA and TGCT are simplified based on a haploid system. When applying the MPTGA and TGCT to diploid systems in which there are three possible genotypes, *00/01/11* (or *0/1/2*), at each SNP, we can apply these methods directly to detect dominant/recessive effects. To detect full genetic effects, the genetic association test can be expressed as *y*_*i*_(*t*) = $$\delta _{i0}\mathop {\sum }\limits_{k = 0}^K {\kern 1pt} \beta _{k0}t^k$$ + $$\delta _{i1}\mathop {\sum }\limits_{k = 0}^K {\kern 1pt} \beta _{k1}t^k$$ + $$\delta _{i2}\mathop {\sum }\limits_{k = 0}^K {\kern 1pt} \beta _{k2}t^k$$ + $$\varepsilon _i(t)$$ for a given trait *Y*, then the reduced model *H*_0_ (single-gene expression trait curve):

$$\beta _{k0} = \beta _{k1} = \beta _{k2}\,{\mathrm{for}}{\kern 1pt} {\mathrm{all}}\,k$$

can be compared against the full model *H*_1_ (different gene expression trait curve for different genotypes): at least one of the equalities does not hold.

To test the hypothesis of the existence of eQTL at a locus, we can estimate these parameters with an MLE procedure and performing LR test as we described in the above section. Similar generalization can be applied to the TGCT.

### A generalized TGCT

One potential drawback in the current TGCT test is that we explicitly modeled the causal variable in an AR form, which is not as powerful in identifying genetic effects as other methods (Supplementary Fig. 4). This also leads to the results that the proposed temporal-genetic association test (MPTGA) and the causality test (TGCT) are based on two different forms of models instead of a unified function. If long time-series data are available, a more flexible model can be used to unify the approaches used in temporal-genetic association and causality tests. Specifically, the models can be specified as follows: given Trait *X* with cis-eQTL, *X*_*it*_ = $$\delta _{i0}f_{x0}^{t - 1}\left( t \right) + \delta _{i1}f_{x1}^{t - 1}\left( t \right) + \varepsilon _t$$, and Trait *Y* with trans-eQTL, then the three possible models of the causal relationships between them can be rewritten as the following

$$\begin{array}{l}{\hskip-7.6pc}{\mathrm{M1}}\left( {{\mathrm{causal}}\,{\mathrm{model}}} \right):Y_{i,t} = f^{t - 1}\left( t \right) + \beta _2X_{i,t - 1} + \varepsilon _t\\ {\hskip-4pc}{\mathrm{M3}}\left( {{\mathrm{independent}}\,{\mathrm{model}}} \right):Y_{i,t} = \delta _{i0}f_0^{t - 1}\left( t \right) + \delta _{i1}f_1^{t - 1}\left( t \right) + \varepsilon _t\\ {\mathrm{M4}}\left( {{\mathrm{partial}}\,{\mathrm{causal}}\,{\mathrm{model}}} \right):Y_{i,t} = \delta _{i0}f_0^{t - 1}\left( t \right) + \delta _{i1}f_1^{t - 1}\left( t \right) + \beta _2X_{i,t - 1} + \varepsilon _t,\end{array}$$

Where $$f_0^{t - 1}\left( t \right)$$ and $$f_1^{t - 1}\left( t \right)$$ correspond to polynomial fitting functions using previous time points of each genotype, respectively; *f *^*t*−1^(*t*) corresponds to a single polynomial fitting function using previous time points of both genotypes. Then, we can test for temporal-genetic causality using the same model selection approach as described in the TGCT method. We can set the degrees of polynomial functions *f *^*t*−1^(*t*), $$f_0^{t - 1}\left( t \right)$$, and $$f_1^{t - 1}\left( t \right)$$ as the same as the polynomial function *f*(*t*) used in MPTGA. If the number of time points is not large enough for the unified model described above, but larger than the size in our current study, we can make TGCT more flexible by using higher order AR models instead of first-order AR models.

### Permutation tests

Two types of information are critical to temporal-genetic association tests: (1) temporal relationships; (2) genetic structures (LD structures across the genome). Thus, in the permutation procedure, we preserved the temporal relationships and genetic structure, and only permuted the strain labels. We left the gene expression data unchanged and permuted the strain labels in the genetic data so that true generic associations were destroyed while the correlation relationship of expression traits was maintained. We performed the permutation 10 times. At a specific *p*-value cutoff, the FDR was calculated as: FDR = $$\displaystyle{{{{\mathrm{average}}\,{\mathrm{\# }}\,{\mathrm{associations}} < p\,{\mathrm{in}}\,{\mathrm{permuted}}\,{\mathrm{data}}} \over {\# \,{\mathrm{associations}} < p\,{\mathrm{in}}\,{\mathrm{original}}\,{\mathrm{data}}}}}$$. The *p*-values cutoffs needed to control the FDR at the 5% level were used in our temporal-genetic association tests.

### Simulation studies for temporal genetic associations

We simulated time-series data sets from multivariate normal distribution, with mean vector modeled by various patterns that are similar to the observed experimental results (Supplementary Fig. 2). Each set of data was then drawn either from a single model or two separate models with equal probability, which mimic the situation of existence and absence of eQTL effects. Ten thousand data sets were simulated, in which each data set consisted of *N* six-point time series either from a single multivariate normal distribution or two separate multivariate normal distributions. The number of samples *N* varied from 20 to 100. The covariance matrix was modeled as above, where *ρ* was between 0.1 and 0.9 with *ρ* ~ *N*(0.9, 0.02) for high-correlation data set or *ρ* ~ *N*(0.1, 0.02) for low-correlation data set.

### Robustness of temporal-genetic association methods

We assessed the robustness of temporal-genetic association methods by randomly dropping data points in the simulated time series with data missing rate varying from 0.02 to 0.1. For methods that involve fitting a curve to the data within each genotype, i.e., MPTGA, regression and AR, the samples with missing time points were masked first, then each method was applied to the remaining samples (corresponding forms of curves fitted to the remaining data), then the missing time points were imputed based on the fitted curves and the temporal-genetic association methods were applied to the imputed data. For the other methods that do not fit curves to the data, i.e., union, Fisher and MANOVA, the samples with missing data were masked first and each method was applied to the remaining data.

### Simulation studies for TGCT

To evaluate the performance of the TGCT test, we simulated pairs of time series for traits *X* and *Y* under different models. We performed two sets of simulation studies. In the first set of studies, we simulated 10,000 trait pairs for each parameter setting. Each Trait *X* consisted of 6 time points for *N* samples with the mean vectors following one of the patterns shown in Supplementary Fig. 2. The genetic effects were simulated by drawing variations from two separate multivariate normal distributions. Each Trait *Y* was simulated from Trait *X* according to the causal model (M1). The covariance matrices were modeled similarly with *ρ* ~ *N*(0.8, 0.1) for each dataset. The above simulation scheme was repeated to generate 10,000 trait pairs for each sample size *N* that varied from 20 to 150 and with each set of parameters in the causal model M1. For the pairs with both traits linked to the tested locus (MPTGA *p*-value < 10^−6^), we compared the joint likelihood *L*(*X*,*Y*) based on the causal model (M1) with the reactive model (M2). In the second set of studies, we simulated 10,000 trait pairs. Each Trait *X* consisting of six time points for *N* samples was simulated similar as above, and Trait *Y* was simulated according to the causal (M1), independent (M3), or partial causal (M4) model with different parameter settings. For the pairs with both traits linked to the tested locus (MPTGA *p*-value < 10^−6^), we calculated the likelihoods of Y based on the causal (M1), independent (M3), and partial causal (M4) models, and selected the best fit model based on BIC (detailed in the Methods section above).

### Assessing overfitting problem

Both the MPTGA and the regression method, or the polynomial regression based methods in general, are prone to sporadic associations or overfitting^37^. To assess the tendency of sporadic association or overfitting in the MPTGA or the regression method, we compared *p*-values of significant associations in both empirical and permuted data and the *p*-values of neighboring SNPs that are in strong LD. If a significant trait-SNP association is detected (a statistical model is trained) and the trained model describes the true underlying relationship, then neighboring SNPs in high LD, where genotypes for SNPs in high LD data vary slightly (according to the strength of the LD structure), should be able to predict the trait or strongly associate with the trait (model testing). On the other hand, if a significant trait-SNP association detected (a statistical model is trained) and the trained model describes noise instead of the true underlying relationship, then neighboring SNPs in high LD are unlikely to be able to predict the trait or strongly associate with the trait (model testing). Thus, by comparing the consistency/correlation of the strengths of associations between peak SNPs and neighboring SNPs in high LD to a trait we can assess overfitting problem, less overfitting will lead to a higher consistency/correlation.

### Assessing statistical validity

To assess the statistical validity of the MPTGA test, we compare the QQ plots from the *p*-values of the MPTGA test based on (1) simulated data, (2) real data, and (3) permuted real data.

The simulation scheme is as follows: first, we simulate a genotype vector for 95 samples with each cell taking a random *0*/*1* value with 0.5 probability; then we simulate a random gene expression trait (95 samples × 6 time points) from a multivariate normal distribution with a mean vector corresponding to a random pattern in Supplementary Fig. 2 as we use in the Simulation studies for temporal genetic associations section; finally, the MPTGA test is applied to the simulated genotype and gene expression traits. The gene expression matrix is simulated independently from the genotype matrix, this simulation is depicting a scenario with no association between the gene expression trajectories and the genotypes. For the yeast dataset, we tested 5703 gene expression traits v.s. 2956 SNPs, resulting in a 5703 × 2956 *p*-value matrix. Next, we permuted the strain labels and performed MPTGA test, resulting in another 5,703 × 2956 *p*-value matrix in each permutation.

### *RRD1* KO experiments

The wild type strain BY4730 and RRD1 knockout strain YSC6273-201925697 were obtained from Thermo Scientific Open Biosystems. Yeast was grown in YPD medium to log-phase in shaken flasks at 30 °C. Total RNA was extracted as described previously^54^. For rapamycin treatment, 100 nM rapamycin (Cayman Chemical, Ann Arbor, MI) was added to the medium after yeast grew to log-phase. After culture for 50 min, total RNA was extracted the same as above. All experiments were repeated 3 times on three different days.

Approximately 250 ng of total RNA per sample was used for library construction by the TruSeq RNA Sample Prep Kit (Illumina) and sequenced using the Illumina HiSeq 2500 instrument with 100nt single-read setting according to the manufacturer’s instructions. Sequence reads were aligned to yeast genome assembly using Tophat^55^. Total 6932 yeast transcripts were quantified using Cufflinks^55^, and 5542 of them overlap with transcripts on Yeast Genome 2.0 Arrays from Affymetrix, which was used for generating the yeast F2 time course data. The 5542 transcripts were used in further analysis. DEGs were defined by CuffDiff^55^. At *q*-value < 0.01, 64 and 581 were in *RRD1* ko signature without rapamycin (*RRD1* ko no treatment vs. wild-type no treatment) and *RRD1* ko signature with rapamycin (*RRD1* ko with rapamycin vs. wild type with rapamycin), respectively. The RNA sequencing data generated are available at GEO data base with accession number GSE86786.

### eQTL hotspots

The yeast genome is divided into 20 kb bins and the number of (t)eQTLs associated with markers in each bin is counted. For those bins with significantly more (t)eQTLs than expected by chance, the genetic location corresponding to the bin is defined as a (t)eQTL hotspot^29,56^. If neighboring bins were (t)eQTL hotspots, then they are merged into a single (t)eQTL hotspot.

### Gene-set enrichment

The yeast GO categories were derived from the SGD database (http://db.yeastgenome.org/cgi-bin/GO/goTermFinder). We restricted attention to GO terms based on the slim mapping from SGD, which is comprised of roughly 100 categories. We applied the hypergeometric test using the annotation database. The annotations with the most significant *p*-values were reported in Table 3. We also applied the hypergeometric test for enrichment analysis for all signatures comparison.

### Code availability

Codes for MPTGA and TGCT can be found at http://research.mssm.edu/integrative-network-biology/Software.html.

## Electronic supplementary material

Supplementary Information

Peer Review file

## Data Availability

The RNAseq data generated in this study is available at GEO database with accession number GSE86786.

# Supplementary material for: Temporal genetic association and temporal genetic causality methods for dissecting complex networks
**Source:** Nat Commun. 2018 Sep 28;9:3980. doi: 10.1038/s41467-018-06203-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Materials for**

**Temporal Genetic Association and Temporal Genetic Causality Methods for  
Dissecting Complex Networks**

**Luan Lin<sup>1,2</sup>, Quan Chen<sup>1,2</sup>, Jeanne P. Hirsch<sup>3</sup>, Seungyeul Yoo<sup>1,2</sup>, Kayee Yeung<sup>4</sup>,  
Roger E. Bumgarner<sup>4</sup>, Zhidong Tu<sup>1,2</sup>, Eric E. Schadt<sup>1,2,5</sup>, and Jun Zhu<sup>1,2,5\*</sup>**

<sup>1</sup>Department of Genetics and Genomic Sciences, <sup>2</sup>Icahn Institute for Genomics and Multiscale Biology, <sup>3</sup>Department of Pharmacology and Systems Therapeutics, Icahn School of Medicine at Mount Sinai, New York, NY, 10029, USA; <sup>4</sup>Department of Microbiology, University of Washington, Box 358070, Seattle, WA, 98195, USA; <sup>5</sup>Sema4, a Mount Sinai venture, Stamford, CT, 06902

\*Correspondences should be addressed to

Dr. Jun Zhu  
Department of Genetics and Genomic Sciences  
Icahn Institute for Genomics and Multiscale Biology  
Icahn School of Medicine at Mount Sinai  

## Contents

### 1. Supplementary Discussion

- Overfitting in temporal-genetic association methods

### 2. Supplementary Figures

**Supplementary Figure 1** Possible causal relationships between two traits X and Y linked to a locus L.

**Supplementary Figure 2:** Various patterns used to generate the simulation data sets.

**Supplementary Figure 3:** Distribution of auto-correlation coefficients  $\rho$  for all gene expression traits in the yeast time series data.

**Supplementary Figure 4:** Performance comparison among different temporal genetic association methods.

**Supplementary Figure 5:** Performance comparison when there are missing data.

**Supplementary Figure 6:** Power to distinguish causal/reactive models.

**Supplementary Figure 7:** The distribution of the log likelihood ratio between causal and reactive models.

**Supplementary Figure 8:** Power of the temporal-genetic causality test for data simulated under the causal model.

**Supplementary Figure 9:** The distribution of the BIC difference between the causal model and other models.

**Supplementary Figure 10:** Power of the temporal-genetic causality test on data simulated under the independent model.

**Supplementary Figure 11:** Power of the temporal-genetic causality test on data simulated under the partial model.

**Supplementary Figure 12** The distribution of the BIC difference between the causal model and other models based on yeast F2 data for all causal pairs in Supplementary Table 11.

**Supplementary Figure 13** The distribution of the BIC difference between the causal model and other models based for *RRD1* regulated genes.

**Supplementary Figure 14:** Individual expression pattern of RPP2A which was linked to the teQTL hot spot chrIX:70,000.

**Supplementary Figure 15** Average *RRD1* expression levels for segregants carrying RM and BY alleles at *RRD1* locus.

**Supplementary Figure 16:** Comparison of p-values of MPTGA and the regression methods.

**Supplementary Figure 17** Assessing overfitting problem by comparing association p-values of peak SNPs and neighboring SNPs in strong LD.

**Supplementary Figure 18** QQ plots of the p-values of the MPTGA test.

**Supplementary Figure 20:** Gene expression examples in the yeast time series data showing insufficient power of linear or quadratic polynomial fitting.

**Supplementary Figure 21:** Pattern fitting examples.

**Supplementary Figure 22:** Goodness of fit using different degree of polynomial function for fitting the yeast time series data set.

### 3. Supplementary Tables

- **Supplementary Table 1:** A list of significant eQTLs at  $FDR < 0.05$  identified by the static method (considering only data at the time zero).
- **Supplementary Table 2:** A list of significant eQTLs at  $FDR < 0.05$  identified by the MPTGA method.
- **Supplementary Table 3:** A list of significant eQTLs at  $FDR < 0.05$  identified by the union method.
- **Supplementary Table 4:** A list of significant eQTLs at  $FDR < 0.05$  identified by the regression method.
- **Supplementary Table 5:** A list of significant eQTLs at  $FDR < 0.05$  identified by the Fisher's p-value method.
- **Supplementary Table 6:** A list of expression traits in eQTL hot spots defined by the static method (considering only data at the time zero).
- **Supplementary Table 7:** A list of expression traits in eQTL hot spots defined by the MPTGA method.
- **Supplementary Table 8:** A list of expression traits in eQTL hot spots defined by the union method.
- **Supplementary Table 9:** A list of expression traits in eQTL hot spots defined by the regression method.
- **Supplementary Table 10:** A list of expression traits in eQTL hot spots defined by the Fisher's p-value method.
- **Supplementary Table 11:** A list of causal relationships defined by TGCT.

## **Supplementary Discussion**

### **Overfitting in temporal-genetic association methods**

To assess the tendency of sporadic association or overfitting in each method (Methods), we compared p-values of significant associations in both empirical and permuted data and the p-values of neighboring SNPs that are in strong linkage disequilibrium (LD). When checking empirical data result, we collected associations of peak SNPs with p-values less than  $10^{-6}$  and  $10^{-11}$  for the MPTGA and the regression method (different p-value thresholds but giving rise to the same FDR), respectively, and compared associations of the traits and neighboring SNPs in high LD. Supplementary Figs. 17A and 17B show the p-values for peak SNPs and neighboring SNPs in high LD are highly correlated, with correlation coefficients of 0.89 and 0.69 for the MPTGA and the regression method, respectively. The result suggests that the MPTGA is less prone to overfitting than the regression method as we expect. However, the above result may be biased because the underlying signals are strong and associations are linked to a few eQTL hot spots. To assess the overfitting problem when signals are subtle, we performed the same test on results based on permuted data, where in such data portions of true signal will occur by chance. Similarly, we checked the results based on permuted data and collected associations of peak SNPs p-values less than  $10^{-6}$  and  $10^{-11}$  for the MPTGA and the regression method, respectively, and then compared associations of the traits and neighboring SNPs in high LD. Supplementary Figs. 17C and 17D show the p-values for peak SNPs and neighboring SNPs in high LD are highly correlated, with correlation coefficients of 0.71 and 0.31 for the MPTGA and the regression method, respectively. Again, the result suggests that the MPTGA is less prone to overfitting than the regression method.

**Supplementary Figures**

**M1**

**M2**

**M3**

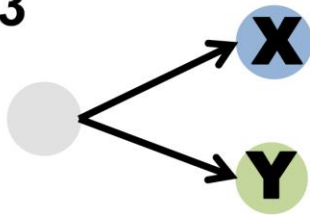

**M4**

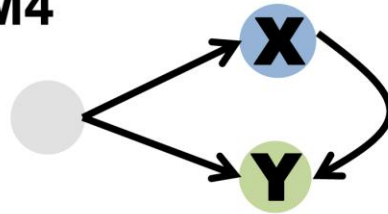

**M5**

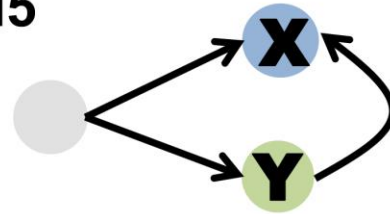

**Supplementary Figure 1** Possible causal relationships between two traits X and Y linked to locus L (grey node).

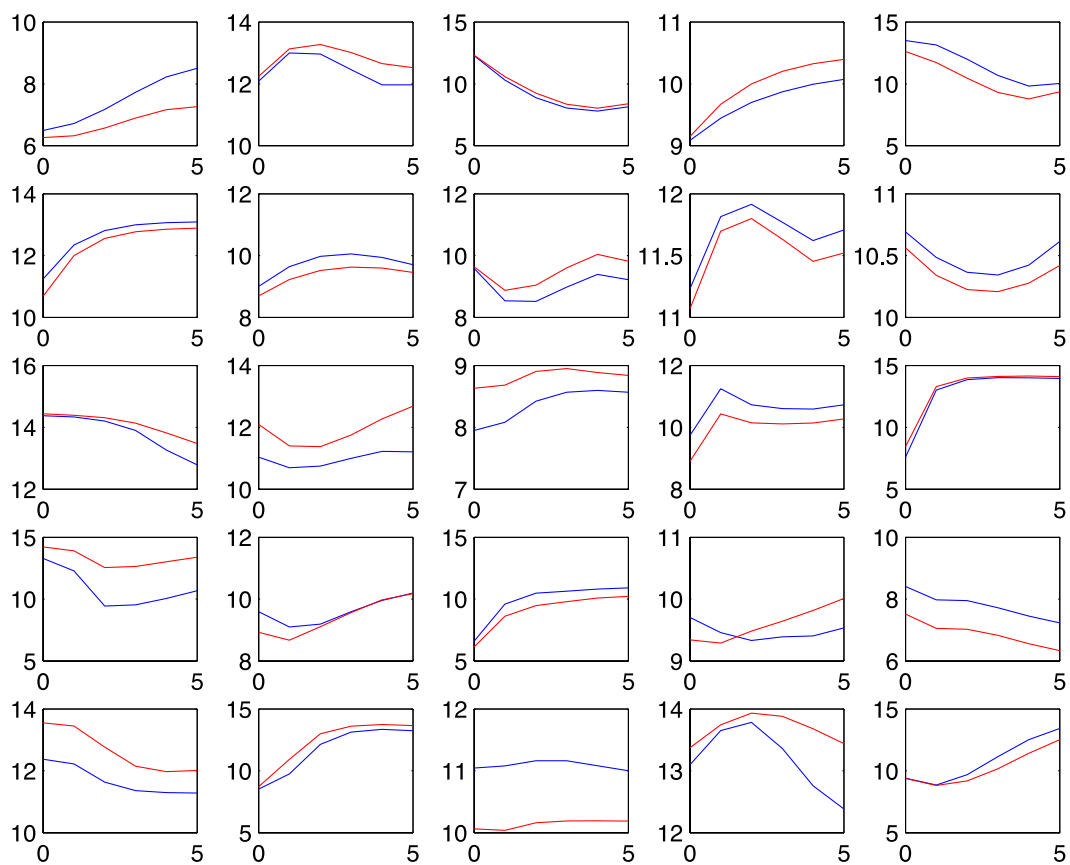

**Supplementary Figure 2:** Various patterns used to generate the simulation data sets which are similar to the observed patterns in the F2 yeast time series data set.

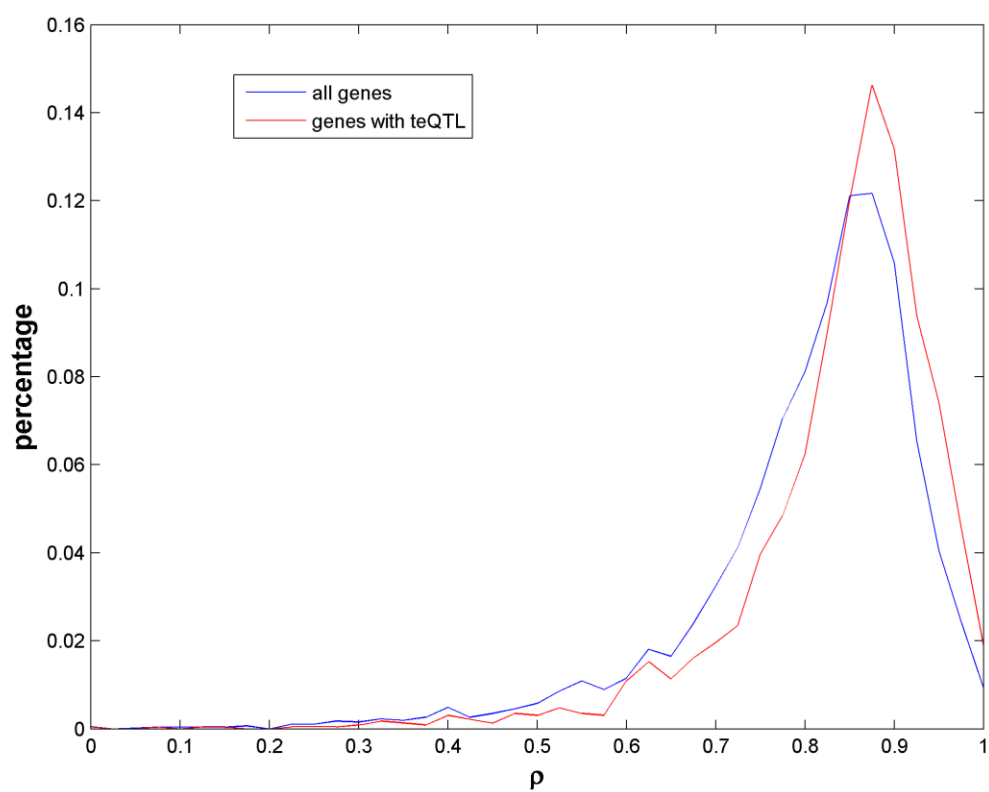

**Supplementary Figure 3:** Distribution of auto-correlation coefficients  $\rho$  for all gene expression traits in the yeast time series data.

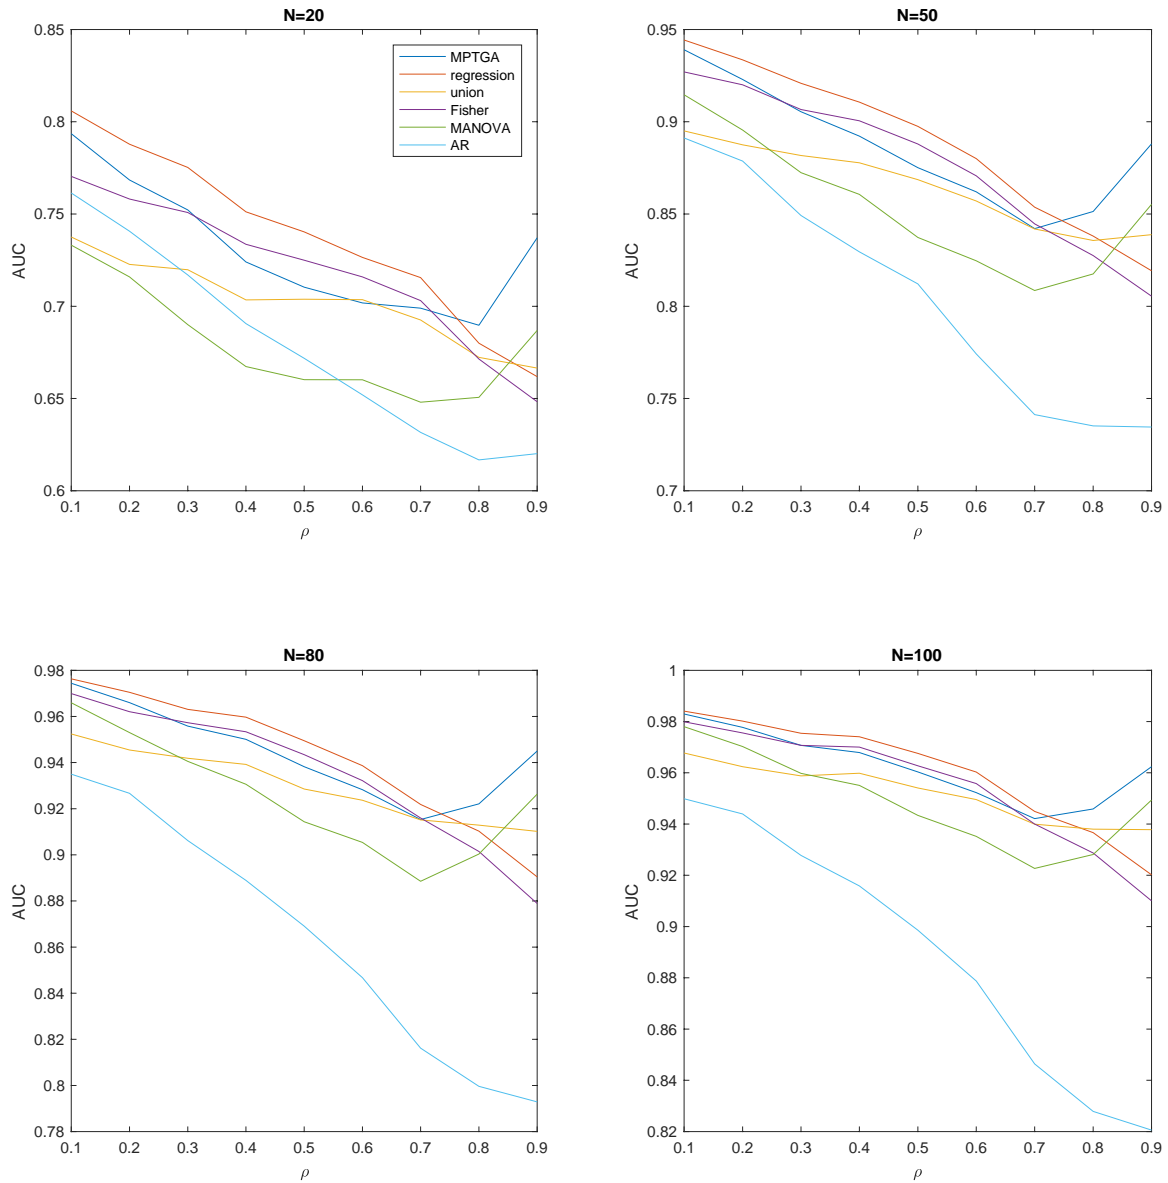

**Supplementary Figure 4:** Performance comparison among different temporal genetic association methods under different strength of inter time point correlation (auto-correlation) based simulated data. Area under the curve (AUC) was used to assess model accuracy. In each simulated dataset,  $\rho_i \sim N(\rho, 0.02)$ ,  $i = 1, 2, \dots, 10000$ . The comparison is shown for different sample sizes  $N=20, 50, 80$ , and  $100$  to demonstrate the general trend in statistical power of each method.

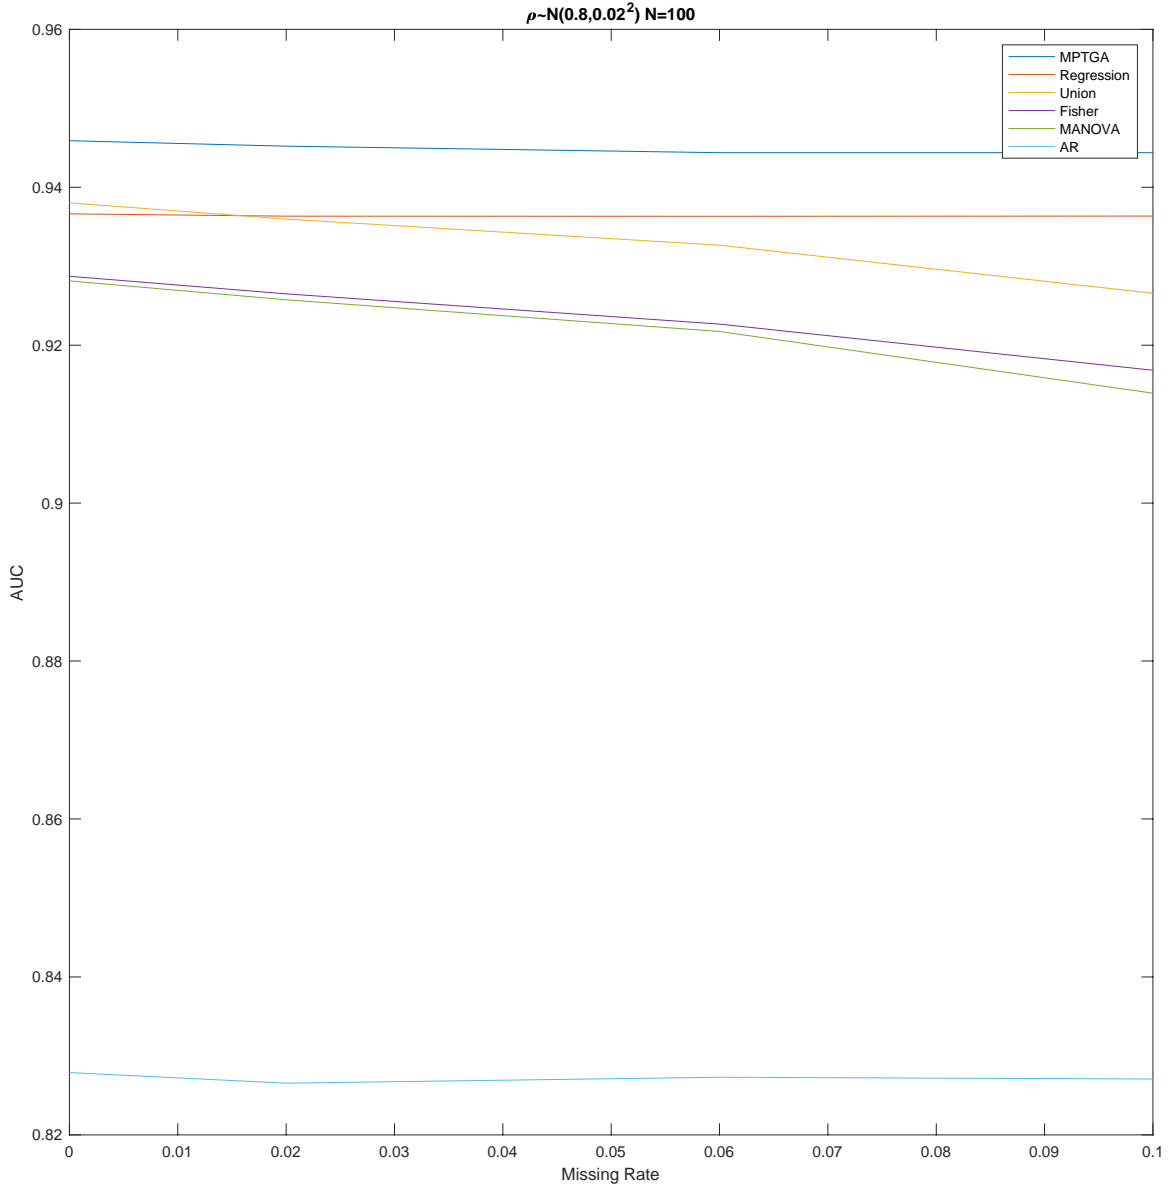

**Supplementary Figure 5:** Performance comparison of MPTGA and other methods when there are time points randomly dropped from the time series data with missing rate varying from 0.02 to 0.1. For methods that involve fitting a curve to the data within each genotype, i.e. MPTGA, regression and AR, the samples with missing time points were masked first, then each method was performed on the remaining samples (corresponding forms of curves fitted to the remaining data). Next, the missing time points were imputed using the fitted curves. Finally, each method was applied on the imputed data. For the other methods that do not fit curves to the data, i.e. union, Fisher and MANOVA, the samples with missing data were masked first and each method was applied on the remaining data.

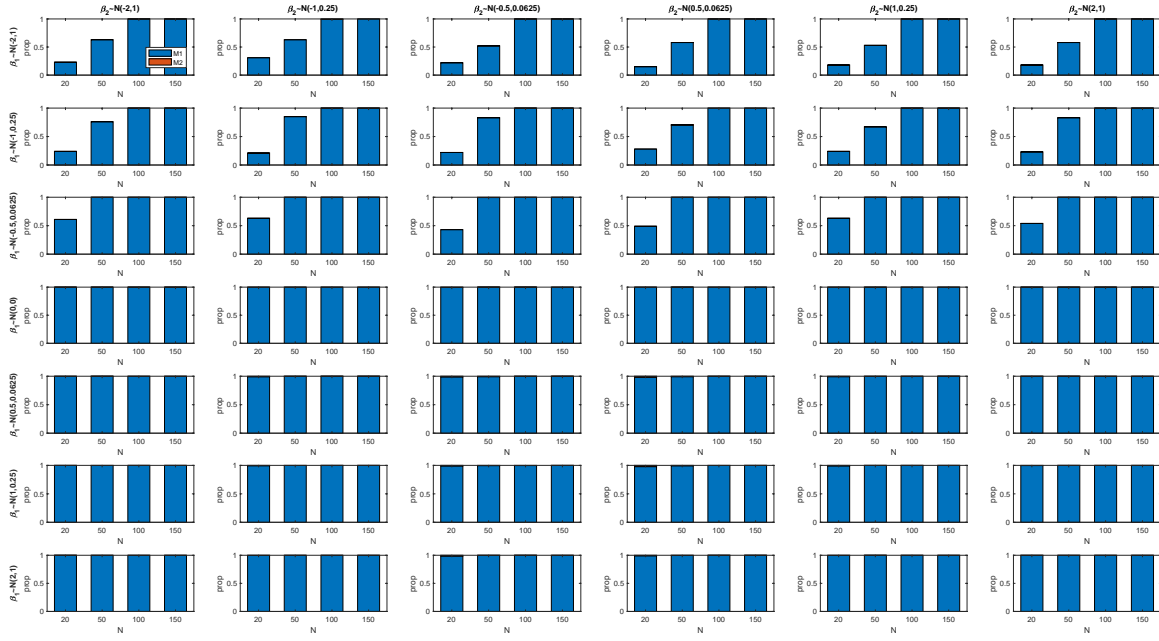

**Supplementary Figure 6:** Power to distinguish causal model M1(X->Y) and reactive model M2(Y->X) based on simulation according to the causal M1 model. Each bar shows the model selection result of 10,000 datasets simulated with parameters generated from the distribution specified in the corresponding row and column and varying sample sizes  $N=20, 50, 100, 150$ . The proportion of each of the selected model is shown with different colors (M1:X->Y, M2:Y->X represented with blue and red bars, respectively). Both the simulated pair of X and Y series in each dataset had to have temporal-genetic associations at the tested locus (MPTGA  $p < 10^{-6}$ ). All simulated time series for Trait X in the 10,000 datasets of each bar passed the p-value threshold for temporal-genetic associations. The total bar height corresponding the number of simulated time series for Trait Y out of each 10,000 datasets simulated was set as following: (1) if more than 100 simulated Y's passed the temporal-genetic association test p-value threshold, the bar height was set to 1; (2) if less than 100 simulated time series for Trait Y passed the temporal-genetic association test p-value threshold, the bar height was set to the number of simulated Trait Y with temporal-genetic associations divided by 100. The proportion of each causality model selected by TGCT is shown proportionally to the total bar height. The average accuracy (proportion of M1 selected) were 0.9954, 0.9982, 0.9995, 0.9997 for  $N=20, 50, 100$ , and 150, respectively.

**Supplementary Figure 7:** The distribution of the log likelihood ratio between M1 and M2 based on the simulated data sets specified in Figure S6 for sample size N=20, 50, 100, and 150 (A-D), respectively.

**A)** sample size N=20:

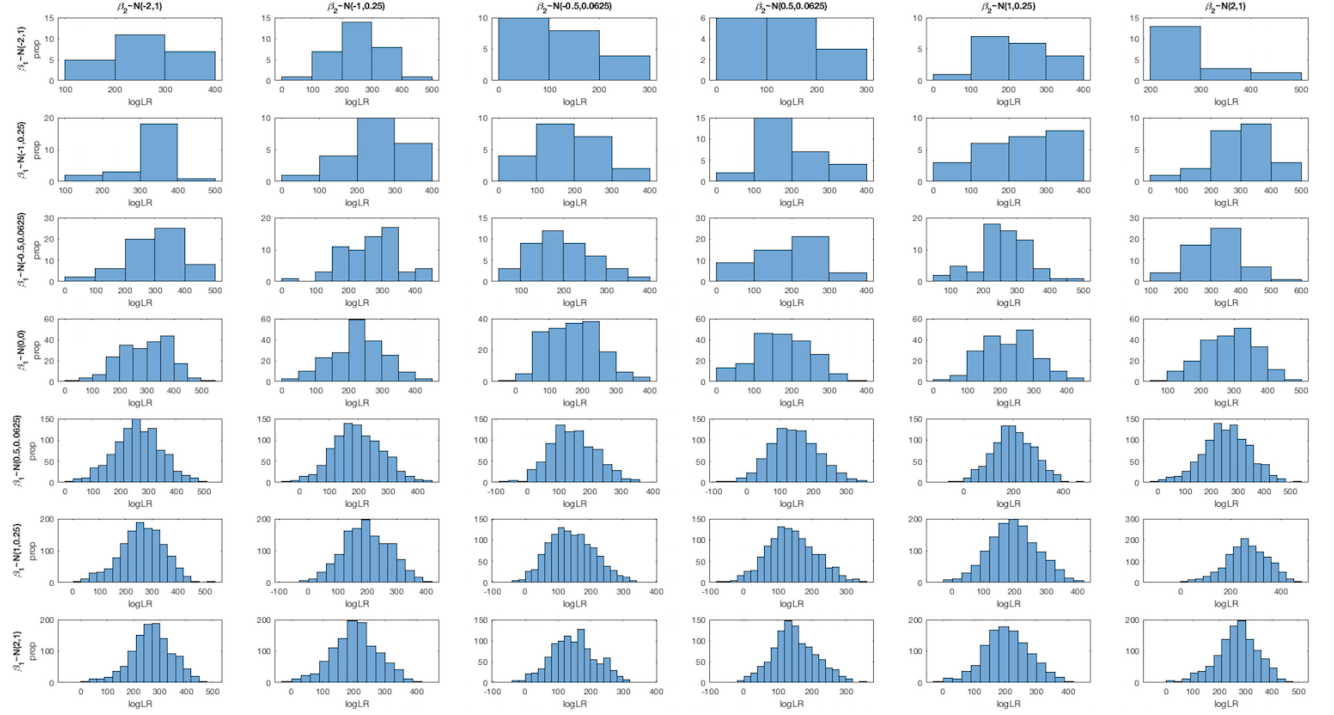

B) sample size N=50:

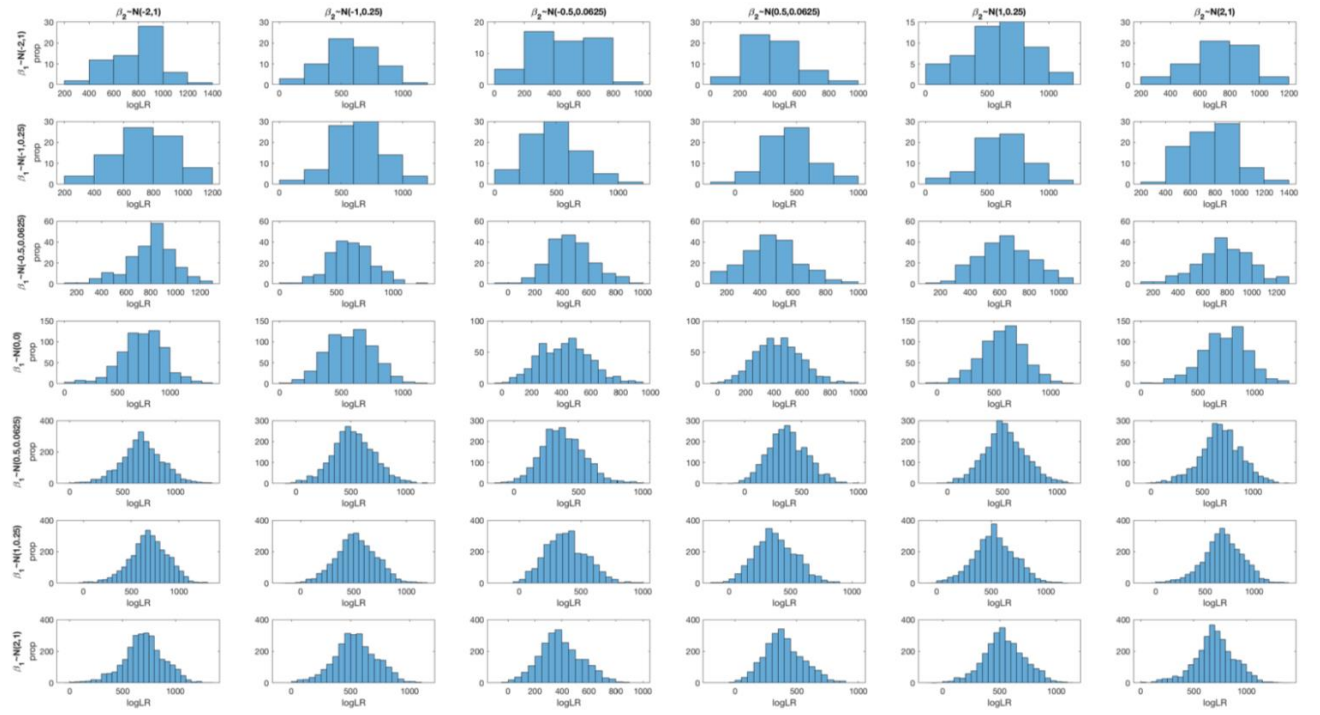

C) sample size N=100:

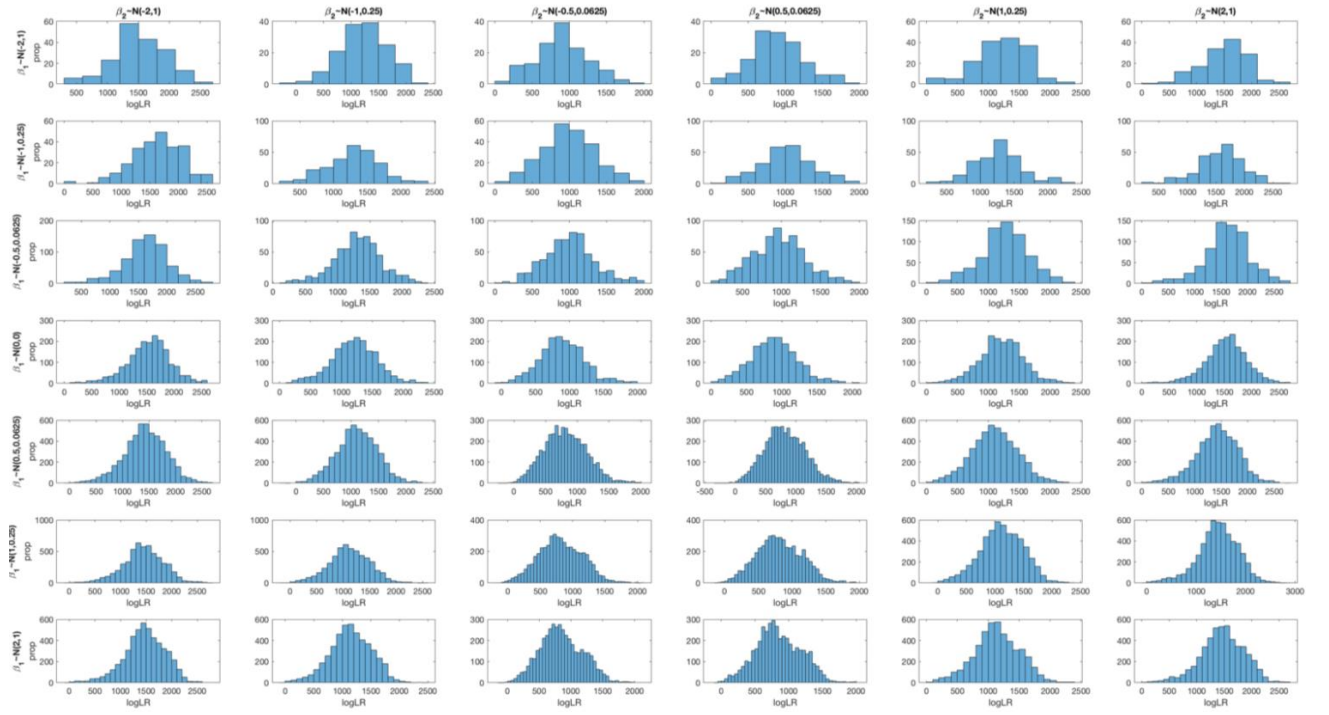

D) sample size N=150.

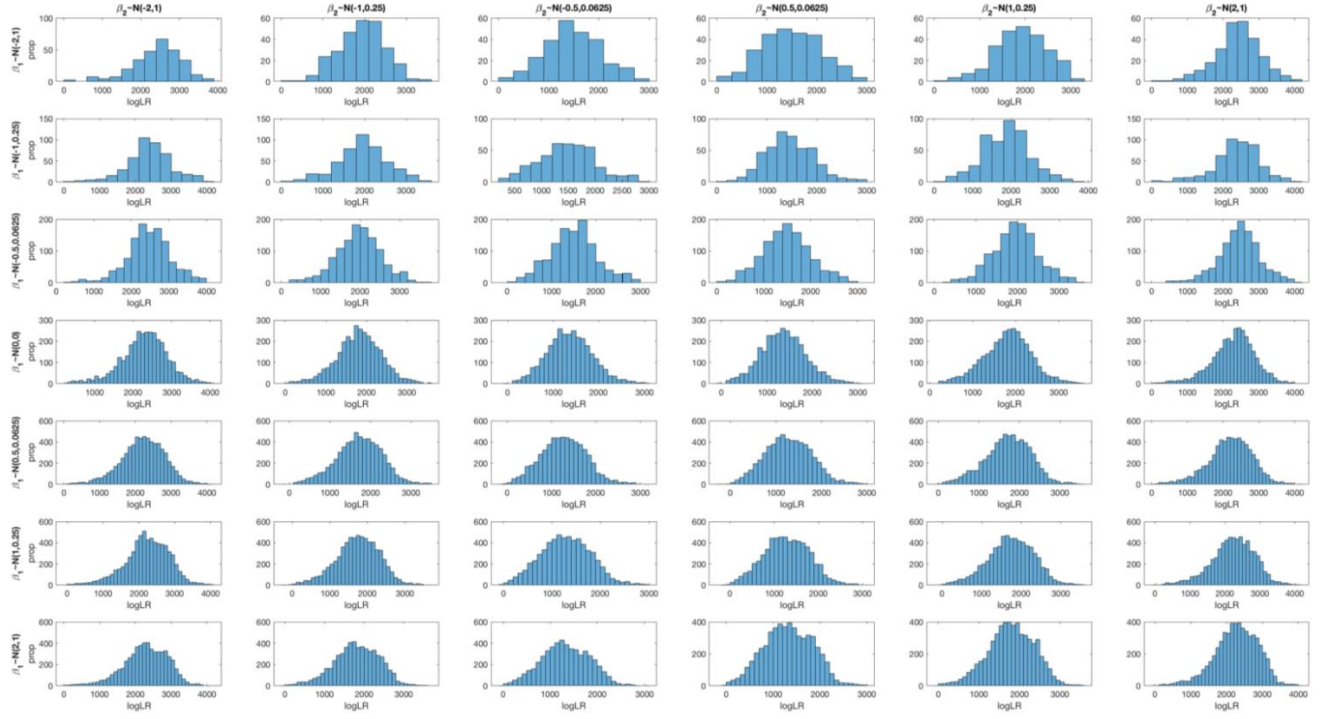

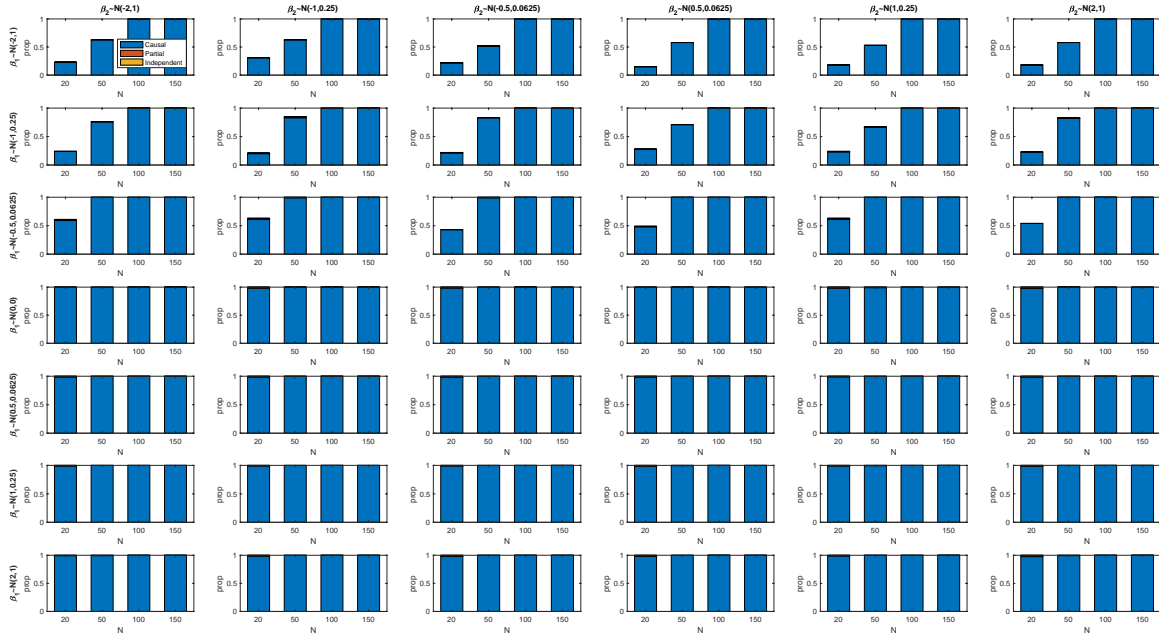

**Supplementary Figure 8:** Power of the temporal-genetic causality test for data simulated under the causal model. Each bar shows the model selection result of 10,000 datasets simulated under the causal model with parameters generated from the distribution specified in the corresponding row and column and different sample sizes  $N=20, 50, 100, 150$ . The proportion of each model selected by TCGT is shown with different colors (causal, partial causal, and independent models represented with blue, red, and yellow bars, respectively). Both traits X and Y in a simulated pair had to pass the temporal-genetic association test with p-value less than  $10^{-6}$  before we applied the temporal-genetic causality test to the pair. All simulated time series for Trait X in the 10,000 datasets passed the p-value threshold for the MPTGA test, the bar height corresponding to the number of simulated time series for Trait Y out of each 10,000 datasets simulated was set as following: (1) if more than 100 simulated time series for Trait Y passed the temporal-genetic association test p-value threshold, the bar height was set to 1; (2) if less than 100 simulated time series for Trait Y passed the temporal-genetic association test p-value threshold, the bar height is set to the number of simulated time series for Y with temporal-genetic associations divided by 100. The proportion of each causality model selected by TGCT is shown proportionally to the total bar height. The average accuracy (proportion of causal model selected) are 0.9852, 0.9958, 0.9979, 0.9987 for  $N=20, 50, 100, 150$ , respectively.

**Supplementary Figure 9:** The distribution of the BIC difference between the causal model and other models based on simulated data used in Figure S8 for different sample sizes  $N=20, 50, 100$ , and  $150$  (A-D, respectively).

**A)  $N=20$ :**

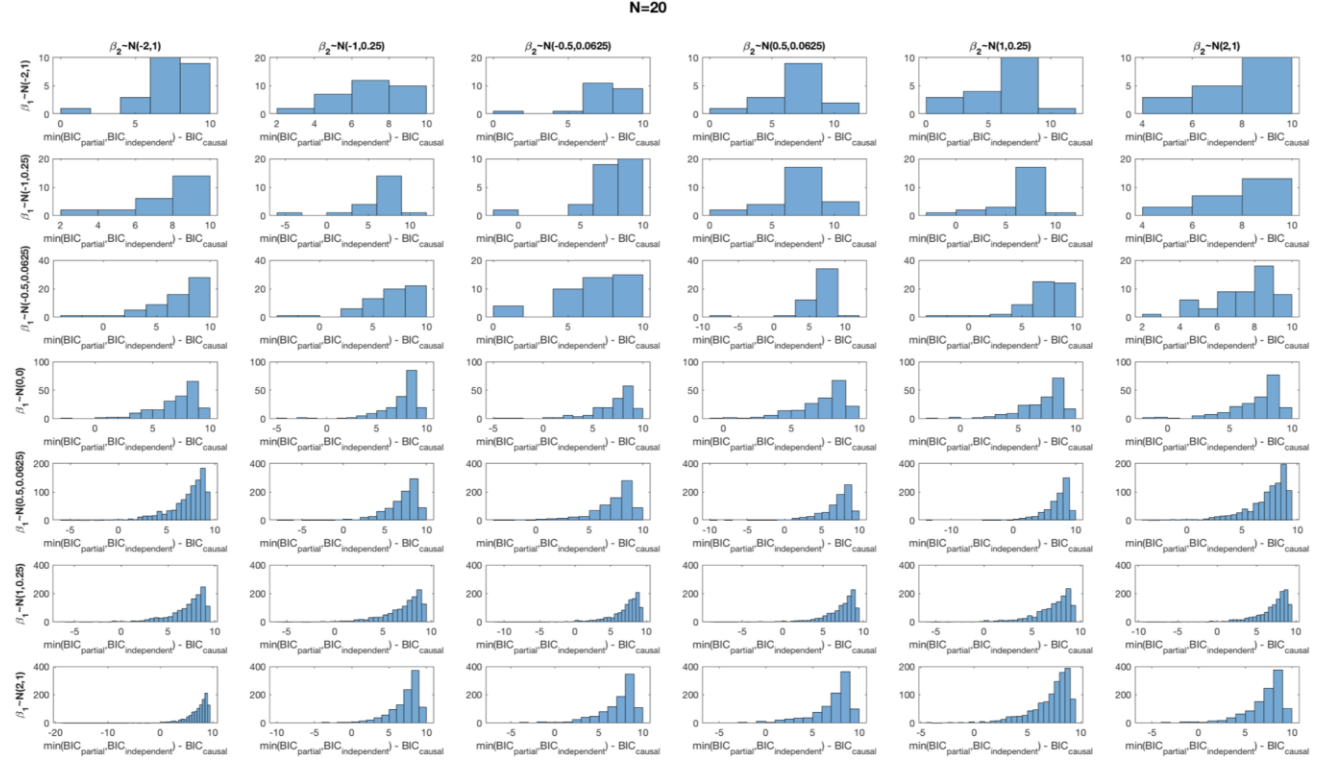

B) N=50.

N=50

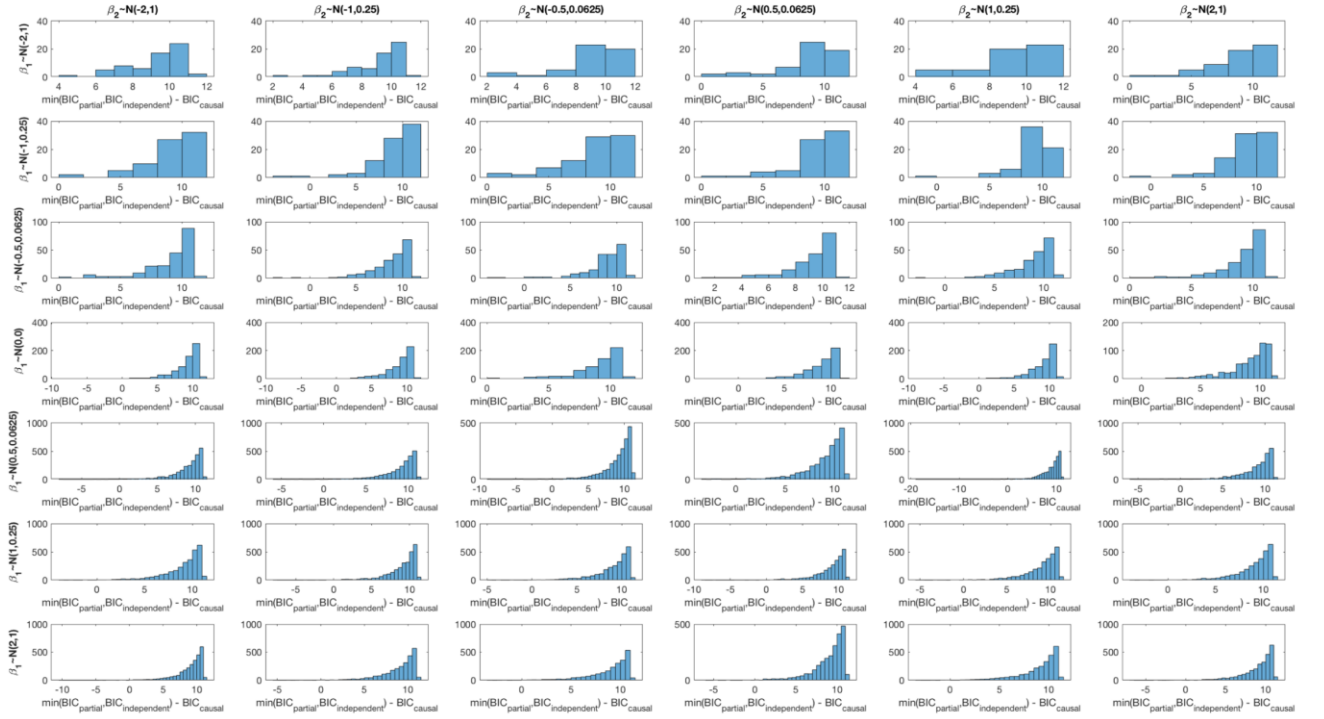

C) N=100.

N=100

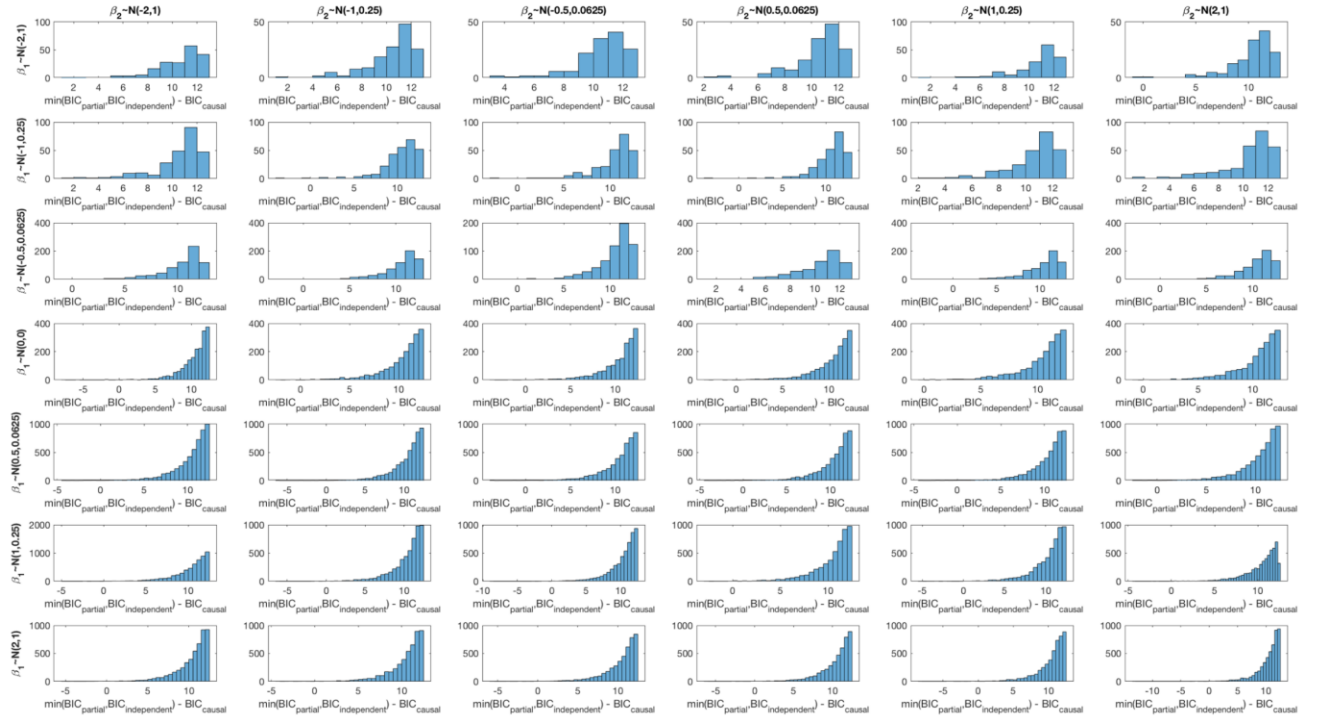

D) N=150.

N=150

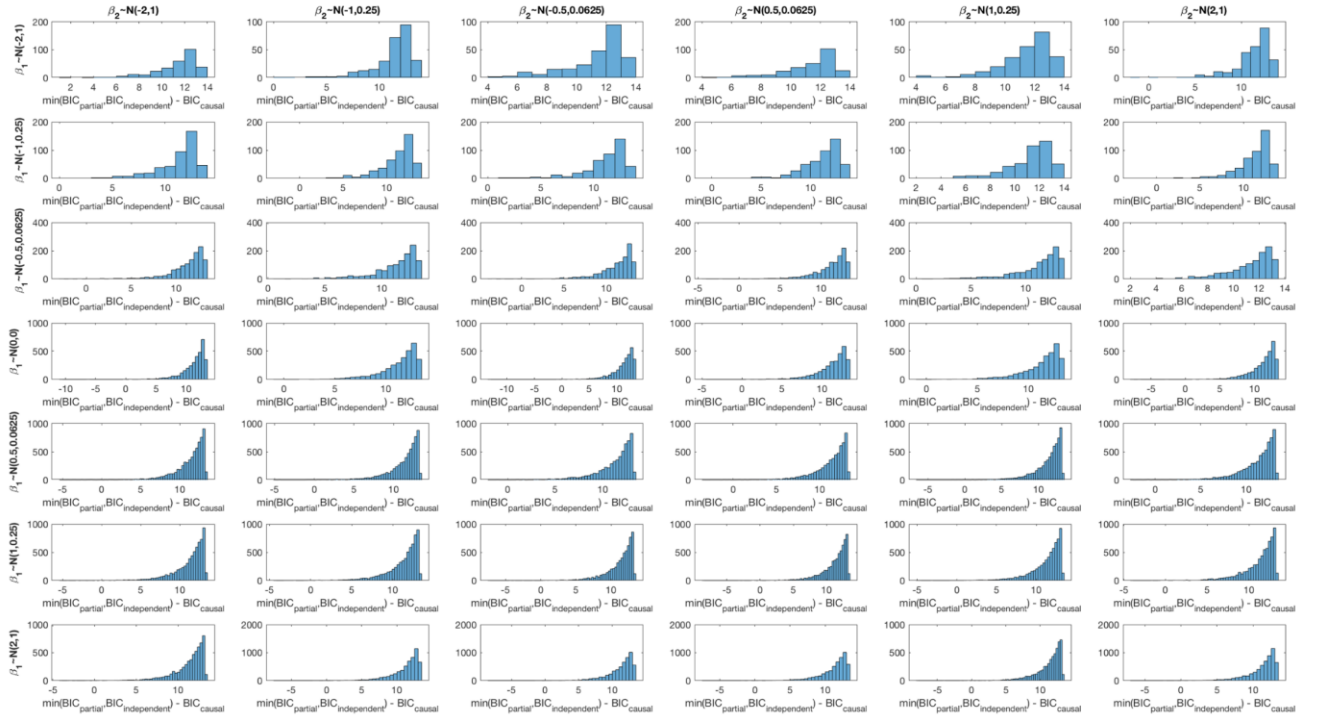

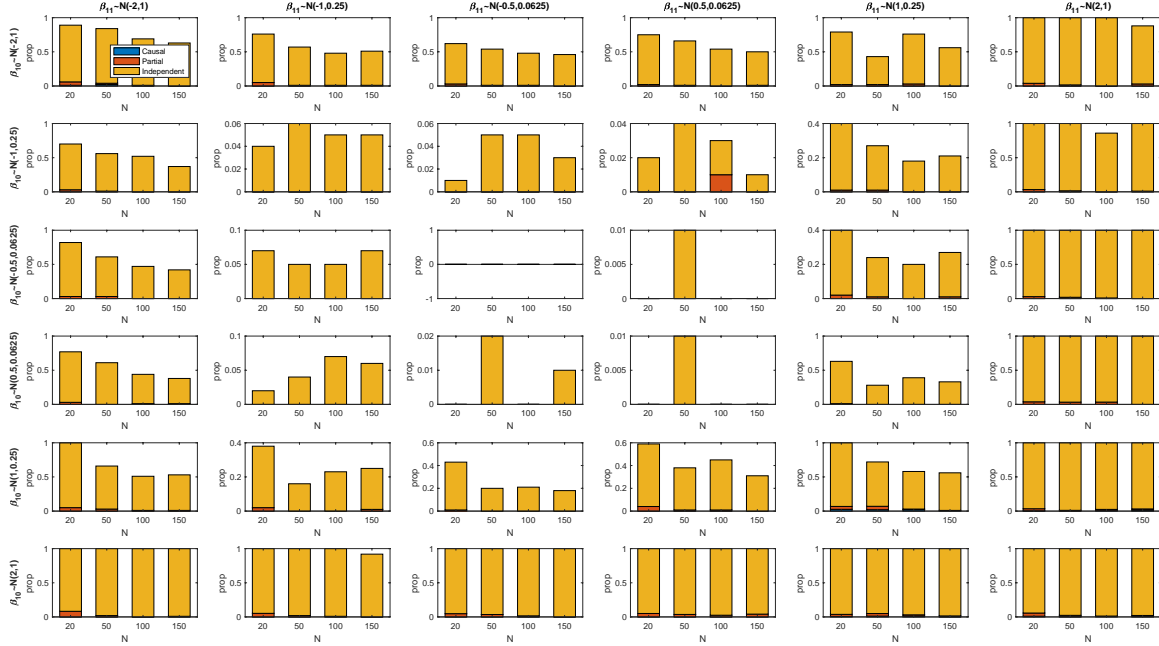

**Supplementary Figure 10:** Power of the temporal-genetic causality test on data simulated under the independent model. Each bar shows the model selection result of 10,000 datasets simulated with parameters generated from the distribution specified in the corresponding row and column and varying sample sizes  $N=20, 50, 100, 150$ . The proportion of each model selected by TCGT is shown with different colors (causal, partial causal, and independent models represented with blue, red, and yellow bars, respectively). Both Traits X and Y in a simulated time series in each dataset had to pass the temporal-genetic association test with p-value less than  $10^{-6}$  before we applied the temporal-genetic causality test on the pair. All simulated time series for X in the 10,000 datasets of each bar passed the p-value threshold, the total bar height corresponding to the number of simulated time series for Y out of each 10,000 datasets was set as the following: (1) if more than 100 simulated time series for Y passed the temporal-genetic association test p-value threshold, the bar height was set to 1; (2) if less than 100 simulated time series for Y passed the temporal-genetic association test p-value threshold, the bar height was set to the number of time series for Y with temporal-genetic associations divided by 100. The proportion of each model selected by TGCT is shown proportionally to the total bar height. The average accuracy (proportion of independent model selected) were 0.9549, 0.9718, 0.9841, and 0.9869 for  $N=20, 50, 100$ , and 150, respectively.

**Supplementary Figure 11:** Power of the temporal-genetic causality test on data simulated under the partial model. Each bar shows the model selection result of 10,000 datasets simulated with parameters generated from the distribution specified in the corresponding row and column and varying sample sizes  $N=20,50,100$ , and  $150$ . The proportion of each model selected by TCGT is shown with different colors (causal, partial causal, and independent models represented with blue, red, and yellow bars, respectively). Both traits  $X$  and  $Y$  in a simulated pair in each dataset had to pass the temporal-genetic association test with  $p$ -value less than  $10^{-6}$  before we applied the temporal-genetic causality test on the pair. All simulated time series for  $X$  in the 10,000 data sets of each bar passed the  $p$ -value threshold, the total bar height corresponding to the number of simulated time series for  $Y$  out of each 10,000 datasets simulated was set as the following: (1) if more than 100 simulated time series of  $Y$  passed the temporal-genetic association test  $p$ -value threshold, the bar height was set to 1; (2) if less than 100 simulated times series of  $Y$  passed the temporal-genetic association test  $p$ -value threshold, the bar height was set to the number of time series of  $Y$  with temporal-genetic associations divided by 100. The proportion of each causality model selected by TGCT is shown proportionally to the total bar height. The average accuracy (proportion of partial model selected, excluding the parameter settings that reduce to the causal or independent model) are 0.9980, 0.9987, 0.9988, 0.9989 for  $N=20, 50, 100$ , and  $150$ , respectively. The model selection results for 7 sets of parameters and different  $\beta_{10}$  distributions are shown in A-G.

A)  $\beta_{10} \sim N(-2,1)$ .

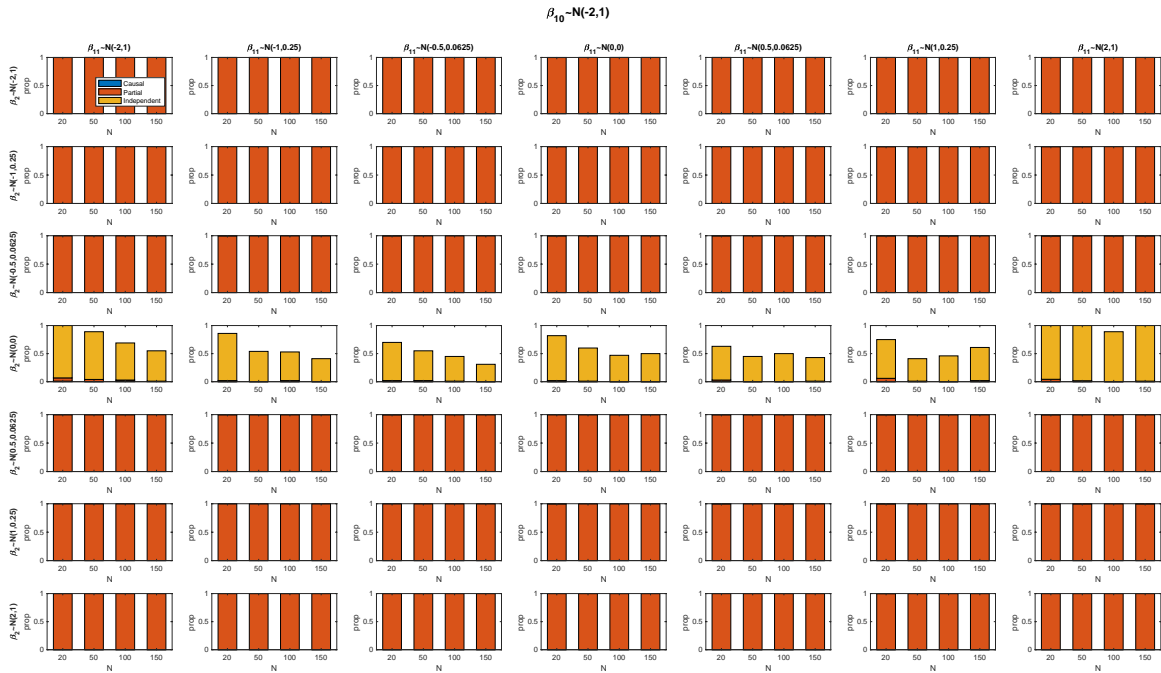

B)  $\beta_{10} \sim N(-1, 0.25)$ .

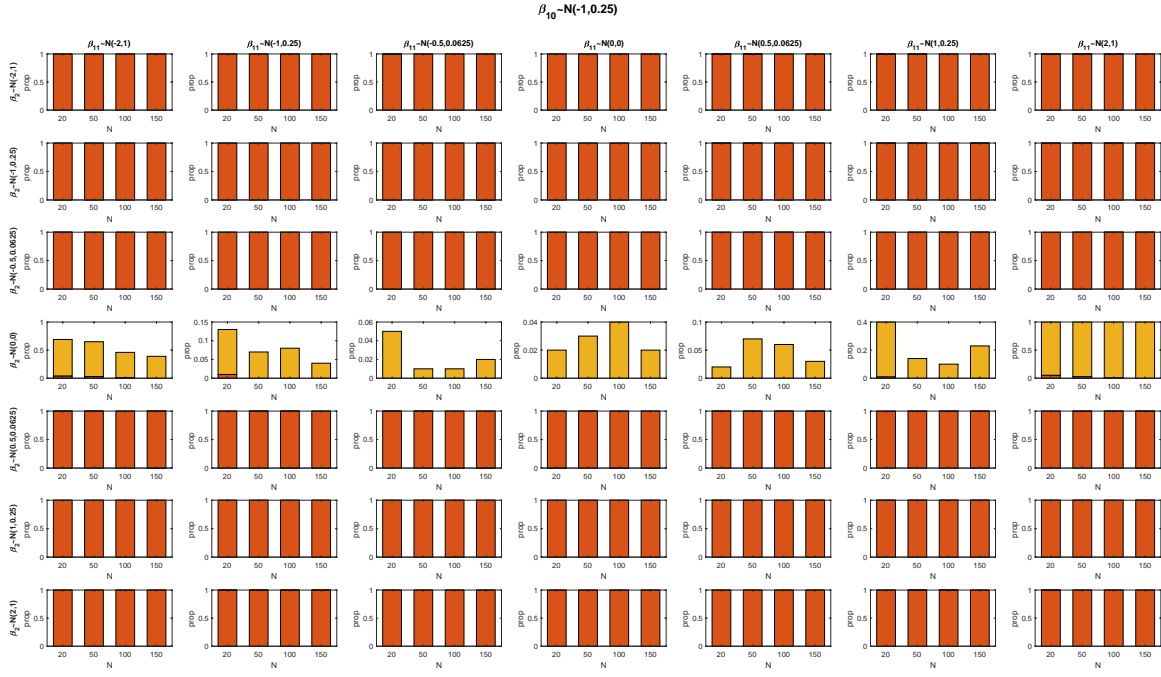

C)  $\beta_{10} \sim N(-0.5, 0.0625)$ .

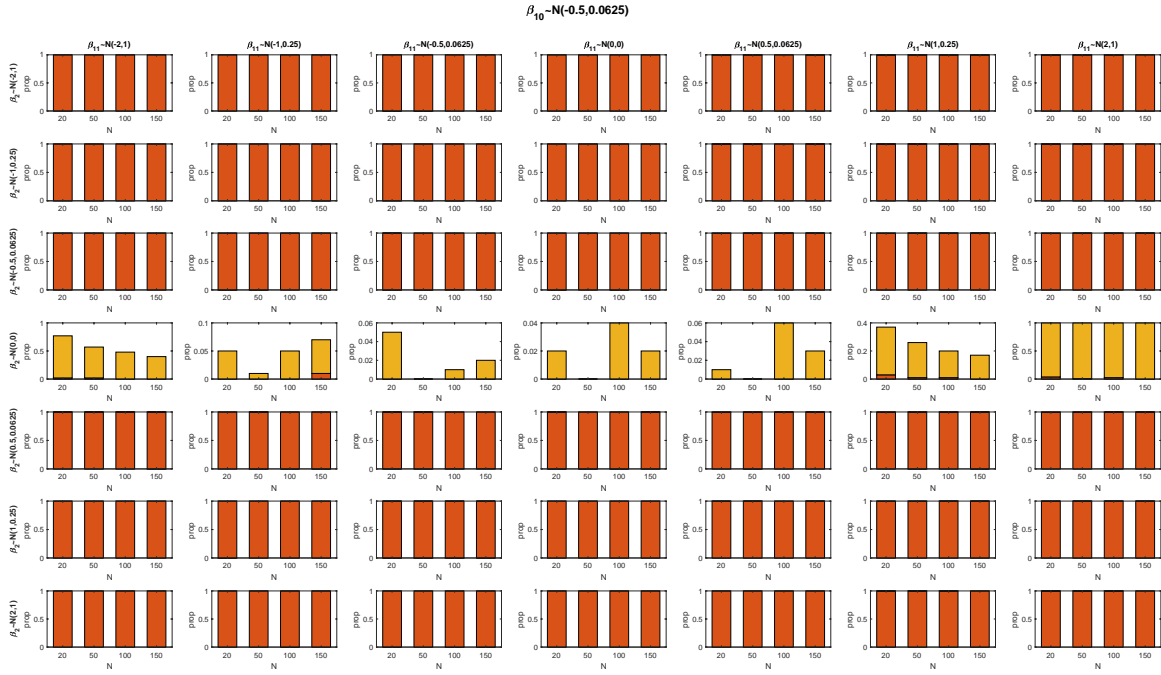

D)  $\beta_{10} = 0$ .

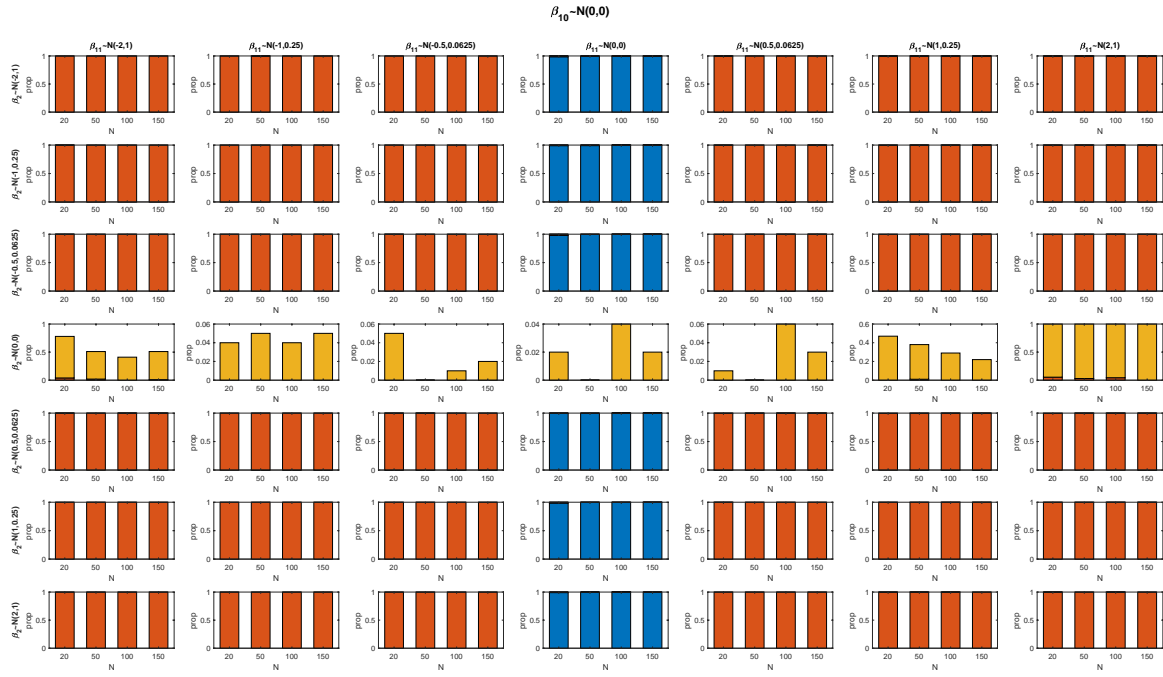

E)  $\beta_{10} \sim N(0.5,0.0625)$ .

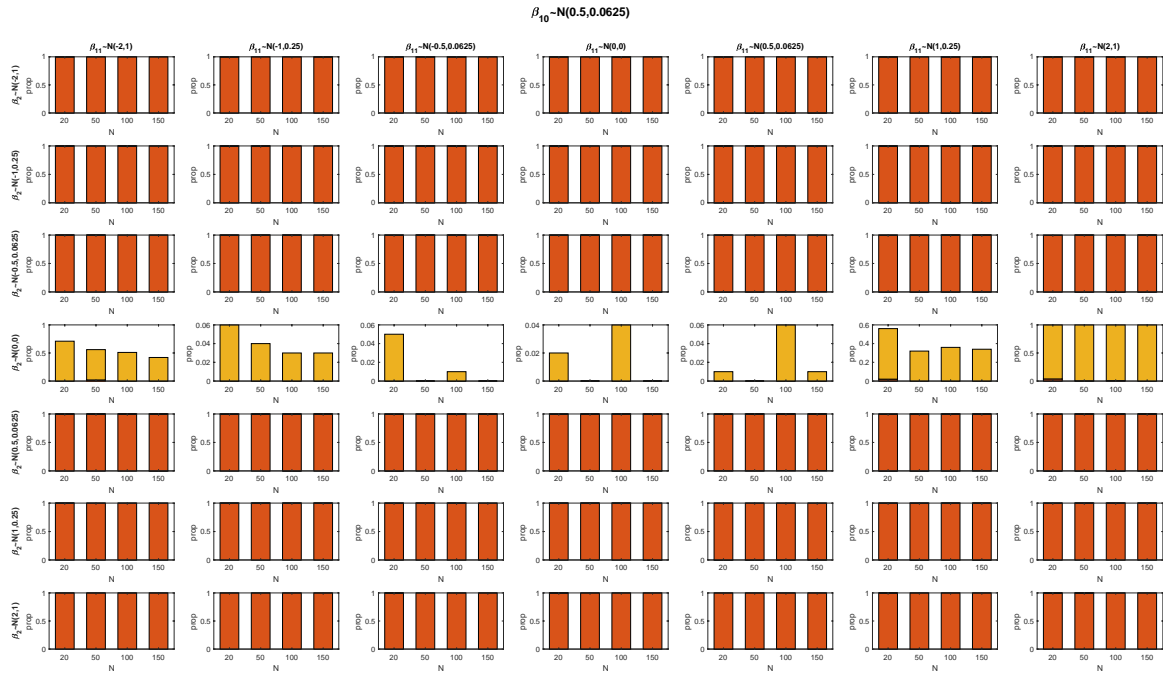

**F)**  $\beta_{10} \sim N(1, 0.25)$ .

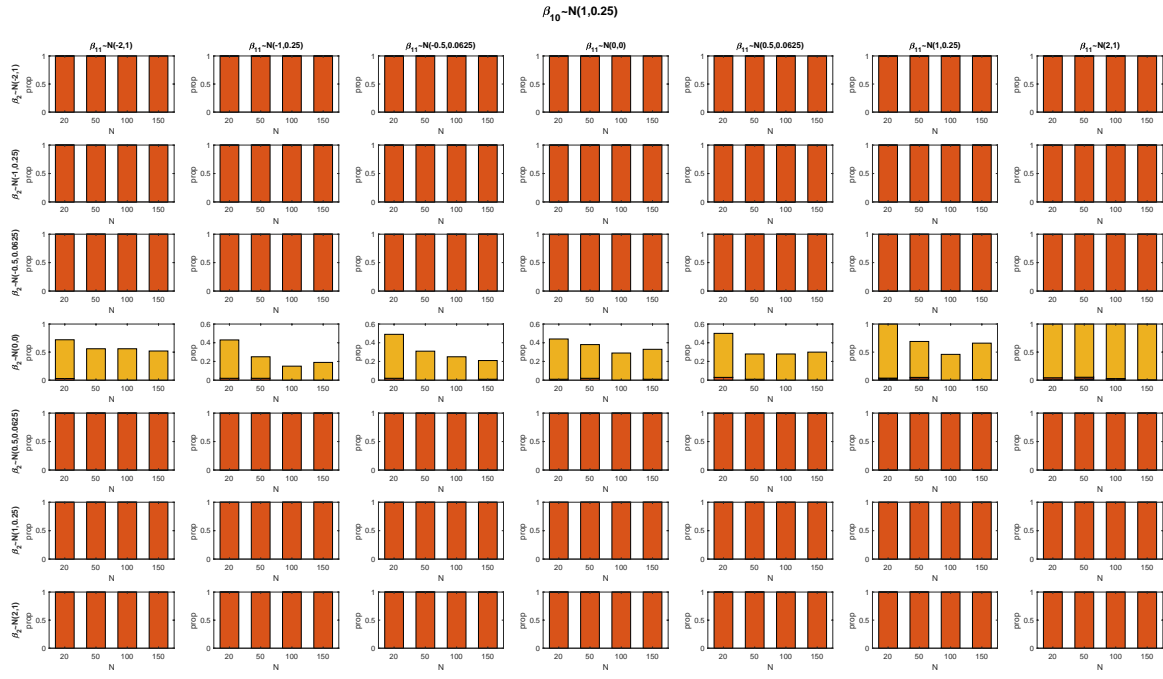

**G)**  $\beta_{10} \sim N(2, 1)$ .

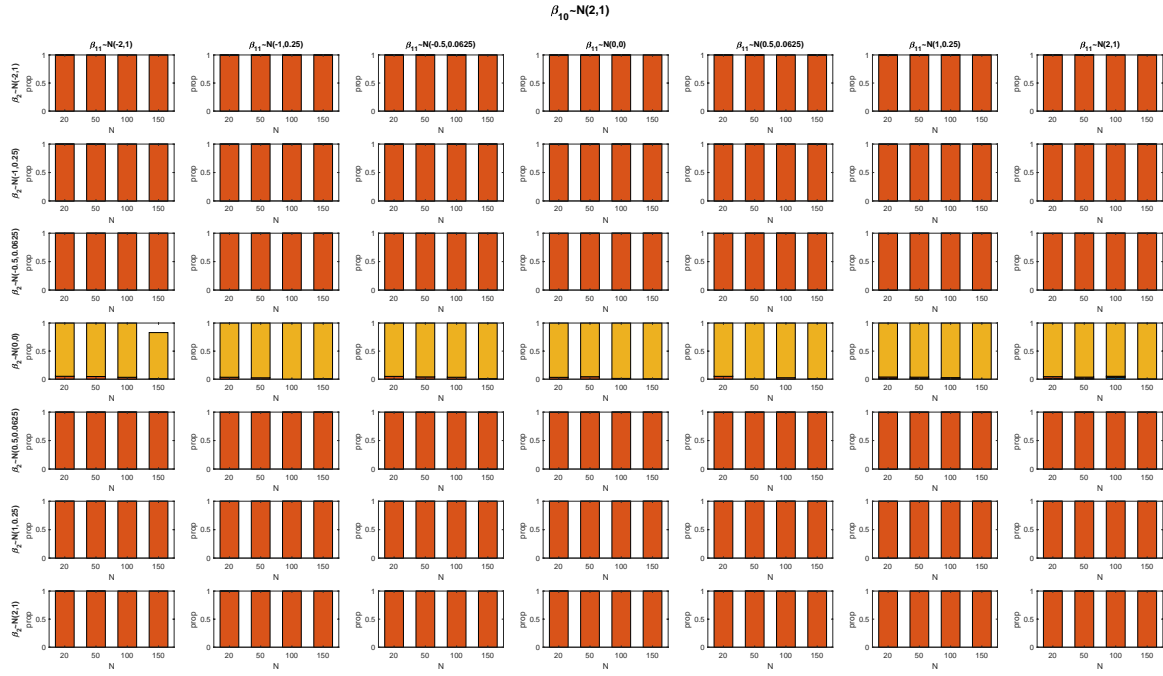

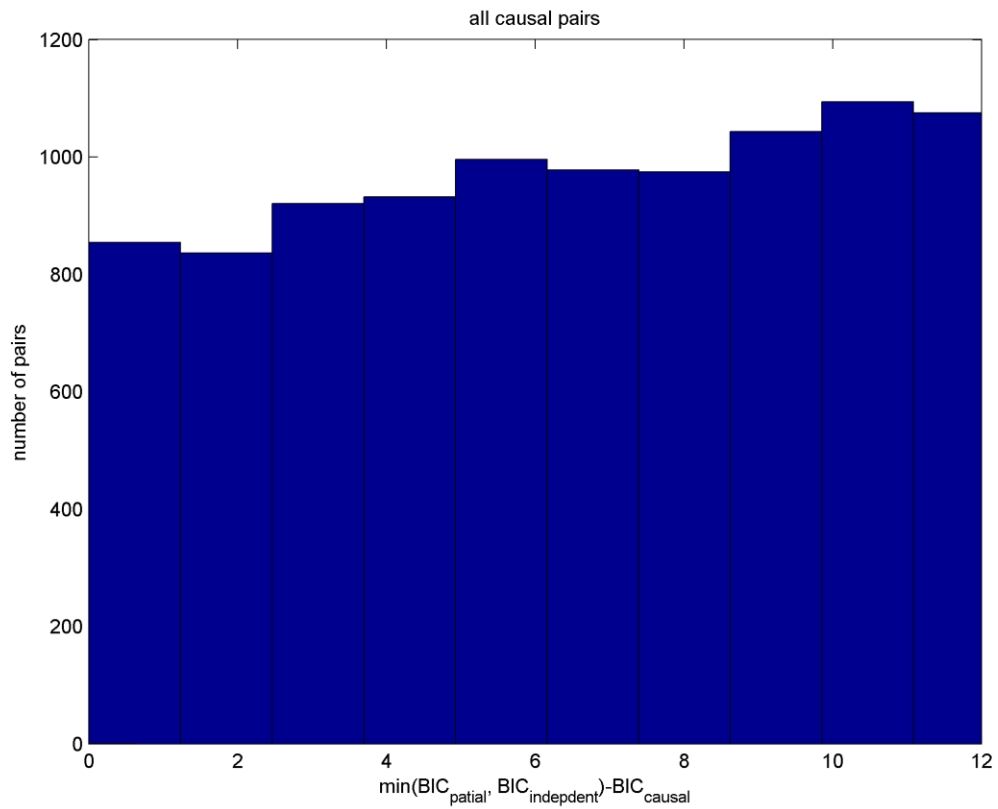

**Supplementary Figure 12** The distribution of the BIC difference between the causal model and other models based on yeast F2 data for all causal pairs in Supplementary Table 11.

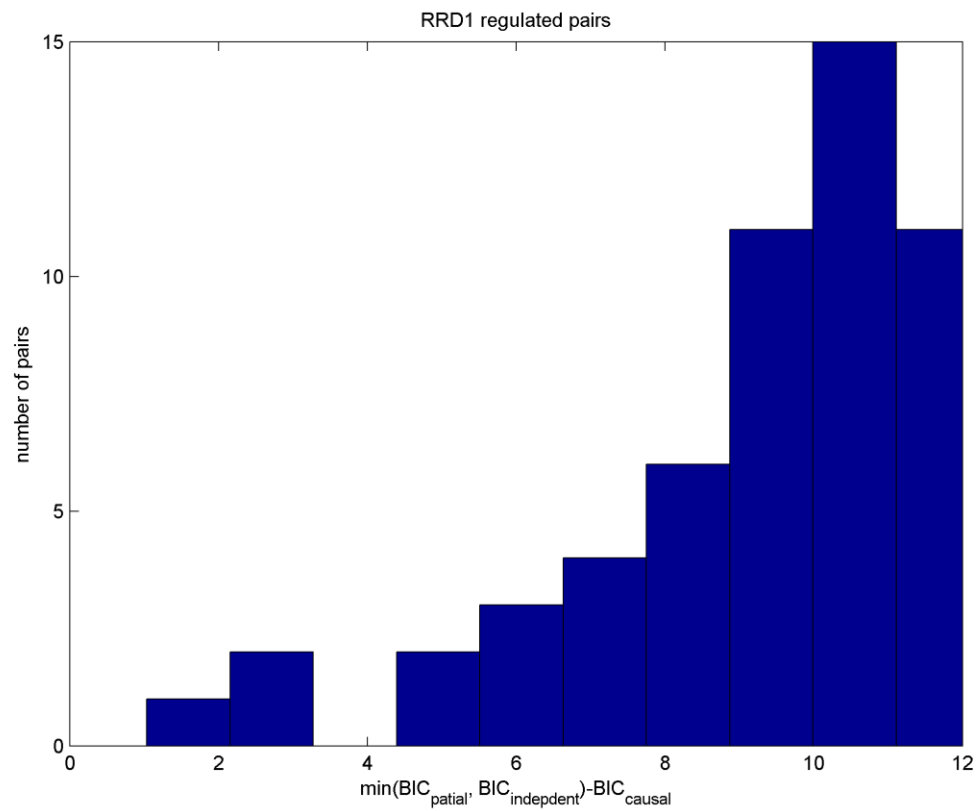

**Supplementary Figure 13** The distribution of the BIC difference between the causal model and other models based on yeast F2 data for all causal pairs with *RRD1* as a causal regulator.

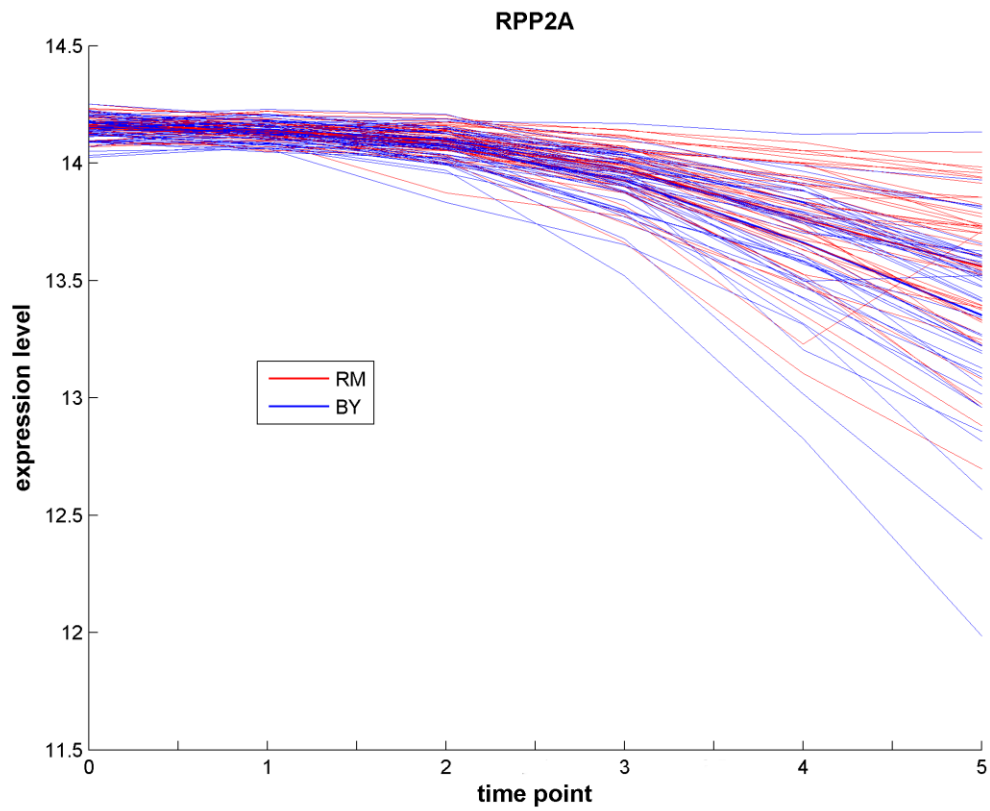

**Supplementary Figure 14:** Individual expression pattern of RPP2A which was linked to the teQTL hot spot chrIX:70,000.

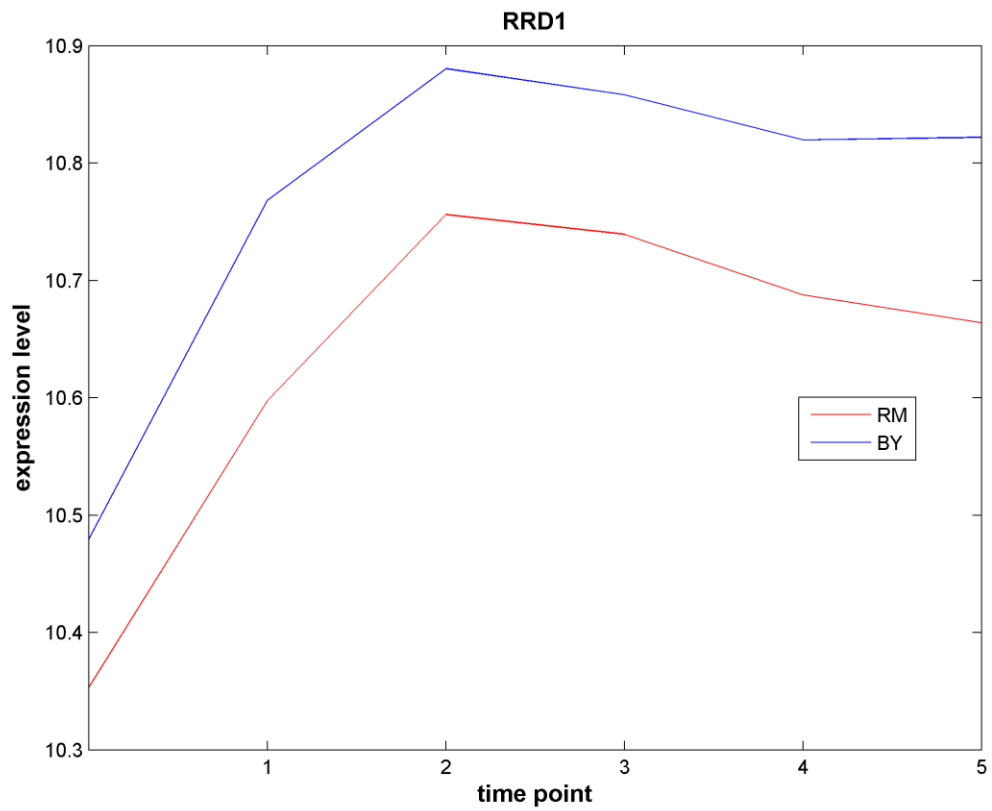

**Supplementary Figure 15** Average *RRD1* expression levels for segregants carrying RM and BY alleles at *RRD1* locus.

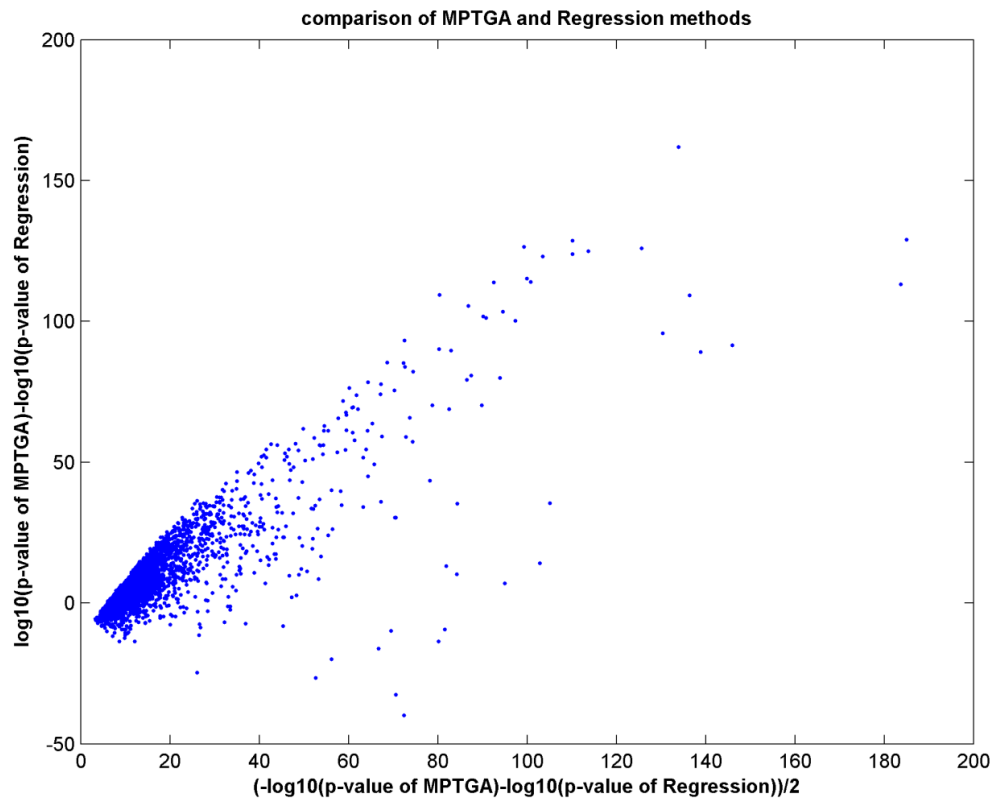

**Supplementary Figure 16:** Comparison all 2865 teQTLs linked to the hot spots defined by the MPTGA method (Figure 3B) with regard to p-values based on the MPTGA and the regression methods (the average of  $-\log_{10}(\text{p-values})$  vs. the  $-\log_{10}(\text{p-value})$  difference). The p-values based on the regression method were more significant than the ones based on the MPTGA in general, but there were 22% (624/2865) of all teQTLs linked to the hot spots whose p-values based on the MPTGA were more significant.

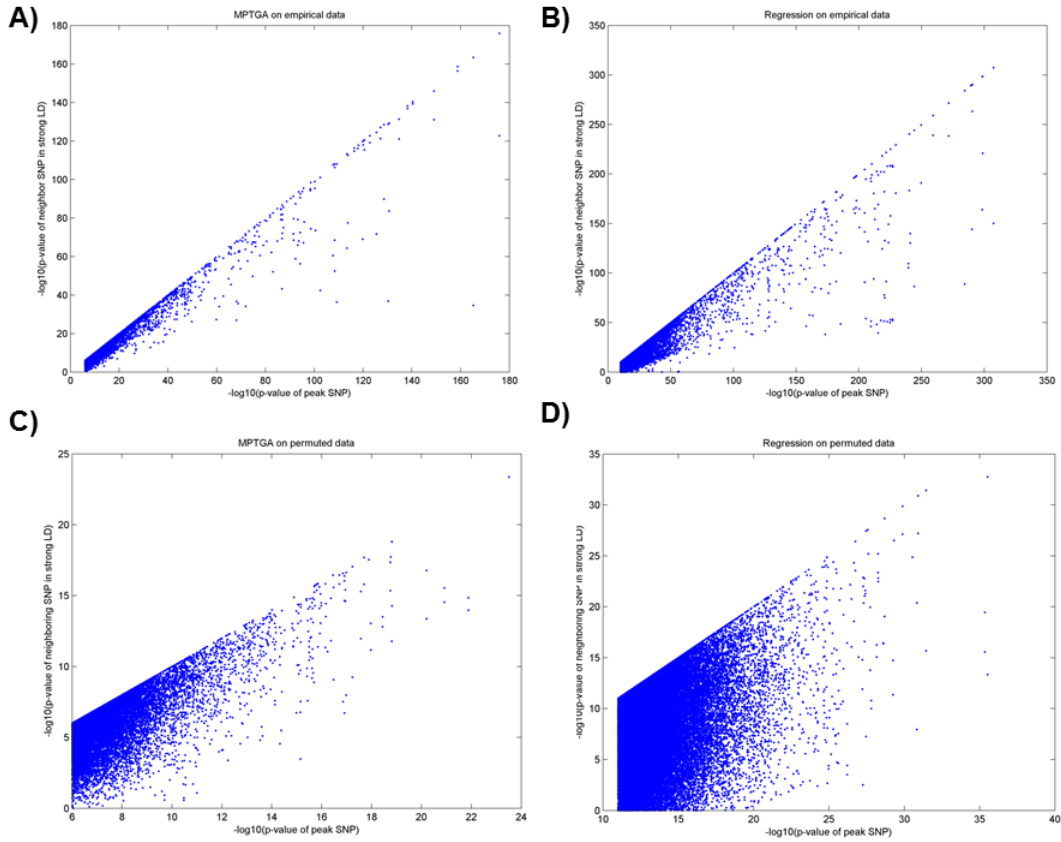

**Supplementary Figure 17.** Assessing overfitting problem by comparing association p-values of peak SNPs and neighboring SNPs in strong LD (the Fisher's Exact test  $p < 10^{-15}$ ). A) result of the MPTGA on the yeast time series data; B) result of the regression method on the yeast time series; C) result of the MPTGA on permuted data; D) result of the regression method on permuted data. Only associations of peak SNP p-values less than  $10^{-6}$  and  $10^{-11}$  for the MPTGA and the regression method, respectively, were used for this analysis.

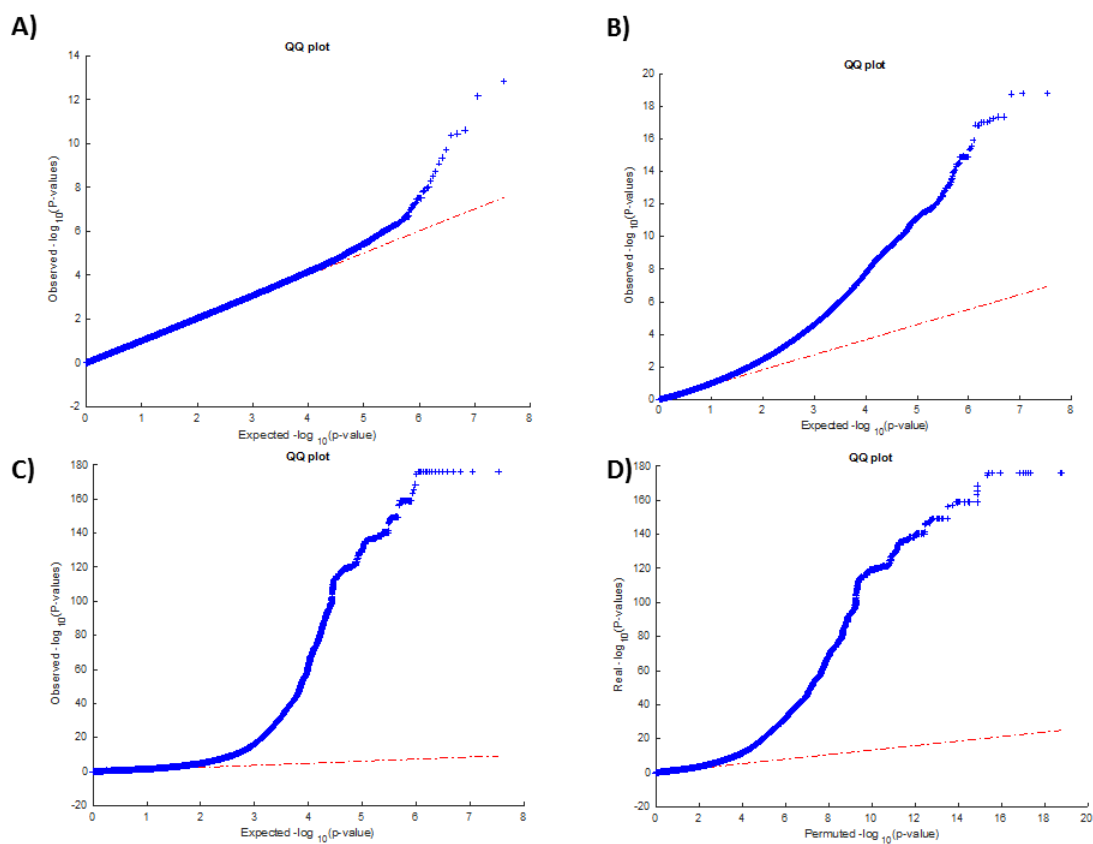

**Supplementary Figure 18** QQ plots of the p-values of the MPTGA test. **A)** Simulated data; **B)** permuted data; **C)** real data; **D)** p-values for real data v.s. permuted data.

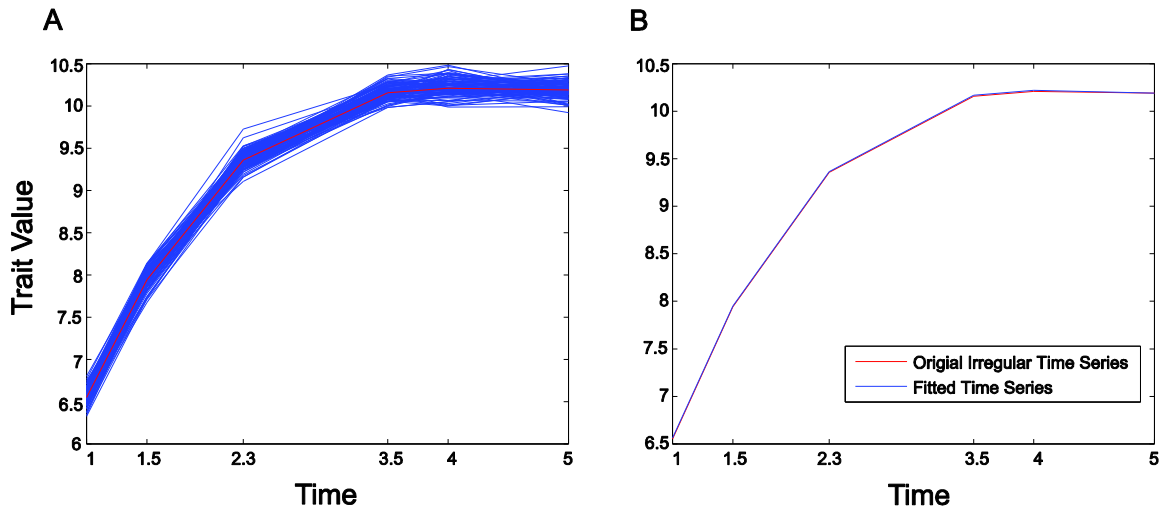

**Supplementary Figure 19.** Time series data with irregular time intervals. A) Given a polynomial function (red line), 100 traits were simulated by sampling 5 time points at random intervals. B) The simulated traits were fit to a cubic polynomial function which matched with the pattern underlying the simulated traits.

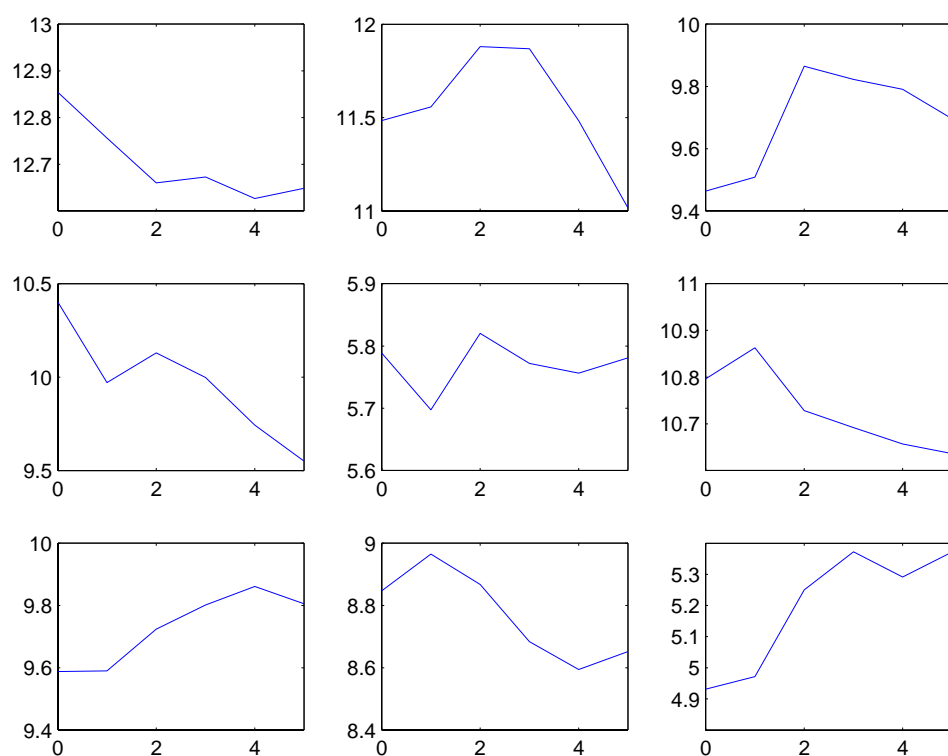

**Supplementary Figure 20:** Gene expression examples in the yeast time series data showing insufficient power of linear or quadratic polynomial fitting.

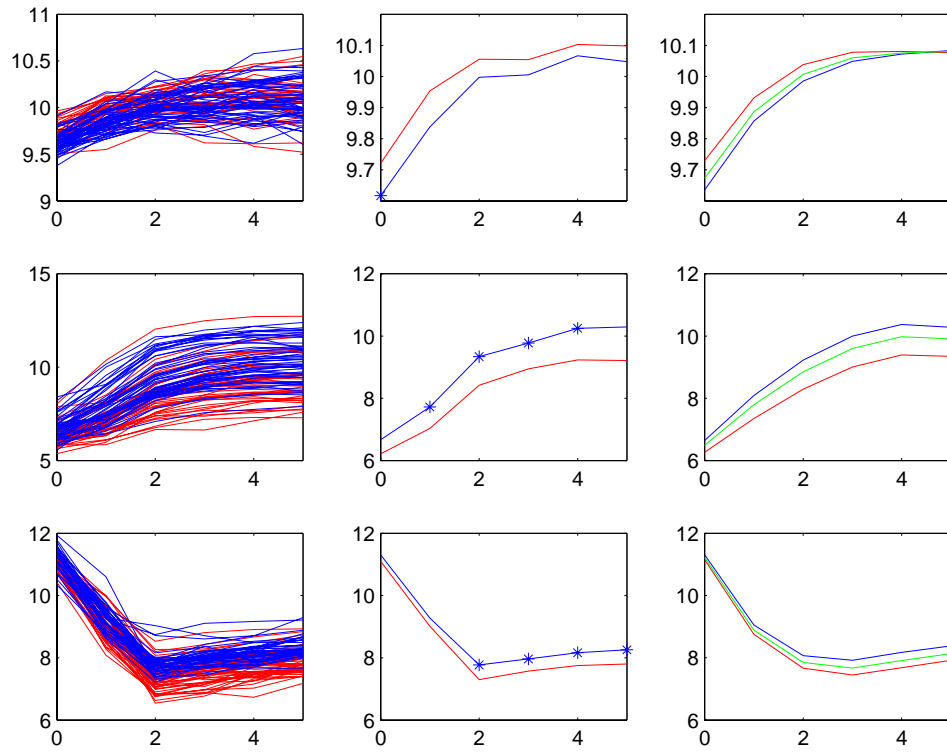

**Supplementary Figure 21:** Pattern fitting examples. The first column is the plots of all expression time series, in which segregants with genotype 0 is plotted in blue and segregants with genotype 1 is plotted in red; the second column plots the median value at each time point for segregants with different genotypes, and the star denotes that the expression data is declared significantly different at corresponding time point; The third column is the fitting by MPTGA, in addition to separate fitting for different genotypes, the green curve is the fitting for all segregants.

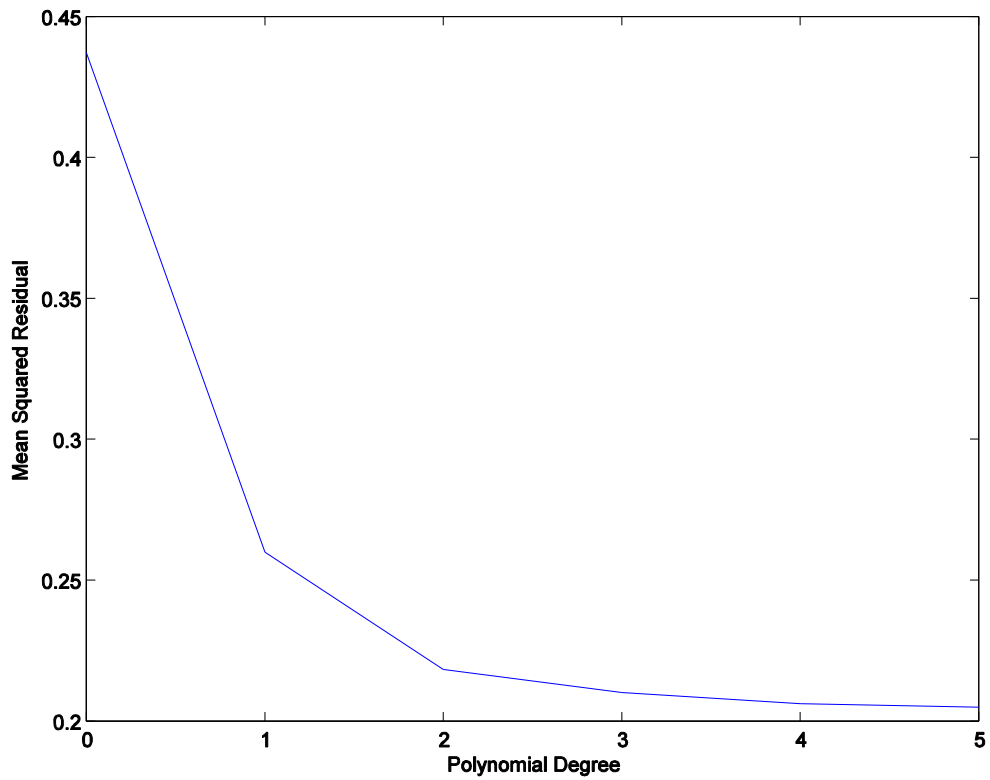

**Supplementary Figure 22:** Goodness of fit using different degree of polynomial function for fitting the yeast time series data set. For degree 3 or higher, the mean squared residuals are similar, suggesting a cubic polynomial function is sufficient for fitting the dataset.

**Supplementary Tables**

**Supplementary Table 1: eQTLs based on static data (T0)**

**Supplementary Table 2: eQTLs for MPTGA**

**Supplementary Table 3: eQTLs for Union**

**Supplementary Table 4: eQTLs for the regression method**

**Supplementary Table 5: eQTLs for Fisher's p-value method**

**Supplementary Table 6: eQTL hot spot for the static method (T0)**

Hot Spot 1:190000

Hot Spot 1:50000

YAL063C 6.43E-09

Hot Spot 2:550000

#### Hot Spot 2:430000

Hot Spot 3:90000

### Hot Spot 3:170000

### Hot Spot 7:410000

Hot Spot 8:110000

Hot Spot 12:670000

Hot Spot 13:70000

Hot Spot 13:910000

Hot Spot 14:410000

Hot Spot 15:150000

Hot Spot 16:510000

**Supplementary Table 7: eQTL hot spots for the MPTGA method**

Hot Spot 2:550000

Hot Spot 3:90000

#### Hot Spot 4:90000

Hot Spot 5:190000

Hot Spot 7:410000

Hot Spot 8:110000

Hot Spot 9:70000

Hot Spot 12:670000

Hot Spot 13:70000

#### Hot Spot 15:150000

Hot Spot 16:510000

**Supplementary Table 8: eQTL hot spots for the union method**

Hot Spot 2:550000

### Hot Spot 3:90000

### Hot Spot 7:410000

Hot Spot 8:110000

Hot Spot 12:670000

Hot Spot 13:50000

Hot Spot 15:150000

Hot Spot 16:510000

**Supplementary Table 9: eQTL hot spots for the regression method**

Hot Spot 2:550000

#### Hot Spot 2:430000

#### Hot Spot 3:90000

Hot Spot 3:210000

Hot Spot 4:90000

Hot Spot 5:210000

Hot Spot 8:110000

Hot Spot 9:250000

Hot Spot 12:650000

Hot Spot 13:70000

#### Hot Spot 13:910000

#### Hot Spot 14:410000

Hot Spot 15:150000

Hot Spot 16:510000

**Supplementary Table 10: eQTL hot spots for the Fisher's p-value method**

Hot Spot 2:550000

Hot Spot 3:90000

Hot Spot 3:170000

Hot Spot 8:110000

Hot Spot 12:670000

Hot Spot 13:70000

Hot Spot 15:150000

Hot Spot 16:510000

**Supplementary Table 11: causality test results for TGCT**

How the deposited data were processed for this re-analysis (not part of the article)

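The data analysed are gene expression values from 12 RNA-seq libraries of the *RRD1* knockout strain and the wild-type strain BY4730, each without rapamycin and with 100 nM rapamycin for 50 min. Each of the 4 groups holds 3 libraries, and the paper states that the repeats were made on different days without naming which libraries share a day. Conditions and library numbers were taken from the titles and descriptions of the samples, and 0 columns were left unmapped. The genotype data and the time-course expression of the segregants were not analysed here.

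The authors prepared TruSeq libraries, aligned single reads with TopHat and quantified genes with Cufflinks, which gave 1 column of FPKM per library. The paper's text gives no software version, genome build or annotation for this step, and no scaling between libraries. The values are not whole numbers, and they sum to between 1848118 and 2584116 per library. The file holds 7126 features against the paper's 6932 transcripts. Of these features, 6685 have a standard ORF name, 6048 match a locus tag of the R64 reference and 494 are listed at 0 in all libraries. Coordinates, exon lengths and strands are from R64, were joined to the values by name alone and may differ from the annotation that the authors used.

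Read counts were not used here. The depth was derived from the values, since the FPKM of a gene with few reads rises in steps of 1 read. Genes of at least 600 nt with an FPKM of at most 3 were used up to 6 reads, with the effective length that fragments of mean 200 nt and SD 80 would give. The size of the step was searched only within a fixed range, so much lower or higher depths were excluded in advance. Each library gave 18 to 28 such values. Within each library 61.5% to 80% of these values lay within 0.05 of a whole read, against medians of 21.7% to 24.3% over 100 random placements per library. The implied depth was 8496000, 11020000 and 10290000 mapped reads in the wild type without rapamycin, 9385000, 11490000 and 9079000 in the wild type with rapamycin, 10240000, 9818000 and 9950000 in the knockout without rapamycin and 8696000, 10470000 and 11680000 in the knockout with rapamycin. The number of libraries, 3 per group, and this depth limit the precision, and the depth itself rests on the assumed fragment length and the range searched. No intervals for single libraries were computed from the implied counts.

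Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1). Features with a mean FPKM of at least 1 over the 12 libraries were kept, which left 6497. One model with 4 group means and 8 residual degrees of freedom was fitted to all libraries, with empirical Bayes moderation and a mean-variance trend. The contrasts were knockout against wild type without rapamycin, the same with rapamycin, the difference of these effects (the interaction), and the rapamycin response of each strain. A gene was called at a Benjamini-Hochberg adjusted *p*-value under 0.01, the threshold that the paper applied with CuffDiff, which needs aligned reads and was not run. All adjusted *p*-values of single genes are from this limma fit.

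The overlap with teQTL hotspots was tested with one-sided Fisher's exact tests in scipy 1.17.1, where the paper used the hypergeometric test. The background was the 6424 tested genes with an ORF name, because the array genes that the paper used as its background are not listed in its text. Lists were taken from the supplement when they held as many entries as the paper's Table 2, which was so for 9 of the 11 MPTGA hotspots. All 14 lists of static hotspots held fewer entries than the paper gives and were not used. The 18 tests of hotspots and signatures were adjusted together. An adjusted *p*-value under 0.05 was taken as the threshold for overlaps and gene sets, a threshold that was not among the choices listed in the fixed design. The TGCT targets of *RRD1* were tested in the same way.

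Gene sets were tested with limma's camera, two-sided, with an inter-gene correlation of 0.01, for 6 sets over 5 contrasts, and the 30 tests were adjusted together. The sets were ribosomal proteins by symbol, ribosome biogenesis, nitrogen catabolite repression, general stress, amino acid biosynthesis and the genes at chrIX:70,000. Auxotrophic marker and mating-type genes were looked at one by one. The share of the wild-type rapamycin response that the knockout kept was the slope through the origin of the knockout response on the wild-type response across the genes of a set, with the SD over the 3 treated knockout libraries as its spread. The form of this slope was set after the medians of the sets had been seen.

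The genes named in the text are those that the paper names for this experiment or for the hotspots at chrIX:70,000, chrV:190,000 and chrIV:90,000, the 5 largest rises and the 5 largest falls of each contrast among called genes whose groups do not overlap, the neighbors of *RRD1*, and the auxotrophic marker and mating-type genes. Genes named outside this rule are marked as chosen after their values were seen. This rule, the tests, the gene sets, the 16 alternative analyses and the 12 fits that each left out 1 library were chosen before the data were examined. Another 3 alternatives were chosen after seeing the data, namely leaving out features under 300 nt of exon, using voom on the reads implied by the steps of low FPKM, and taking the libraries with consecutive numbers within a strain (1 and 2, 3 and 4, 5 and 6) as pairs for the interaction and the rapamycin responses.

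The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a minimum mean FPKM of 10, median-ratio scaling and quantile normalization between libraries, only the libraries of the contrast in the fit, the number of the library as a block, no mean-variance trend, calls at an adjusted *p*-value under 0.05, calls that also change at least 2-fold, only features with an ORF name, a background of all features with an ORF name, fry, camera with an estimated correlation, and set genes with a mean FPKM of at least 10. The method was tested on simulated data with known changes. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.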

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

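The tests of 1 factor per library, of *MFA1* and *MFA2* and of 1 common factor for the whole response were chosen only after the results they bear on were seen.

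The knockout effect differed between cultures with and without rapamycin for 17 genes (interaction, adjusted p-value under 0.01 from limma), 5 with a positive and 12 with a negative value. The libraries of each medium were also assigned to the strains at random, keeping the group sizes, and 3 of 100 such groupings drawn from 200 possible ones, the real one included, gave as many genes, with up to 241 genes in another grouping. All 3 are among the 8 drawn groupings that keep the real split of the libraries with rapamycin and differ at most in the libraries without it. The low share thus reflects how few draws keep that split, and it is not read here as evidence for or against an arbitrary grouping. The number is not stable, since it was 83, 59 positive and 24 negative, when the libraries with consecutive numbers within a strain were taken as pairs (a fit chosen after seeing the data), 1 without any one of wild-type libraries 1, 2, 3 and 6 or of knockout libraries 3, 4 and 5, and 19 without knockout library 6.

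As sets, ribosomal protein genes had a median interaction of 1.05, ribosome biogenesis genes of 1.06, genes at chrIX:70,000 of 1.08, nitrogen catabolite repression genes of -1.15 and amino acid biosynthesis genes of -0.35, each with an adjusted p-value under 0.05 from camera and from fry but none with a correlation estimated from the libraries (adjusted p of at least 0.1305). In the wild type rapamycin lowered the first 3 of these sets and raised the other 2. In every case the response in the knockout was thus the smaller one in size. Across the fits that left out 1 library, the interaction median of amino acid biosynthesis genes ranged from -0.45 to -0.21. Among the 100 groupings, 6 gave as large a median for ribosomal protein genes, 11 for ribosome biogenesis genes, 7 for nitrogen catabolite repression genes and 6 for genes at chrIX:70,000. Of these, 6, 8, 7 and 6 keep the real split of the libraries with rapamycin and differ at most in those without it. The knockout effect without rapamycin was small in these sets (medians of 0.054, 0.33, -0.30 and 0.055 in the same order), so groupings that keep that split give about the same interaction by construction, and these counts do not decide whether the grouping is arbitrary. With rapamycin, the medians of ribosomal protein genes did not overlap between the strains (8.32 to 8.89 in the 3 wild-type libraries and 9.29 to 9.80 in the 3 knockout libraries).

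Several technical explanations of the smaller response were tested. A factor that multiplies all genes of a library, whether from scaling, depth or a few genes taking the FPKM, would move all sets the same way, but the interaction median of ribosomal protein genes lay 2.20 above that of nitrogen catabolite repression genes (standard error 0.284). *MFA1* and *MFA2* took up to 34.2% of the FPKM of a library but at most 3.35% of its implied reads, which leaves too few reads for these genes to displace the rest. After a regression on exon length and GC content at least 83.2% of the median was kept, by ribosomal protein genes, and 90.8% by ribosome biogenesis genes, which argues against both as the whole cause. Reads shared between paralogs were not tested for ribosomal protein genes. A response that is weaker by 1 common factor for all genes was also tested, through the share of the wild-type response that each set kept. That share was 0.506 ± 0.138 for ribosome biogenesis, 0.671 ± 0.102 for ribosomal proteins, 0.732 ± 0.042 for nitrogen catabolite repression, 0.879 ± 0.070 for amino acid biosynthesis and 1.04 ± 0.21 for general stress (SD over 3 libraries). In 7 of the 10 pairs of sets the shares differed by more than 1 SD of their difference, a weak limit with 3 libraries. This SD leaves out the spread of the wild-type and the untreated knockout libraries. Between amino acid and ribosome biogenesis genes the difference was 0.373 ± 0.083, and 0.319 to 0.418 when 1 library was left out. These values argue against 1 factor common to both of these sets. Ribosomal protein genes did not differ beyond the SD from ribosome biogenesis genes (0.165 ± 0.216) or nitrogen catabolite repression genes (0.061 ± 0.138). A later response could not be tested, because all treated libraries are from 1 time point. A delay need not change every set by the same share. What stays open is a later response and a difference in culture between the strains that was not recorded. Whether *RRD1* itself changes parts of the response to different degrees also stays open.

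The paper does not report the rapamycin response of either strain in these cultures. Rapamycin changed 3390 genes in the wild type, 2334 higher and 1056 lower, and 3032 genes in the knockout, 2362 higher and 670 lower. The excess of higher genes goes with a shift of all genes, whose median log2 fold change was 0.29 in the wild type and 0.34 in the knockout and became 0.01 and 0.00 with median-ratio scaling. With that scaling, 49.2% of the changed genes in the wild type and 49.4% in the knockout were higher, so the direction of the whole is not shown by these data. Relative to that shift, the set medians of -3.19 for ribosomal proteins and 3.43 for nitrogen catabolite repression genes in the wild type are larger in size. Of the 10 ways to part the 6 libraries of a strain into 3 and 3, 1, the real one, gave as many changed genes, both in the wild type and in the knockout. The largest number in any other split was 1 gene in each strain. The other splits mix treated and untreated libraries in both groups, so the response itself adds to their spread, and with 10 splits the share is never under 0.1, so the share alone does not decide. The medians of ribosomal protein genes did not overlap between the media, with 11.65 to 12.02 without and 8.32 to 8.89 with rapamycin in the wild type and 11.77 to 11.93 and 9.29 to 9.80 in the knockout.

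Nitrogen catabolite repression and amino acid biosynthesis genes, whose change in the *RRD1* knockout the paper does not report, were lower in the knockout with rapamycin, with medians of -1.29 (adjusted p = 3.9e-14 from camera, 18 of 22 genes called, 19 when adjusted over the list alone) and -0.47 (adjusted p = 1.3e-06, 7 of 20 called, 12 when adjusted over the list alone). For both sets all 3 knockout libraries lay below all 3 wild-type libraries. Scaling between libraries did not remove the difference, as the medians lay between -1.43 and -1.11 and between -0.68 and -0.42 over the alternatives. The value of 2.20 above also argues against a factor per library for the nitrogen genes. For amino acid biosynthesis genes no other technical explanation was tested, and a difference in nutrient use between the cultures of the strains stays open and untested.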

How the results depend on the processing

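All tests of stability used the alternatives listed under the processing of the data, and leaving out features under 300 nt, voom on implied reads and taking consecutive library numbers as pairs were chosen only after the results were seen. Where a result changed, the cause was not tested, apart from fewer libraries or another threshold where these are the alternative itself.

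The number of DEGs without rapamycin was 38. It was 20 with a pseudocount of 5, 23 with no filter on low values, 15 with quantile normalization, 1 with only the libraries of the contrast, 212 at an adjusted p-value under 0.05, 25 with a 2-fold minimum and 59 without features under 300 nt. It ranged from 1 (without knockout library 3) to 46 (without knockout library 2) across the 12 fits that left out 1 library, and was 17, 21, 17, 23, 5 and 18 without wild-type libraries 1 to 6, and 20 and 11 without knockout libraries 4 and 5. With rapamycin the number was 914, and it was 212 with only the libraries of the contrast, 1645 at an adjusted p-value under 0.05 and 429 with a 2-fold minimum. It ranged from 408 (without knockout library 4) to 906 (without wild-type library 1) and was 509 without wild-type library 6. For the interaction the number was 17, and it was 11 with a pseudocount of 0.1, 1 with no filter on low values, 103 with quantile normalization, 7 without the mean-variance trend, 153 at an adjusted p-value under 0.05, 38 without features under 300 nt and 26 with voom on implied reads. It ranged from 1 to 19 when 1 library was left out, being 1 without wild-type libraries 1, 2, 3 or 6 or knockout libraries 3, 4 or 5, 2 without knockout library 1, 6 without wild-type library 5 and 9 without knockout library 2.

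Without rapamycin, the fold enrichment at chrV:190,000 was 5.75. It was higher with median-ratio scaling (8.09), with a 2-fold minimum (8.74) and with the number of the library as a block (29.1). It was 4.37 with a pseudocount of 5 (adjusted p = 0.136), 1.98 with no filter on low values (adjusted p = 0.60), 5.83 with quantile normalization (adjusted p = 0.090), 0 with only the libraries of the contrast, 1.44 at an adjusted p-value under 0.05 (adjusted p = 0.346), 2.34 with voom (adjusted p = 0.22) and 0 (without wild-type library 1 or 5 or knockout library 3 or 5) to 7.6 when 1 library was left out, and not past the threshold without wild-type library 3 or 6 or knockout library 6 either. At chrXVI:510,000 it was 4.10, and 3.52 with no filter (adjusted p = 0.219), 4.33 with median-ratio scaling (adjusted p = 0.062), 0 with only the libraries of the contrast, 1.65 at an adjusted p-value under 0.05 (adjusted p = 0.17), 1.92 without features under 300 nt (adjusted p = 0.31) and 0 (without knockout library 3) to 10.6 (without knockout library 5) when 1 library was left out. At chrXV:150,000 it was 2.93, and 0 with only the libraries of the contrast and 0 (without knockout library 3) to 3.77 when 1 library was left out. At chrXIII:70,000 it was 2.85, and 0 with only the libraries of the contrast, 2.43 at an adjusted p-value under 0.05 (adjusted p = 0.00063), 2.91 with voom (adjusted p = 0.032) and 0 (without wild-type library 5 or knockout library 3) to 3.39 (without knockout library 1, adjusted p = 0.0271) when 1 library was left out, with 2.95 without knockout library 2 (adjusted p = 0.047). At chrIX:70,000 it was 2.64, and 100.4 with only the libraries of the contrast (adjusted p = 0.0359) and 2.51 to 100.4 (without knockout library 3, adjusted p = 0.0256) when 1 library was left out, with *RRD1* as the only DEG in both cases at 100.4. At chrVIII:110,000 it was 0.668, and 1.27 with a pseudocount of 5, 1.14 with no filter, 1.20 at an adjusted p-value under 0.05, 1.02 with a 2-fold minimum, 1.15 without features under 300 nt, 1.36 with voom and 0 to 1.49 (without wild-type library 3) when 1 library was left out. The number of hotspots past the threshold was 3, and 1 with no filter, 1 with only the libraries of the contrast and 0 (without wild-type library 3 or 5) to 4 (without knockout library 1 or 2) when 1 library was left out.

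With rapamycin, the fold enrichment at chrIII:90,000 was 0.952, and 1.16 with a pseudocount of 0.1, 1.30 with no filter, 1.33 with median-ratio scaling, 1.64 with only the libraries of the contrast, 1.17 at an adjusted p-value under 0.05, 1.02 without features under 300 nt, 1.08 with voom and 0.960 to 1.44 (without knockout library 1) when 1 library was left out, with adjusted p-values from 0.3104 to 1. With only the libraries of the contrast, chrIV:90,000 fell from 3.82 to 1.03 (adjusted p = 1) and chrIX:70,000 from 5.61 to 2.84 (adjusted p = 0.0551). At chrIX:70,000 the 45 higher DEGs became 3 with only the libraries of the contrast and 22 (without knockout library 4) to 48 when 1 library was left out, and the 6 lower DEGs became 3 and 3 (without knockout library 4) to 6. At chrVIII:110,000 the enrichment of 1.20 became 1.41 at an adjusted p-value under 0.05 (adjusted p = 0.00029) and 1.05 to 1.77 (without knockout library 2, adjusted p = 2.0e-05) when 1 library was left out. At chrXIII:70,000 the 1.49 became 1.33 with a 2-fold minimum (adjusted p = 0.195).

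Taking the number of the library as a block gave 3 DEGs without rapamycin, 7 genes for the interaction, 0-fold at chrXIII:70,000 and chrXVI:510,000 and 4.37-fold at chrXV:150,000 (adjusted p = 0.141) without rapamycin with 1 hotspot past the threshold, and 1.14-fold at chrIII:90,000, 1.60-fold at chrIV:90,000 (adjusted p = 0.207) and 15 higher DEGs at chrIX:70,000 with rapamycin. Across 6023 genes with a mean FPKM of at least 10, libraries of the same number in both strains deviated from their group means with Pearson's r of -0.0545, 0.0261 and 0.142 without rapamycin and -0.184, -0.108 and 0.0188 with rapamycin. These values give no sign that the numbers pair the strains, and calls lost under the block are not evidence of a smaller effect.

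The 4 group means take the libraries as independent, while libraries with consecutive numbers within a strain (1 and 2, 3 and 4, 5 and 6) deviated together. A fit with these pairs as a block can be made for the interaction and for the rapamycin responses, but not for the knockout effect within 1 medium. It gave 83 genes for the interaction, 59 positive and 24 negative, 3992 genes for the response of the wild type and 3708 for that of the knockout. Of the named genes, *DAL2* in the interaction (adjusted p = 0.0109), and YMR230W-A (adjusted p = 0.0129) and YER078W-A (adjusted p = 0.0118) in the response of the wild type, were no longer called. No other named gene and no gene set in these contrasts changed its call.

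With a correlation between genes estimated from the libraries, no gene set was past the threshold, while every median stayed as it was. The adjusted p-values were 0.1305 to 0.1457 for ribosomal proteins with rapamycin, in the interaction and in the responses of wild type and knockout (medians 1.09, 1.05, -3.19 and -2.15), for ribosome biogenesis in the same order (1.42, 1.06, -2.24 and -1.15), for nitrogen catabolite repression (-1.29, -1.15, 3.43 and 2.33), for genes at chrIX:70,000 (1.15, 1.08, -3.26 and -2.22), for amino acid biosynthesis in the interaction and both responses (-0.35, 2.22 and 1.83), and for stress genes without and with rapamycin (-1.13 and -1.20). They were 0.1497 for amino acid biosynthesis with rapamycin (-0.47), and 0.2785 and 0.267 for the responses of stress genes (1.42 and 1.47). Without rapamycin they were 0.4045 for nitrogen catabolite repression (-0.30), 0.5412 for chrIX:70,000 (0.055), 0.5698 for ribosomal proteins (0.054) and 0.1818 for ribosome biogenesis (0.33). With fry, the last 3 of these had adjusted p-values of 0.8635, 0.8356 and 0.1615, and fry gave chrIX:70,000 the other direction. With quantile normalization, nitrogen catabolite repression without rapamycin had a median of -0.17 (adjusted p = 0.056) and chrIX:70,000 of 0.076 (adjusted p = 0.15). When 1 library was left out, these medians ranged from -0.41 to -0.21 (without knockout library 5, adjusted p = 0.137) and from 0.0053 to 0.18. The interaction of stress genes, with a median of 0.04, went the other way with fry (0.041, adjusted p = 0.90) and ranged from -0.14 (without knockout library 2, adjusted p = 0.028) to 0.26 (without knockout library 4).

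The share of the response kept moved with quantile normalization from 0.732 to 0.663 for nitrogen catabolite repression and from 0.879 to 0.787 for amino acid biosynthesis. With rapamycin, the log2 fold change of *ISC1* was -0.02, and 0.023 with median-ratio scaling and -0.16 to 0.16 when 1 library was left out. That of *ACK1* was 0.01, and -0.00069 with quantile normalization and -0.12 to 0.16 when 1 library was left out. YIL151C ranged from -0.16 to 0.043, *SPC25* from -0.37 to 0.14 and YIL154C from -0.066 to 0.20. *MFA1* got no value under quantile normalization, as it had the top rank in every library.

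Over all alternatives, the 61 results for named genes gave 1398 values, of which 1162 kept their direction and side of the threshold, 217 were weaker, 5 were stronger and 14 were reversed. The 65 other results gave 1657 values, of which 1487 stayed, 58 were weaker, 9 stronger and 45 reversed, and 58 moved. In every alternative run for it, *RRD1* kept its call in both media, chrV:190,000 with rapamycin (2.47 to 8.99-fold, adjusted p up to 0.0146), chrXV:150,000 (1.89 to 2.98-fold) and chrXVI:510,000 (1.85 to 4.09-fold) stayed past the threshold, and the TGCT targets of *RRD1* were enriched 2.81 to 10.6-fold. The numbers of genes in the rapamycin responses, 2931 to 4192 in the wild type and 2440 to 3907 in the knockout, stayed within 1.5 times 3390 and 3032.

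Scaling changed the balance of directions. The DEGs with rapamycin were 538 higher and 376 lower, 567 and 347 with median-ratio scaling, and 621 and 542 with quantile normalization. The interaction had 5 positive and 12 negative genes, 7 and 17 with median-ratio scaling, and 63 and 40 with quantile normalization.

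Not every change can be called with 3 libraries per group. Depth was not varied in the simulations. In simulated data of the same size, 200 of 6497 genes were changed in each of 5 simulations, and 16.1%, 61.5% and 89.7% of them were found at log2 fold changes of 0.5, 1 and 2, with 0.71% of the calls false. For the interaction 3%, 33.1% and 76.1% were found, so a gene without a call for the interaction may still differ, and the 17 genes called, 103 with quantile normalization, are not a full list. In 200 simulations of the overlap test, 100% of planted overlaps and 3% of unrelated ones had a p-value under 0.05 from Fisher's exact test. The planted overlaps were large, with a median of 5.51-fold, and the genes were drawn independently. The 3% thus does not give the error rate for hotspot lists whose genes change together, such as ribosomal protein genes. The tests of the hotspots take genes as independent as well.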

Differences from the paper's values

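Without rapamycin, 38 genes were DEGs between the knockout and the wild type, against the paper's 64. The paper restricted its further analysis to transcripts also on the array, while 6497 features were tested here. The counts of DEGs are thus not over the same genes, and part of a gap may lie there, which was not tested. Of the alternatives set before the data were examined, only the fit without knockout library 2 came within 1.5 times the paper's number (46 DEGs). All others set before the data were examined differed. They gave 39 with a pseudocount of 0.1, 20 with a pseudocount of 5, 23 with no filter on low values, 38 at a mean FPKM of at least 10, 27 with median-ratio scaling, 15 with quantile normalization, 1 with only the libraries of the contrast, 3 with the number of the library as a block, 27 without the mean-variance trend, 212 at an adjusted p-value under 0.05, 25 with an added 2-fold minimum, 39 with ORF-named features only, and 1 to 40 in the 11 other fits that left out 1 library. Leaving out features under 300 nt (59) and voom on implied reads (51) also came within 1.5 times the paper's number, and both were chosen after seeing the values.

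With rapamycin, 914 genes were DEGs, against the paper's 582 in its Results and 581 in its Methods, again from different sets of genes. Of the alternatives set before the data were examined, these came within 1.5 times the paper's numbers: no filter on low values (816), the number of the library as a block (613), an added 2-fold minimum (429), and the fits without wild-type libraries 2 to 6 (679, 823, 666, 834 and 509) or without any one of knockout libraries 1 to 6 (848, 804, 807, 408, 820 and 740). The others set before the data were examined did not, with 901 and 974 for pseudocounts of 0.1 and 5, 916 at a mean FPKM of at least 10, 914 with median-ratio scaling, 1163 with quantile normalization, 212 with only the libraries of the contrast, 883 without the mean-variance trend, 1645 at an adjusted p-value under 0.05, 933 with ORF-named features only and 906 without wild-type library 1.

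For chrIX:70,000 without rapamycin the fold enrichment was 2.64, against the paper's 4.1. The overlap was 1 gene, the deleted *RRD1* itself, and 0 of the other 63 genes were DEGs (5 had an unadjusted p-value under 0.05). It was also *RRD1* alone in the alternatives below, apart from the adjusted p-value under 0.05 (3 genes), the fit without knockout library 2 (2 genes) and leaving out features under 300 nt (2 genes), so with *RRD1* alone the fold follows from the number of DEGs, and a value near 4.1 is not agreement in the genes shared. Of the alternatives set before the data were examined, these were within 1.5 times the paper's value: a pseudocount of 5 (5.02), no filter on low values (4.54), median-ratio scaling (3.72), no mean-variance trend (3.72), an added 2-fold minimum (4.02), a background of all ORF-named features (2.75), and the fits without wild-type library 1 (5.90), 2 (4.78), 3 (5.90), 4 (4.36) or 6 (5.58) or without knockout library 2 (4.36), 4 (5.02) or 6 (3.59). These were not: a pseudocount of 0.1 (2.57), a mean FPKM of at least 10 (2.45), quantile normalization (6.69), only the libraries of the contrast (100.4), the number of the library as a block (33.5), an adjusted p-value under 0.05 (1.42), and the fits without wild-type library 5 (20.1) or without knockout library 1 (2.51), 3 (100.4) or 5 (9.13). Leaving out features under 300 nt (3.01) was also within 1.5 times the paper's value and was chosen after seeing the values.

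For chrIII:90,000 with rapamycin the fold enrichment was 0.952, against the paper's value of about 0.5 in Fig. 5a, read by eye. Of the alternatives set before the data were examined, the added 2-fold minimum alone was within 1.5 times that value (0.406), and the others were not. For chrVII:410,000 without rapamycin it was 0, against the paper's value of about 2.1 in Fig. 5a, read by eye, and none of the alternatives set before the data were examined closed the gap. For chrXVI:510,000 without rapamycin it was 4.10, against the paper's value of about 2.7 in Fig. 5a, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 (3.99), no filter on low values (3.52), a mean FPKM of at least 10 (3.82) and the fit without knockout library 2 (3.39) were within 1.5 times that value, and the others were not. Leaving out features under 300 nt (1.92) and voom on implied reads (3.48) were also within it, and both were chosen after seeing the values.

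Fig. 5a of the paper marks chrV:190,000, chrIX:70,000, chrXIII:70,000, chrXV:150,000 and chrXVI:510,000 as enriched without rapamycin, while here chrIX:70,000 (adjusted p = 0.476) and chrXIII:70,000 (adjusted p = 0.090) were not past the threshold. The hotspot at chrIX:70,000 was past it with only the libraries of the contrast (adjusted p = 0.0359) and without knockout library 3 (adjusted p = 0.0256), with *RRD1* as the only DEG in both cases, so these values show no overlap beyond the deleted gene. The hotspot at chrXIII:70,000 was past the threshold at an adjusted p-value under 0.05 for the DEGs (adjusted p = 0.00063), without knockout library 1 (adjusted p = 0.0271), without knockout library 2 (adjusted p = 0.047) and with voom on implied reads (adjusted p = 0.032), the last of which was chosen after seeing the values.

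The paper ranks chrXV:150,000 as the hotspot with the smallest p-value with rapamycin, while here chrV:190,000 had the smaller one (1.6e-62 against 1.3e-58 at chrXV:150,000). The order was the paper's with median-ratio scaling, with no filter on low values, with only the libraries of the contrast, with the number of the library as a block, at an adjusted p-value under 0.05 for the DEGs, and without any one of wild-type libraries 3, 4, 5 and 6 and knockout libraries 1, 3, 4, 5 and 6. At chrIX:70,000 the number of lower DEGs with rapamycin was 6, the same as the paper's number. The paper tested its 6 within the genes expressed lower with the RM allele and found an overlap beyond chance. Here the test could not be split by allele and was made over all 64 genes (one-sided Fisher's exact p = 0.17). These p-values answer different questions, so 0.17 is not read as a difference from the paper.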

Other observations

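The tests of another mating type, of consecutive library numbers and of short features were chosen only after the results they bear on were seen, and so were the numeric limits used for the stress genes.

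The counts of DEGs and the set medians between strains were each compared with other splits of the same 6 libraries into 3 and 3. For the DEGs without rapamycin, the DEGs with rapamycin, the median of the genes at chrIX:70,000 with rapamycin, the median of ribosomal protein genes with rapamycin, the median of stress genes without rapamycin, the overlap with chrIX:70,000 with rapamycin and the overlap with chrXV:150,000 without rapamycin, 1 of the 10 splits gave as large a result, which was the real one. The largest result in any other split was 1 DEG against 38 and 1 against 914, a median of 0.85 in size against 1.15 at chrIX:70,000, of 0.86 against 1.09 for ribosomal protein genes and of 0.59 against 1.13 for stress genes, and an overlap of 0 against 51 and 0 against 17 genes. The other splits mix both strains in each group, so a strain difference adds to their spread, and with 10 splits the share is never under 0.1, so the share alone does not decide.

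The overlap of the signature with rapamycin with the genes at chrIX:70,000 might rest on ribosome genes alone, since 46 of its 64 genes have the symbol of a ribosomal protein. Without ribosomal protein and ribosome biogenesis genes, 10 of 18 genes were DEGs (4.59-fold enrichment, one-sided Fisher's exact test p = 1.1e-05). One of the 10 is *RRD1*, whose call follows from its deletion. Without it 9 of 17 genes were DEGs (4.38-fold, Fisher's exact p = 5.2e-05), so the overlap went beyond the genes of these lists. Of the 9, *ASC1*, *SSB1* and *YEF3* fell with rapamycin in the wild type (log2 fold changes -4.45, -2.94 and -2.09), as ribosomal protein genes did. The others were *ATG32*, *CCT2*, *NIT1*, *OM45*, YIL152W and YIL165C, all with ORF names of chromosome IX, where *RRD1* lies. *ASC1*, *SSB1*, *NIT1*, *OM45* and YIL165C are named after their values were seen. Fisher's test takes genes as independent, so its p-value does not allow for genes that change together. At chrV:190,000 the same test gave 23 of 35 genes (5.42-fold, Fisher's exact p = 1.2e-13). At chrIV:90,000, where 38 of 59 genes have the symbol of a ribosomal protein, 3 of 21 genes were left in the overlap (1.18-fold, Fisher's exact p = 0.477).

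A candidate explanation for the effect at chrIX:70,000 is that its genes share their rapamycin response with many other genes and are not a separate group. Random lists of genes matched on the wild-type response were drawn 10000 times for each of 3 matches, each made on the response of 1 treated wild-type library and tested without that library. The median of the hotspot's genes lay at percentiles 16.62, 25.88 and 97.47 of these lists, so it did not stand out from genes with the same response in 2 of the 3 matches and lay near the upper end in the third. Between 43.4% and 45.8% of the matched genes were themselves ribosome genes. The values are in line with that explanation.

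Stress genes were lower in the knockout without rapamycin. With quantile normalization their median was -1.01 (adjusted p = 2.5e-18), which argues against scaling between libraries. The value closest to 0 over the 12 fits that left out 1 library was -0.91, which argues against 1 library as the source. Of *STE2* and *STE3*, 0 were above an FPKM of 1 in every library of one strain and at most 1 in every library of the other. This count does not decide on another mating type, because both genes exceeded 1 in every library. *STE2* lay between 640 and 1836 FPKM in the wild type and between 530.5 and 1363 in the knockout, and *STE3* between 3.66 and 8.91 and between 2.71 and 11.2. *STE2* thus lay far above *STE3* in both strains, which argues against another mating type in the knockout strain. *LEU2*, *URA3* and *MET17* were listed at 0 in all 12 libraries, so neither strain gave reads assigned to these markers. A difference in growth phase between the strains at harvest was not recorded and stays open.

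Among the other marker genes, *HIS3* was lower in the knockout with rapamycin (log2 fold change -0.88, adjusted p = 0.0052), and it kept that call in 14 of 23 alternatives. *ADE2*, *LYS2* and *TRP1* were not called. The mating-type genes with the largest changes with rapamycin were *MFA1* (-1.58, adjusted p = 0.026), *AGA2* (-1.56, adjusted p = 0.025) and *STE2* (-1.04, adjusted p = 0.028), and none was called at 0.01.

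The largest falls with rapamycin in the wild type, apart from *SNR87*, which was listed at 0 in all treated wild-type libraries, were in *RPL9A* (log2 fold change -5.45), *RPS26B* (-4.96), YMR230W-A (-4.81, not called with consecutive library numbers as pairs, adjusted p = 0.0129) and *RKI1* (-4.78). The largest rises were in *DAL80* (6.98), *GAP1* (6.39), *MEP2* (5.86) and YCL048W-A (5.34), apart from YER078W-A, which was listed at 0 in all untreated wild-type libraries. In the knockout the largest falls were in YBR196C-A, *RPL9A*, *GFD2*, *RPS26B* and *RPS22A*, and the largest rises in *GAP1*, YOL083C-A, *DAL80*, *PIR3* and YJL133C-A. The log2 fold change of YBR196C-A ranged from -5.135 to -2.916 when 1 library was left out, and its call was kept in 19 of 22 alternatives. YOL083C-A, listed at 0 in knockout library 5, ranged from 2.963 to 6.288 and kept its call in 13 of 21. Amino acid biosynthesis genes had a median of -0.11 between the strains without rapamycin (adjusted p = 0.60).

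Libraries with consecutive numbers within a strain, which are 1 and 2, 3 and 4, and 5 and 6, deviated from their group means in the same direction across 6023 genes. Pearson's r across genes was 0.248, 0.242 and 0.308 in the wild type and 0.173, 0.173 and 0.171 in the knockout, against -0.204 to -0.0421 for the other pairs of untreated and treated libraries, and genes are not independent replicates. In an exact permutation test over the 36 matchings of both strains the p-value was 0.02778, the smallest that 36 matchings allow. The libraries with consecutive numbers may share a day or a culture, but the labels do not say so. With these pairs as a block, the interaction was past the threshold for 83 genes in place of 17.

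Of the 269 features with an exon length under 300 nt, 19 (7.06%) were DEGs with rapamycin, against 845 of 5586 longer ones (15.1%). The within-group SD of a short feature was 1.69 times that of the 20 longer features nearest in mean (median), and 78.8% of the short features lay above their matched ones. Noise of FPKM that depends on length is a candidate explanation for the lower share.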
